# FGF6 and FGF9 regulate UCP1 expression independent of brown adipogenesis

**DOI:** 10.1038/s41467-020-15055-9

**Published:** 2020-03-17

**Authors:** Farnaz Shamsi, Ruidan Xue, Tian Lian Huang, Morten Lundh, Yang Liu, Luiz O. Leiria, Matthew D. Lynes, Elena Kempf, Chih-Hao Wang, Satoru Sugimoto, Pasquale Nigro, Kathrin Landgraf, Tim Schulz, Yiming Li, Brice Emanuelli, Srinivas Kothakota, Lewis T. Williams, Niels Jessen, Steen Bønløkke Pedersen, Yvonne Böttcher, Matthias Blüher, Antje Körner, Laurie J. Goodyear, Moosa Mohammadi, C. Ronald Kahn, Yu-Hua Tseng

**Keywords:** Fat metabolism, Adipocytes

## Abstract

Uncoupling protein-1 (UCP1) plays a central role in energy dissipation in brown adipose tissue (BAT). Using high-throughput library screening of secreted peptides, we identify two fibroblast growth factors (FGF), FGF6 and FGF9, as potent inducers of UCP1 expression in adipocytes and preadipocytes. Surprisingly, this occurs through a mechanism independent of adipogenesis and involves FGF receptor-3 (FGFR3), prostaglandin-E2 and interaction between estrogen receptor-related alpha, flightless-1 (FLII) and leucine-rich-repeat-(in FLII)-interacting-protein-1 as a regulatory complex for UCP1 transcription. Physiologically, FGF6/9 expression in adipose is upregulated by exercise and cold in mice, and FGF9/FGFR3 expression in human neck fat is significantly associated with UCP1 expression. Loss of FGF9 impairs BAT thermogenesis. In vivo administration of FGF9 increases UCP1 expression and thermogenic capacity. Thus, FGF6 and FGF9 are adipokines that can regulate UCP1 through a transcriptional network that is dissociated from brown adipogenesis, and act to modulate systemic energy metabolism.

## Abstract (web summary)

Uncoupling protein-1 (UCP1) plays a central role in energy dissipation in brown adipose tissue. Here the authors show that FGF6 and FGF9 induce UCP1 expression in adipocytes and preadipocytes, via modulation of a transcriptional network that is dissociated from brown adipogenesis.

## Introduction

Brown adipose tissue (BAT) plays an essential role in adaptive thermogenesis, a physiological process in which energy is dissipated in response to environmental changes such as cold and diet^1^. In addition to classical BAT, brown-like multilocular beige/brite adipocytes can be recruited within white adipose tissue (WAT) upon cold exposure, treatment with β-adrenergic receptor agonists, and other stimuli^2,3^. The identification of metabolically active brown and beige/brite fat in adult humans has positioned this tissue at the center of investigations into human energy metabolism^4–7^. In addition to increased energy dissipation, activation of brown and beige/brite fat leads to enhanced glucose tolerance and insulin sensitivity in both humans and mice^8–10^. Therefore, strategies leading to increased mass or enhanced activity of BAT can potentially be utilized to combat obesity and its related metabolic disorders.

The unique thermogenic capacity of brown and beige/brite fat is attributable to the high density of mitochondria and the expression of uncoupling protein 1 (UCP1) in these thermogenic adipocytes^11,12^. UCP1 acts as a proton channel, localized to the inner mitochondrial membrane that allows protons in the mitochondrial intermembrane space to re-enter the mitochondrial matrix without generating ATP. This process dissipates energy, converting chemical energy to heat. Although some UCP1-independent thermogenic pathways have been shown to exist^13,14^, UCP1 is indispensable for acute cold adaptation. Mice deficient in UCP1 are cold sensitive^15^ and have increased susceptibility to diet-induced obesity (DIO)^16–18^. Conversely, overexpression of UCP1 in WAT protects mice from DIO^19^.

The conventional view of brown adipocyte differentiation from preadipocytes involves the activation of adipogenic/thermogenic transcriptional cascades, including peroxisome proliferator-activated receptor gamma (*Pparg*), CCAAT/enhancer binding proteins, PR domain containing 16 (*Prdm16*), and peroxisome proliferative activated receptor, gamma, coactivator 1 alpha (*Ppargc1a*)^3,20^. This activation results in the expression of genes characteristic of fully differentiated brown adipocytes, including fatty acid binding protein 4 (*Fabp4)*, deiodinase 2 (*Dio2*), cell death-inducing DNA fragmentation factor A (*Cidea*), and the brown fat defining marker *Ucp1*. During regular in vitro differentiation, UCP1 expression is restricted to the late stage of brown fat differentiation when lipid accumulation is already evident.

Given the critical function of UCP1, we design a peptide library screen to identify the factors that can induce *Ucp1* expression in a murine brown preadipocyte cell line. The screen identifies fibroblast growth factor 6 (FGF6) and FGF9 as potent inducers of *Ucp1* expression. Contrary to the classical view of brown adipogenesis, here we find that FGF6 and FGF9 can induce a high level of *Ucp1* expression in brown and white preadipocytes independent of adipogenic differentiation. Instead, FGF6- and FGF9-induced *Ucp1* expression is mediated by stimulation of prostaglandin E2 (PGE2) biosynthesis and is completely uncoupled from the conventional adipogenic or brown fat specific transcription factors. Combining CRISPR-based chromatin immunoprecipitation (ChIP) with quantitative proteomics, we discover a transcriptional regulatory complex composed of nuclear receptor estrogen related receptor, alpha (ESRRA or ERRA), transcription coactivator flightless I actin binding protein (FLII), and leucine rich repeat (in FLII) interacting protein 1 (LRRFIP1) that regulates *Ucp1* gene expression. Importantly, *Fgf6* and *Fgf9* expression is induced in adipose tissue in response to thermogenic stimuli such as cold exposure and exercise training. Loss of FGF9 in BAT impairs thermoregulation and reduces BAT thermogenic capacity. Conversely, in vivo administration of wild-type or endocrinized FGF9 enhances BAT thermogenic function. Collectively, these data establish the mechanism for the induction of UCP1 expression and thermogenic activity by FGF6/9.

## Results

### FGF6 and FGF9 induce UCP1 independently of adipogenesis

To identify factors that induce *Ucp1* expression, we performed a high-throughput screen using a peptide library containing more than 5000 mammalian secreted peptides^21^ on an immortalized murine brown preadipocyte cell line. The screen identified some paracrine members of the FGF family, the most potent of which were FGF6 and FGF9, as strong inducers of *Ucp1* expression (Supplementary Fig. 1a).

FGFs regulate a multitude of developmental processes and physiological functions^22^. In mammals, the 18 members of the FGF family are divided into two categories, endocrine and paracrine. FGF6 and FGF9 are paracrine FGFs. Apart from the recent discovery of the anti-diabetic effects of FGF1^23,24^, paracrine FGFs have not been previously implicated in metabolism.

We sought to determine whether FGF6 and FGF9 could be induced in response to cold exposure, the classical stimulus that activates brown and beige/brite adipose tissue for thermogenesis^25^. In addition to cold, exercise training also induces UCP1 expression and browning of subcutaneous inguinal WAT (ingWAT)^26,27^. Notably, we found that in both BAT and ingWAT, *Fgf6* expression was induced by exercise training (Fig. 1a). Consistent with a previous report^28^, *Fgf9* expression was increased in these fat depots of cold-exposed mice (Fig. 1b). High-fat feeding also increased *Fgf9* expression in BAT (Supplementary Fig. 1b). Cold exposure also increased *Fgf9* expression in BAT of DIO mice (Supplementary Fig. 1b). *Fgf9* expression in BAT was dependent on sympathetic innervation since it was significantly reduced after BAT denervation (Supplementary Fig. 1c). These data suggest that FGF6/9 may play a role in cold-, diet-, or exercise-induced thermogenic programs and prompted us to perform in-depth studies to investigate the underlying mechanisms.

**Fig. 1:**
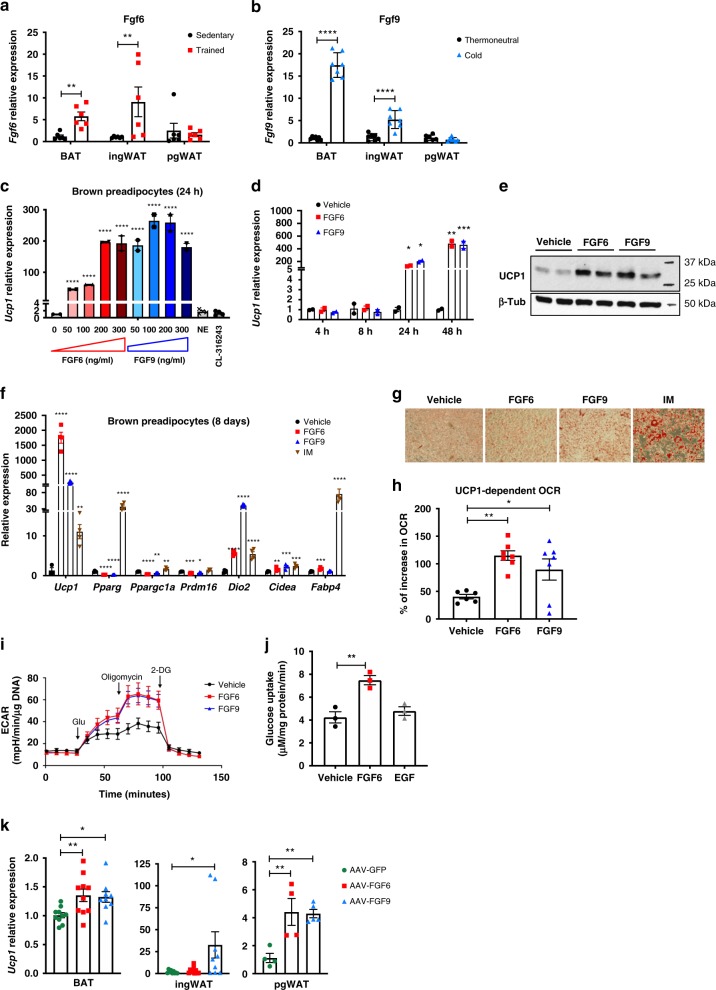
FGF6 and FGF9 induce UCP1 expression in preadipocytes independent of adipocyte differentiation. **a** *Fgf6* expression in BAT, ingWAT, and pgWAT of male C57BL6 mice (trained or sedentary). *N* = 5–6 per group. **b** *Fgf9* expression in BAT, ingWAT, and pgWAT of male C57BL6 mice exposed to 5 °C (cold) or 30 °C (thermoneutral) for 7 days. *N* = 5–7 per group. **c** *Ucp1* gene expression in brown preadipocytes in response to 24 h treatment with various concentrations of FGF6 or FGF9. *N* = 3 per group. Ct values for vehicle: 26; FGF6: 20–18; and FGF9: 17–18. **d** Time course of *Ucp1* induction in brown preadipocytes in response to FGF6 (200 ng/ml) or FGF9 (100 ng/ml) treatment. *N* = 3 per group. **e** UCP1 protein level in brown preadipocytes treated with vehicle, FGF6 (200 ng/ml), or FGF9 (100 ng/ml) for 48 h. Twenty three micrograms of total protein was used for WB. **f** Gene expression and **g** Oil Red O staining in murine brown preadipocytes treated with vehicle, FGF6 (200 ng/ml), FGF9 (100 ng/ml), or adipogenic induction/differentiation cocktail for 8 days. Scale bar = 200 μm. *N* = 2–3 per group. Ct values for vehicle: 31–32; FGF6: 21–22; FGF9: 24–25; and IM: 28–29. **h** Change in oxygen consumption rate (OCR) upon stimulation with the UCP1-specific activator PFOA (600 μM) in brown preadipocytes treated with vehicle, FGF6 (200 ng/ml), or FGF9 (100 ng/ml) for 48 h. *N* = 6–7 per group. **i** Glycolysis stress test in brown preadipocytes treated with vehicle, FGF6 (200 ng/ml), or FGF9 (100 ng/ml) for 24 h. *N* = 6–7 per group. **j** Glucose uptake in brown preadipocytes treated with vehicle, FGF6 (200 ng/ml), or EGF for 24 h. *N* = 3 per group. **k** *Ucp1* expression in BAT, ingWAT, and pgWAT depot of mice injected with AAV-GFP, AAV-FGF6, or AAV-FGF9. *N* = 4–5 per group. Data are presented as means ± SEM. One-way ANOVA in **c**, **h**, **j**, and **k**. Two-way ANOVA in **a**, **b**, **d**, and **f**. ****p < 0.0001, ***p < 0.001, **p < 0.01, and *p < 0.05. A representative from a total of two to three independent experiments is shown. Source data are provided as a Source Data file.

Treatment of murine brown preadipocytes with different concentrations of recombinant FGFs for 24 h verified the screen results and demonstrated that FGF6 and FGF9 could robustly induce *Ucp1* expression in brown preadipocytes in a dose-dependent manner (Fig. 1c and Supplementary Fig. 1d). By comparison, conventional stimuli of *Ucp1*, such as norepinephrine (NE) or the β3 adrenoceptor agonist, CL-316,243, were unable to induce *Ucp1* in preadipocytes (Fig. 1c). As early as 24 h after treatment, we observed significant induction of *Ucp1* messenger RNA (mRNA) by FGF6 and FGF9 (Fig. 1d and Supplementary Fig. 1e), and the levels continued to rise at 48 h when FGF-induced UCP1 protein expression was also evident in brown preadipocytes (Fig. 1e).

To determine whether FGF6- and FGF9-induced UCP1 expression was due to adipogenic differentiation, brown preadipocytes were treated with FGF6, FGF9, or adipogenic induction medium (IM) for 8 days (Supplementary Fig. 1f). Cells treated with FGF6 and FGF9 in growth medium expressed 112- and 17-fold higher levels of *Ucp1* mRNA, respectively, compared to the cells differentiated with the conventional IM (Fig. 1f). This occurred despite the fact that the FGF treatment did not induce the expression of other key adipocyte genes such as *Pparg* and *Fabp4*, or the transcriptional regulators that are specific to brown adipocytes such as *Ppargc1a* and *Prdm16* (Fig. 1f). Treatment of brown preadipocytes with FGF6 or FGF9 did, however, significantly increase the expression of two other markers associated with thermogenic adipocytes, *Dio2* and *Cidea*. Consistent with our gene expression data, FGF-treated cells did not display an adipocyte-like morphology and had minimal lipid accumulation compared to cells differentiated by treatment with IM (Fig. 1f, g).

To examine the functional effects of increased UCP1 expression on mitochondrial activity in brown preadipocytes, we measured UCP1-dependent respiration using a specific UCP1 activator, perfluorooctanoic acid (PFOA)^29^. FGF6- or FGF9-treated brown preadipocytes consumed more oxygen in response to PFOA stimulation (Fig. 1h), demonstrating that the UCP1 protein induced by FGFs was indeed functional. Additionally, FGF6 and FGF9 treatment profoundly increased the glycolytic capacity of brown preadipocytes measured by the glycolysis stress test (Fig. 1i). FGF6 treatment also increased glucose uptake (Fig. 1j). This increase in UCP1 and glucose uptake was independent of the growth factor activity of FGF6, because epidermal growth factor (EGF), another potent growth factor and mitogen, was unable to enhance glucose uptake in these cells (Fig. 1j).

We found that FGF6 and FGF9 exerted similar effects in several progenitor cell types with adipogenic potential, including immortalized murine white preadipocytes, primary stromal-vascular fraction (SVF) isolated from BAT and ingWAT of mice, C3H10T1/2 mouse multipotent mesenchymal cells, and mouse embryonic fibroblast (MEF). However, we found no effect in C2C12 mouse myoblast cells (Supplementary Fig. 1g–l). FGF6 and FGF9 also enhanced UCP1 expression in mature murine brown and white adipocytes without increasing the expression of other general or BAT-selective adipocyte markers (Supplementary Fig. 2). When added to adipogenic induction media, FGF6 and FGF9 suppressed adipocyte differentiation (Supplementary Fig. 3). Importantly, FGF6 and FGF9 could also program human white and brown adipose precursors to acquire greater thermogenic capacity upon differentiation (Supplementary Fig. 4).

To determine whether FGF6 and FGF9 are able to induce UCP1 in adipose tissue in vivo, we used adeno-associated virus 2/8 (AAV2/8)-mediated gene transfer to overexpress FGF6, FGF9, or green fluorescent protein (GFP) under the control of the human adiponectin promoter. Compared to the control mice receiving AAV-GFP, mice receiving AAV-FGF9 displayed significantly higher levels of *Ucp1* expression in BAT, ingWAT, and perigonadal WAT (pgWAT), while FGF6 overexpression increased *Ucp1* expression in BAT and pgWAT, but not ingWAT (Fig. 1k and Supplementary Fig. 5). Moreover, using a Ucp1-cre-Rosa26-Luciferase reporter mouse model, we confirmed that FGF9 overexpression activated *Ucp1* promoter in ingWAT, resulting in Luciferase expression (Supplementary Fig. 6a). Additionally, histological analysis of ingWAT showed the presence of UCP1-expressing multilocular cells in mice receiving AAV-FGF9 (Supplementary Fig. 6b).

### FGF6 and FGF9 induce UCP1 expression by activating FGFR3

Paracrine FGFs have limited spatial diffusion in the pericellular space due to their high affinities for heparin/heparan sulfate (HS) proteoglycans (*HSPGs*). The interaction of HSPG with paracrine FGFs and FGF receptors (FGFR) also facilitates and stabilizes the FGF–FGFR interactions^30^. Accordingly, we found that the addition of either heparin or HS augmented FGF6- and FGF9-mediated *Ucp1* induction (Fig. 2a). The ability of FGF6 and FGF9 to induce *Ucp1* expression was completely blocked in the presence of a pan-FGFR antagonist, PD-173074^31^ (Supplementary Fig. 7a). To identify specific FGFR(s) involved in FGF6/9-induced *Ucp1* expression, we systematically knocked down each individual *Fgfr* in mouse brown preadipocytes. Knockdown of *Fgfr3*, but not *Fgfr1*, *2*, or *4*, significantly reduced the ability of both FGFs to induce *Ucp1* expression (Fig. 2b and Supplementary Fig. 7b–f), demonstrating that the effect of these FGFs on *Ucp1* expression is mediated by FGFR3.

**Fig. 2:**
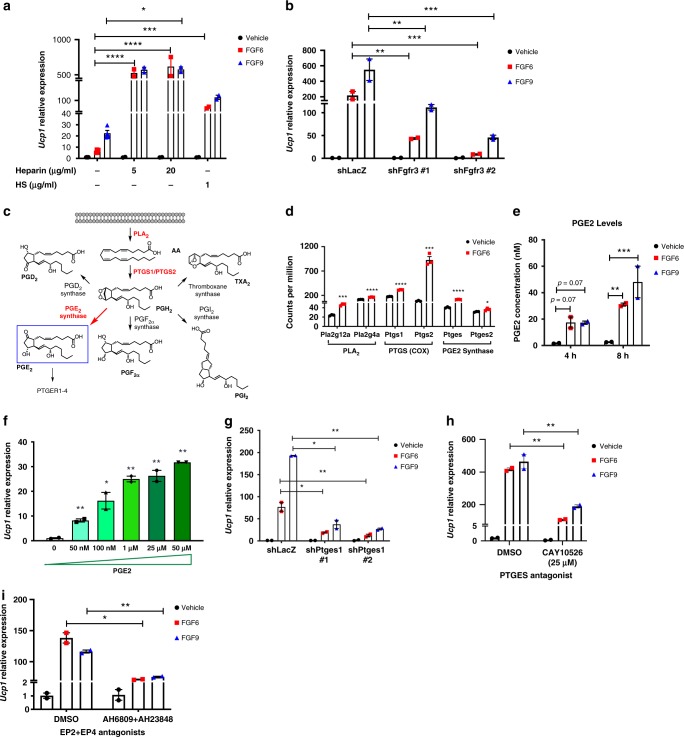
FGF6 and FGF9 induce UCP1 expression by promoting prostaglandin E2 biosynthesis. **a** FGF6/9-induced *Ucp1* expression in the presence or absence of heparin or HS. *N* = 3 per group. **b** *Ucp1* expression in control (shLacZ) and *Fgfr3* knockdown cell lines upon 24 h treatment with vehicle, FGF6, or FGF9. *N* = 3 per group. **c** Prostaglandin biosynthesis pathway. Genes encoding the enzymes marked in red are upregulated by FGF6 treatment. **d** Counts per millions for transcripts encoding PGE2 biosynthesis enzymes from RNA-sequencing of brown preadipocytes treated with FGF6 or vehicle for 24 h. **e** PGE2 concentration in the culture media of brown preadipocytes upon treatment with vehicle, FGF6, or FGF9. *N* = 3 per group. **f** *Ucp1* expression in brown preadipocytes treated with PGE2 for 24 h. *N* = 2 per group. **g** *Ucp1* expression in control (shLacZ) and *Ptges* knockdown cells treated with vehicle, FGF6, or FGF9 for 24 h. *N* = 3 per group. **h** *Ucp1* expression in white preadipocytes treated with vehicle, FGF6, or FGF9 in the presence of PTGES-selective inhibitor (CAY10526) or equimolar concentration of DMSO. *N* = 3 per group. **i** *Ucp1* expression in white preadipocytes treated with vehicle, FGF6, or FGF9 in the presence of both EP2 and EP4 receptor antagonists (AH6809 + AH23848) or equimolar concentration of DMSO. *N* = 3 per group. FGF6 and FGF9 were used at concentrations of 200 and 100 ng/ml, respectively. Data are presented as means ± SEM. Two-way ANOVA. ****p < 0.0001, ***p < 0.001, **p < 0.01, and *p < 0.05. A representative from a total of two to three independent experiments is shown. Source data are provided as a Source Data file.

### FGF6 and FGF9 induce UCP1 by promoting PGE2 biosynthesis

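Immortalized murine brown preadipocytes, an undifferentiated precursor cell line of brown fat, were treated with vehicle or FGF6 at 200 ng/ml for 4, 8, or 24 h. Each of the 6 groups was sequenced as 3 libraries, 18 in all. The authors aligned the reads to the mouse genome GRCm38.p4 with STAR, counted them per gene with Subread featureCounts, and deposited the counts without normalization. The table held 48023 genes, of which 19409 had no count in any library. The total count per library had a median of 28922204.5 over the 18 libraries. In vehicle-treated cells, the totals ranged from 29408562 to 31606650 at 4 h (median 29733918), from 27935230 to 30282133 at 8 h (median 30250840), and from 24471817 to 33471980 at 24 h (median 28410190). In FGF6-treated cells, they ranged from 25652593 to 33017444 at 4 h (median 28144806), from 24327816 to 30903113 at 8 h (median 29693299), and from 27711698 to 28435847 at 24 h (median 27827694). Starting from these counts, normalization factors were computed by the weighted trimmed mean of M values method (TMM), and lay between 0.951 and 1.05. After genes with too few counts for a test were removed with edgeR's filterByExpr, 15071 genes were left, and edgeR's quasi-likelihood model was fitted to all 18 libraries together. The filter, the normalization, and the choice of libraries in the fit are the steps that could change the numbers. Expression is given as CPM, the unit of Fig. 2d, with the normalized library size as the total. A floor of 3 counts corresponded to between 0.0905 and 0.126 CPM, depending on the library, and such floors cover counting error only.

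**Figure D1:**
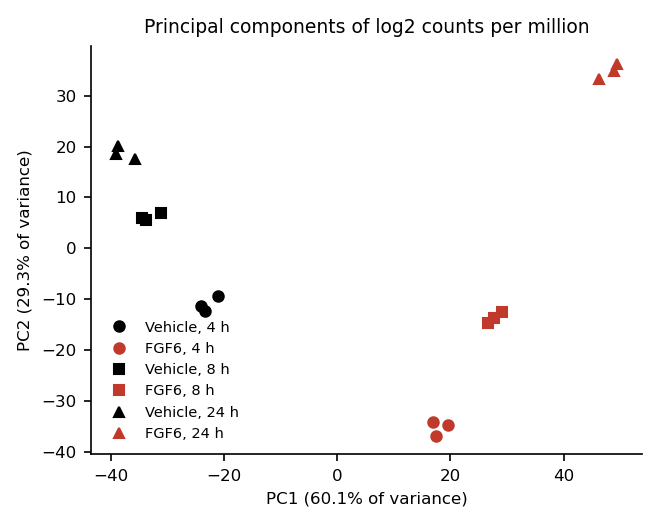
Each point is one library, placed by the first (horizontal) and second (vertical) principal component of its log2 CPM values, with FGF6 in red, vehicle in black, and the shape giving the time of treatment. Along the first component, which carried 60.1% of the variance, the FGF6 libraries lay between 16.89 and 49.4 and the vehicle libraries between -39.04 and -21.1, and the second component, with 29.3%, separated the time points within each treatment.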

To identify molecular pathways that mediate the effect of FGFs on UCP1 induction, we performed RNA-sequencing (RNA-seq) on mouse brown preadipocytes treated with FGF6 for 4, 8, or 24 h (Supplementary Data 1). Pathway enrichment analysis revealed that FGF6 upregulated expression of genes involved in cell growth and proliferation, cell–cell and cell–ECM interactions, and arachidonic acid metabolism (Supplementary Fig. 8a).

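The sets of the paper were KEGG sets and were not used here. In their place, 5 lists were made from gene names before the counts were examined, and were tested at 24 h with limma's roast method on voom-transformed counts. For cell growth and proliferation, the list held 40 cyclins and genes of replication and mitosis. Its mean log2 fold change was 0.40, with 32 genes higher and 5 lower at the paper's threshold, and its rotation p was 1e-04, the smallest that the rotations can give, which the adjustment over the 5 lists turned into 0.000125. For cell–cell interactions, the 20 cadherins, claudins, and nectins had 10 genes higher and 10 lower. Their mean log2 fold change was -0.12 while the direction of the test was upward (limma adjusted p = 0.247). For cell–ECM interactions, the 64 integrins, collagens, and laminins had a mean log2 fold change of -0.76, with 18 genes higher and 38 lower (limma adjusted p = 0.000125). The 39 enzymes that make or convert arachidonic acid metabolites had a mean log2 fold change of -0.66, with 16 genes higher and 21 lower (limma adjusted p = 0.000125, downward). Among these 39, Ptgs2 and Akr1c18 rose most, with log2 fold changes of 3.45 and 4.90. Among those that fell, Ggt5 was at least 99.5-fold lower, Ltc4s had -4.56, and Cbr2 had -4.50. At 4 and 8 h the cyclin list had means of -0.04 (limma adjusted p = 0.038, downward) and 0.12 (limma adjusted p = 0.00025, upward). The integrins, collagens, and laminins had 0.16 (limma adjusted p = 0.334, upward) and 0.06 (limma adjusted p = 0.00117, downward), the arachidonic acid enzymes 0.05 and -0.13 (limma adjusted p = 0.706 and 0.586), and the cadherins, claudins, and nectins 0.04 and 0.19 (limma adjusted p = 0.375 and 0.0015, upward). Over all genes tested with limma, 40.5% were higher and 42.8% lower at 24 h. With limma's camera test, which sets a list against all other genes, the adjusted p was 0.577 for the arachidonic acid enzymes at 24 h and 0.00159 for the integrins, collagens and laminins at 24 h. With at least 10 counts required in every library, the mean was -0.304 for the arachidonic acid enzymes at 24 h, the largest shift of a mean among these lists. Without a low-count filter it was 0.103 for the cadherins, claudins and nectins at 24 h.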

Arachidonic acid metabolism involves oxidation and transformation of arachidonic acid to families of related metabolites, such as PGEs, leukotrienes, and thromboxanes^32^. 

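The enzymes marked in Fig. 2c are the phospholipases Pla2g12a and Pla2g4a, the cyclooxygenases Ptgs1 and Ptgs2, and the prostaglandin E synthases Ptges and Ptges2. In GRCm38, Pla2g12a (ENSMUSG00000027999) lies on chromosome 3 from 129878606 to 129895825, and Pla2g4a (ENSMUSG00000056220) on chromosome 1 from 149829618 to 149961290. Ptgs1 (ENSMUSG00000047250) lies on chromosome 2 from 36230426 to 36252272, and Ptgs2 (ENSMUSG00000032487) on chromosome 1 from 150100031 to 150108227. Both synthases are on chromosome 2, Ptges (ENSMUSG00000050737) from 30889471 to 30929863 and Ptges2 (ENSMUSG00000026820) from 32395896 to 32405772. Of these genes, only Ptgs1 shares exonic bases with another gene, 148 of its 3884 with a gene on the opposite strand. At the earlier time points the increase was largest for Ptgs2. Its log2 fold change was 3.05 at 4 h (standard error 0.08, adjusted p = 4.18e-21) and 3.86 at 8 h (standard error 0.08, adjusted p = 4.23e-23, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Ptges had log2 fold changes of 1.52 at 4 h and 1.58 at 8 h. Ptgs1 rose from 184.3 ± 2.38 to 219.8 ± 4.0 CPM (SD, n = 3) at 4 h and from 136.9 ± 11.9 to 212.5 ± 11.1 CPM at 8 h. For Pla2g12a the log2 fold change was 0.29 at 4 h and 0.54 at 8 h, and for Ptges2 it was 0.25 and 0.41. Pla2g4a differed least. At 4 h it passed the paper's threshold of an FDR under 0.25 as higher (log2 fold change 0.06, edgeR adjusted p = 0.157). Its CPM in the 2 groups overlapped there, 101.6 ± 6.46 with vehicle and 106.0 ± 1.56 with FGF6 (SD, n = 3). Over the 9 processing settings fixed in advance, its log2 fold change ranged from -0.04, with library sizes alone in place of TMM, to 0.10. In 3 of the 9 the result for Pla2g4a changed. Its sign reversed with library sizes alone, and the threshold was lost with upper-quartile factors (edgeR adjusted p = 0.904). The third was the stricter FDR under 0.05, which the same fit did not meet. At 8 h every FGF6 library had a higher Pla2g4a value than every vehicle library (log2 fold change 0.18, edgeR adjusted p = 0.000189). In the branches of Fig. 2c that lead to other prostanoids, the prostaglandin D and I synthases Ptgds and Ptgis had at most 8 counts in any library, too few to test.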

We found transcripts encoding enzymes involved in PGE2 biosynthesis to be coordinately upregulated in the FGF6-treated preadipocytes (Fig. 2c). RNA-seq data showed that FGF6 significantly upregulated the expression of transcripts encoding the enzymes in the first (*Pla2g12aA* and *Pla2g4a*), second (*Ptgs1* and *Ptgs2*), and third (*Ptges* and *Ptges2*) steps of PGE2 biosynthesis (Fig. 2d). Similarly, levels of *Ptgs2* and *Ptges* mRNA and protein were markedly induced by FGF9 (Supplementary Fig. 8b–d). 

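At 24 h, all 6 transcripts were higher in each of the 3 FGF6 libraries than in each of the 3 vehicle libraries. Such a separation has an exact two-sided permutation p of 0.1, the smallest that 3 libraries against 3 allow, so the adjusted p-values below come from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. In the first step, Pla2g12a rose from 23.97 ± 1.31 to 46.56 ± 2.34 CPM (SD, n = 3), a log2 fold change of 0.95 (standard error 0.06, edgeR adjusted p = 1.95e-13). Pla2g4a rose from 116.7 ± 2.36 to 164.3 ± 3.25 CPM, a log2 fold change of 0.49 (standard error 0.04, adjusted p = 6.85e-12). In the second step, Ptgs1 rose from 177.0 ± 3.96 to 313.3 ± 6.01 CPM, a log2 fold change of 0.82. Ptgs2 rose from 84.71 ± 11.4 to 927.9 ± 119 CPM, an 11.0-fold increase (standard error of the log2 value 0.08, adjusted p = 1.54e-22). In the last step, Ptges rose from 40.42 ± 1.39 to 116.5 ± 3.32 CPM, 2.88-fold. The difference was smallest for Ptges2, which had 31.35 ± 0.937 CPM with vehicle and 36.29 ± 2.68 with FGF6, a log2 fold change of 0.21 (standard error 0.06, edgeR adjusted p = 0.00207). With each library left out in turn, the log2 fold change of Ptges2 stayed between 0.20 and 0.31 and that of Ptgs2 between 3.39 and 3.61. The paper follows this pathway to PGE2 itself. From PGE2 in the media and the induction of Ucp1 by added PGE2, it proposes PGE2 biosynthesis as a step between FGF6 or FGF9 and Ucp1. It then tested this step. It reports that knockdown of Ptges and inhibitors of PTGES reduced the induction of Ucp1. Blocking the EP2 and EP4 receptors of PGE2 together did so as well. From the knockdown, the paper concludes that PGE2 biosynthesis is essential for the induction of Ucp1 by both factors.

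**Figure D2:**
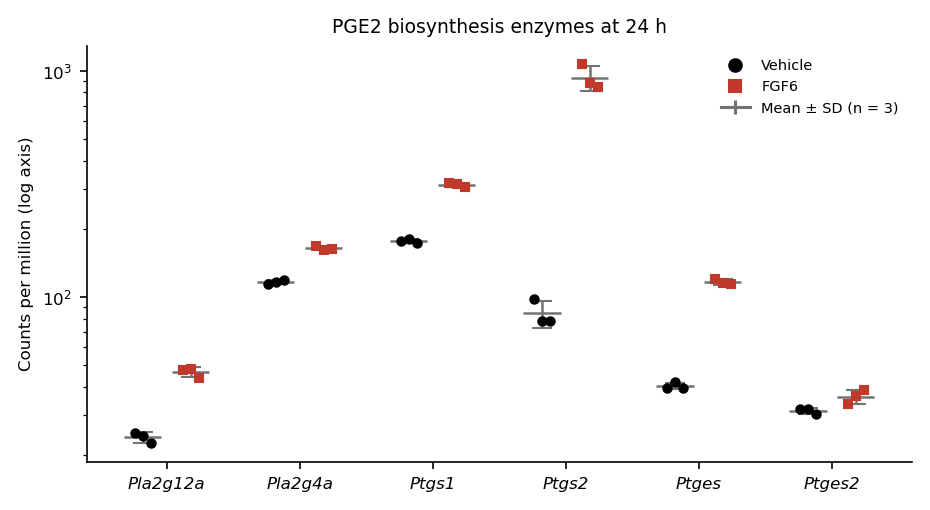
CPM of the 6 enzymes after 24 h, on a log axis, with vehicle libraries as black circles, FGF6 libraries as red squares, and grey bars for the mean ± SD (n = 3). The groups do not overlap for any of the 6 genes, and the gap is widest for Ptgs2 and narrowest for Ptges2.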

Consistent with these findings, elevated levels of PGE2 were detected in culture media of FGF6- or FGF9-treated brown and white preadipocytes (Fig. 2e and Supplementary Fig. 8e). Exogenously added PGE2 also induced *Ucp1* expression in preadipocytes in a dose-dependent manner (Fig. 2f), suggesting that elevated PGE2 biosynthesis is an intermediate event leading to *Ucp1* expression in response to FGF6 or FGF9. To test this hypothesis, we knocked down *Ptges* in brown preadipocytes using two independent *Ptges* short hairpin RNAs (shRNAs) and found a marked reduction in FGF6- and FGF9-induced *Ucp1* expression (Fig. 2g and Supplementary Fig. 8f), indicating that PGE2 biosynthesis is essential for FGF6/9-induced UCP1 expression. Additionally, using three structurally different small molecules that selectively inhibit either PTGES expression (CAY10526) or activity (CAY10678 and PF-9184), we further verified that PTGES expression and enzymatic activity are indispensable for FGF6/9-mediated UCP1 expression (Fig. 2h and Supplementary Fig. 8g, h).

PGE2 acts through four types of G protein-coupled receptors (PTGER1–4 or EP1–4) to activate different downstream signaling pathways^33^. Only dual inhibition of both EP2 and EP4 receptors blunted the response of cells to FGF6 and FGF9 (Fig. 2i and Supplementary Fig. 8i–l), demonstrating that PGE2 can act through both EP2 and EP4 to induce *Ucp1* expression in preadipocytes.

### ERRA and FLII-LRRFIP1 complex regulate UCP1 expression

One of the most striking findings regarding the effect of FGF6/9 on UCP1 induction in preadipocytes was that it occurred independently of adipocyte differentiation. Most of the key adipogenic or BAT-enriched transcription factors were unchanged or even downregulated by FGF6 or FGF9 treatment (Fig. 3a and Supplementary Fig. 9a). Additionally, the effect of FGF6/9 on UCP1 expression was not reduced in cells lacking PPARG (Supplementary Fig. 9b). This was an unexpected observation because the currently known transcriptional regulators of *Ucp1* act through PPARG, CEBPB, PPARGC1A, or PRDM16^34^, and suggested that FGF6/9 may utilize a non-canonical transcriptional regulatory mechanism to induce *Ucp1* expression.

**Fig. 3:**
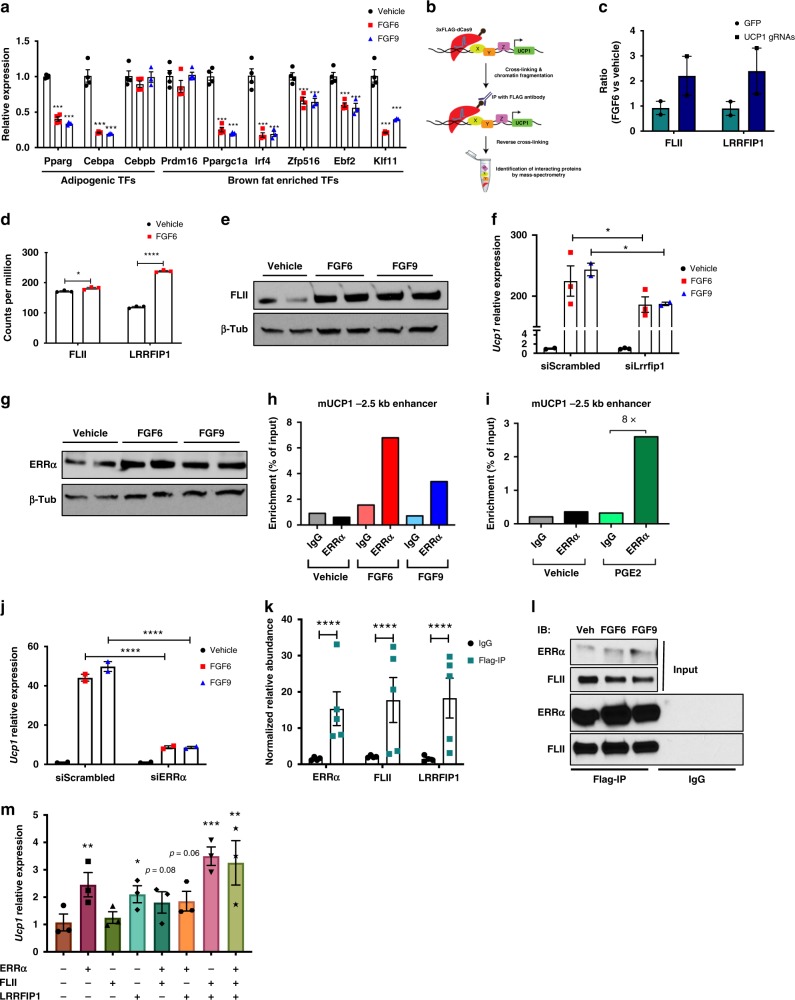
Recruitment of ERRA-FLII-LRRFIP1 complex induces UCP1 expression. **a** Gene expression in brown preadipocytes treated with vehicle, FGF6, or FGF9 for 24 h. **b** Schematic presentation of enChIP experiment. **c** Relative enrichment of FLII and LRFFIP1 proteins in the dCas9-FLAG IP in cells transfected with *Ucp1* gRNAs and GFP control. *N* = 2 per group. **d** Counts per million for *Flii* and *Lrrfip1* transcripts in brown preadipocytes treated with vehicle or FGF6 for 8 h. *N* = 3 per group. **e** FLII protein level in brown preadipocytes treated with vehicle, FGF6, or FGF9 for 48 h. *N* = 2 per group. Thirty micrograms of total protein was used for WB. **f** *Ucp1* expression in brown preadipocytes transfected with scrambled siRNA or si*Lrrfip1*, followed by treatment with vehicle, FGF6, or FGF9 for 24 h. *N* = 3 per group. **g** ERRA protein level in brown preadipocytes treated with vehicle, FGF6, or FGF9 for 72 h. *N* = 2 per group. Thirty micrograms total protein was used for WB. **h** Chromatin immunoprecipitation of ERRA on the *Ucp1* enhancer in brown preadipocytes treated with vehicle, FGF6, or FGF9 for 48 h. **i** Chromatin immunoprecipitation of ERRA on the *Ucp1* enhancer in white preadipocytes treated with vehicle (DMSO) or PGE2 for 24 h. **j** *Ucp1* expression in brown preadipocytes transfected with scrambled siRNA or si*Erra*, followed by treatment with vehicle, FGF6, or FGF9 for 24 h. *N* = 3 per group. **k** Relative abundance of the indicated proteins detected by mass spectrometry in FLAG IP and IgG samples. *N* = 4–5. **l** Western blot for ERRA and FLII in FLAG IP and IgG. FGF6 and FGF9 were used at concentrations of 200 and 100 ng/ml, respectively. **m** *Ucp1* expression in brown preadipocytes transfected with *Erra*, *Flii*, and *Lrrfip1* cDNA. Data are presented as means ± SEM. Two-way ANOVA. ****p < 0.0001, ***p < 0.001, **p < 0.01, and *p < 0.05. A representative from a total of two to three independent experiments is shown. Source data are provided as a Source Data file.

To identify factors recruited to the *Ucp1* *cis*-regulatory region in response to FGF6/9 stimulation, we used an unbiased CRISPR-based technique termed enChIP (engineered DNA-binding molecule-mediated ChIP)^35^. The *Ucp1* promoter and enhancer regions were targeted using a FLAG-tagged, catalytically inactive form of Cas9 (dCas9) and five guide RNAs, which recognized up to 3 kb upstream of the *Ucp1* transcription start site (TSS) (Fig. 3b and Supplementary Fig. 10). By immunoprecipitating with an anti-FLAG antibody, we isolated proteins associated with the *Ucp1* regulatory region and subjected them to tandem mass tag (TMT) labeling followed by mass spectrometry. Among the top proteins identified by this approach (Supplementary Data 2), we found that nuclear receptor coactivator FLII and its binding partner, LRRFIP1, were enriched at the *Ucp1* regulatory region upon FGF6 treatment (Fig. 3c). 

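Flii (ENSMUSG00000002812) lies on chromosome 11 of GRCm38 from 60714123 to 60727263 and shares 64 of its 5039 exonic bases with Llgl1 on the opposite strand. Lrrfip1 (ENSMUSG00000026305) lies on chromosome 1 from 90998737 to 91128944 and shares none. After 8 h, Flii was at 151.1 ± 5.13 CPM with vehicle and 153.2 ± 2.53 CPM with FGF6 (SD, n = 3), and the libraries of the 2 groups overlapped. Its log2 fold change was 0.02 (standard error 0.04, adjusted p = 0.635 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The value depended on the scaling. It was -0.04 with library sizes alone (edgeR adjusted p = 0.32) and 0.06 with DESeq2 (adjusted p = 0.178), which is past the paper's threshold. After 24 h, Flii was at 171.5 ± 3.32 CPM with vehicle and 182.1 ± 4.79 CPM with FGF6, a log2 fold change of 0.09 (edgeR adjusted p = 0.0376). Lrrfip1 rose at 8 h from 99.36 ± 2.61 to 250.0 ± 1.21 CPM (SD, n = 3), a log2 fold change of 1.33 (standard error 0.03, edgeR adjusted p = 2.81e-21). Every FGF6 library was above every vehicle library. Lrrfip1 was also higher at 4 h, by a log2 fold change of 1.22, and at 24 h, by 1.00.

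**Figure D3:**
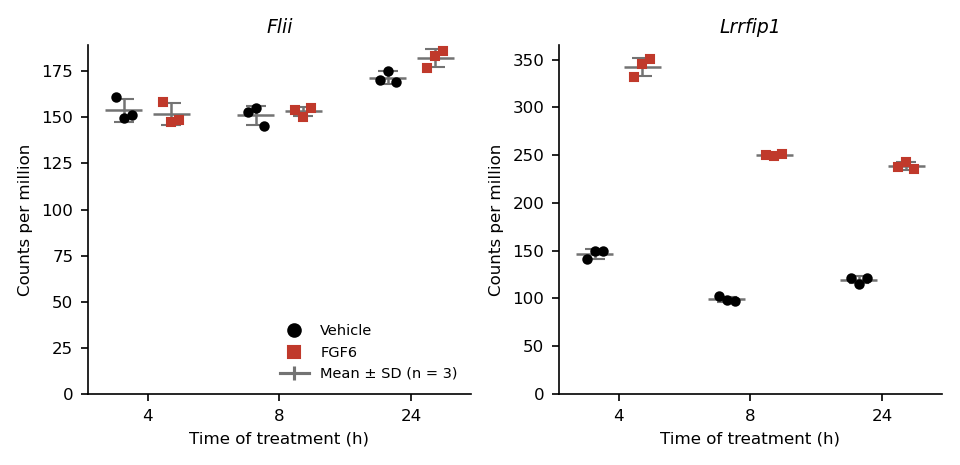
CPM of Flii (left) and Lrrfip1 (right) after 4, 8, and 24 h, with vehicle libraries as black circles, FGF6 libraries as red squares, and grey bars for the mean ± SD (n = 3). For Lrrfip1 the FGF6 libraries lie above the vehicle libraries at every time point, and for Flii they do so at 24 h.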

Consistent with the potential role of these factors in FGF6/9-induced *Ucp1* transcription, treatment with FGF6/9 upregulated both *Flii* and *Lrrfip1* expression in brown preadipocytes (Fig. 3d, e). While knockdown of *Flii* alone did not affect *Ucp1* expression (Supplementary Fig. 11a, b), knocking down *Lrrfip1* significantly impaired FGF6/9-induced *Ucp1* expression (Fig. 3f and Supplementary Fig. 11c).

FLII is a transcriptional coactivator that regulates the expression of target genes through interaction with DNA-binding nuclear receptors^36^. We, therefore, hypothesized that recruitment of FLII/LRRFIP1 to the *Ucp1* regulatory region is mediated by a nuclear receptor that binds to the *Ucp1* regulatory region upon FGF6/9 treatment. Several nuclear receptors are known to positively or negatively regulate *Ucp1* expression^37,38^. RNA-seq of brown preadipocytes treated with FGF6 revealed that the expression of *Erra* was significantly induced at 4 and 8 h after FGF treatment, while the expression of many other nuclear receptors were either unchanged or downregulated (Supplementary Fig. 11d). 

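Erra is the gene listed as Esrra (ENSMUSG00000024955), on chromosome 19 of GRCm38 from 6910977 to 6921813. Of its 4387 exonic bases, 164 are shared with Mir6990 on the same strand and Trmt112 on the opposite strand. After 4 h it rose from 35.65 ± 1.17 to 58.14 ± 1.15 CPM (SD, n = 3), a log2 fold change of 0.71 (standard error 0.05, adjusted p = 1.72e-11 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). After 8 h it rose from 28.33 ± 1.6 to 51.43 ± 1.67 CPM, a log2 fold change of 0.86 (standard error 0.06, edgeR adjusted p = 3.87e-13). At both times every FGF6 library was above every vehicle library. After 24 h the groups overlapped, at 36.11 ± 2.74 and 37.51 ± 2.32 CPM (SD, n = 3, edgeR adjusted p = 0.404). The log2 fold change there was 0.05, and none of the 9 processing settings fixed in advance brought it past the paper's threshold. It was 0.15 with an offset for GC content and transcript length, chosen after seeing the data (edgeR adjusted p = 0.00318). With 1 library left out it ranged from 0.04 to 0.15, and passed the threshold in 3 of 6 fits. Of the 18 genes in Supplementary Fig. 11d, 5 were higher, 7 lower, and 6 unchanged at 4 h at the paper's threshold over all genes tested. Adjusted over the 18 genes alone, 4 were higher and 7 lower. At 8 h, 6 were higher, 9 lower, and 3 unchanged, and the list alone gave the same 6 and 9. A threshold of at least 2-fold, chosen after seeing the data, moved these counts most, to 0 higher and 2 lower at 4 h and to 0 higher and 5 lower at 8 h. With library size alone in place of TMM, 2 were higher and 11 lower at 4 h. Besides Esrra, Nfe2l2 was higher at both times, with log2 fold changes of 0.54 and 0.57. Nr4a1 had the largest increase at 8 h, with a log2 fold change of 0.94 (standard error 0.1, edgeR adjusted p = 3.13e-09), and passed the threshold at 4 h as well (0.17, edgeR adjusted p = 0.105), though its groups overlapped there, at 13.95 ± 1.49 CPM with FGF6 and 12.36 ± 1.48 with vehicle (SD, n = 3). The decreases were largest for Esr1, with log2 fold changes of -2.56 at 4 h and -3.12 at 8 h, followed at 8 h by Pparg with -1.35 and Thra with -1.33. Thra shares 263 exonic bases with Nr1d1 on the opposite strand. The paper hypothesizes that a nuclear receptor mediates the recruitment of FLII and LRRFIP1 to the Ucp1 regulatory region, and from the induction of Erra among these genes it went on to study ERRA.

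**Figure D4:**
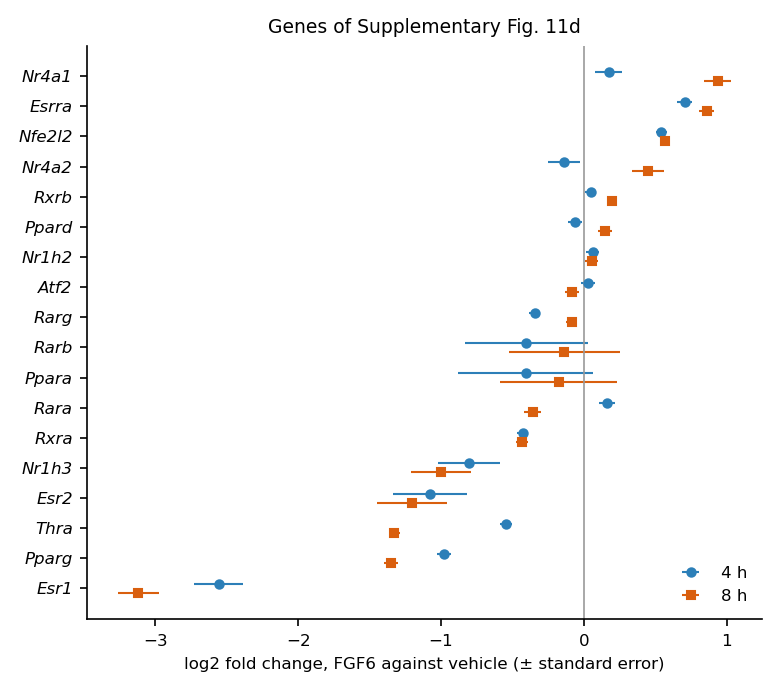
log2 fold change of each of the 18 genes with FGF6 against vehicle at 4 h (blue circles) and 8 h (orange squares), with bars for the standard error. Esrra, Nfe2l2, Nr4a1, Rxrb, and Nr1h2 lie to the right of 0 at both times, and Esr1, Pparg, Thra, Esr2, Nr1h3, Rxra, Rarg, Ppara, and Rarb lie to the left at both.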

Induction of ERRA by FGFs was also observed at the protein level (Fig. 3g).

Next, we performed ChIP using an anti-ERRA antibody and found that in brown preadipocytes, the binding of ERRA to the −2.5 kb *Ucp1* enhancer was substantially enhanced by treatment with FGF6 or FGF9 (Fig. 3h). Binding of ERRA was specific to this enhancer region, and it was not detected in the −15 kb upstream control region (Supplementary Fig. 11e). Although we did not detect the binding of ERRA to the *Ucp1* locus using enChIP, presumably due to the low abundance of ERRA in preadipocytes, data from direct ChIP demonstrated the direct binding of ERRA to the UCP1 enhancer region in FGF6/9-treated cells. Consistent with the ability of PGE2 to induce *Ucp1* expression, PGE2 treatment also robustly stimulated ERRA binding to the *Ucp1* enhancer (Fig. 3i). Furthermore, knocking down *Erra* significantly impaired FGF6/9-induced *Ucp1*, but not *Ptgs2* and *Ptges* expression (Fig. 3j and Supplementary Fig. 11f–h), demonstrating that ERRA is required for FGF6/9-induced *Ucp1* expression and that it acts downstream of PGE2.

ERRA functions in concert with other transcriptional activators, such as PPARGC1A, to regulate the expression of *Ucp1* and genes involved in mitochondrial biogenesis^39,40^. We found that expression of PPARGC1A was significantly downregulated in FGF6- and FGF9-treated cells (Fig. 3a), and that FGF6/9-induced *Ucp1* expression was unaltered in Ppargc1a-knockout (KO) brown preadipocytes (Supplementary Fig. 11i). These data demonstrate that PPARGC1A does not play a role in the regulation of *Ucp1* expression by FGF6 or FGF9.

Based on our enChIP and RNA-seq data, we hypothesized that the FLII/LRRFIP1 complex could act as ERRA co-activators. To test this hypothesis, we examined whether these proteins could physically interact with each other. We overexpressed FLAG-tagged ERRA in brown preadipocytes, immunoprecipitated proteins associated with ERRA, and then subjected the immunoprecipitate to TMT-based mass spectrometry. Intriguingly, both FLII and LRRFIP1 were found to interact with ERRA (Fig. 3k). Immunoblotting the anti-FLAG-immunoprecipitate with anti-FLII antibody further validated the interaction between ERRA and FLII (Fig. 3l).

To determine the interdependency of these factors in the regulation of UCP1 expression, we overexpressed ERRA, FLII, and LRRFIP1 either alone or in combination in murine brown preadipocytes. Overexpression of ERRA alone or together with FLII, LRRFIP1, or both induced *Ucp1* expression (Fig. 3m). Interestingly, although FLII was unable to induce *Ucp1* expression on its own, co-expression of FLII and LRRFIP1 resulted in significant upregulation of *Ucp1*, supporting the notion that FLII and LRRFIP1 cooperate in the activation of *Ucp1* transcription.

Transcriptional co-activators function as adaptors to facilitate the recruitment of the transcriptional machinery, and/or chromatin remodeling enzymes to the promoter/enhancer regions of target genes^41^. We hypothesized that FGF6/9 would promote *Ucp1* gene transcription by either establishing permissive or removing suppressive histone modifications. H3K4me3 is known to be strongly associated with the TSS of actively transcribed genes. Indeed, FGF6/9 increased the abundance of this active mark on the *Ucp1* TSS (Supplementary Fig. 12a). H3K27ac is associated with higher chromatin accessibility and marks active enhancers. We also observed higher levels of H3K27ac around the *Ucp1* enhancer in FGF6/9-treated preadipocytes (Supplementary Fig. 12b). H3K9me2, on the other hand, is a marker of transcriptional suppression. Consistently, we found a profound reduction in H3K9me2 positioned at the *Ucp1* TSS, proximal promoter, and enhancer (Supplementary Fig. 12c). Such changes in local chromatin accessibility could allow initiation of transcription in the absence of other known adipogenic and thermogenic transcription factors.

### Cold/exercise triggers the FGF6/9-PGE2-ERRA-FLII-UCP1 pathway

Cold and exercise are two well-recognized stimuli that activate UCP1 expression in brown or beige/brite fat^11,42^. As shown above, we identified FGF6 and FGF9 as exercise- and cold-induced adipokines, respectively (Fig. 1a, b). To establish the source and target of these adipokines within the adipose microenvironment, we isolated adipocytes and SVF from BAT, ingWAT, and pgWAT of mice housed at thermoneutral (30 °C) or cold (5 °C) for 7 days. Expression levels of *Fgf6* were significantly higher in the adipocytes than in the SVF in all these fat depots (Fig. 4a). In contrast, *Fgf9* was expressed at a similar level in both adipocytes and SVF of BAT and ingWAT. However, cold exposure increased *Fgf9* expression only in adipocytes (Fig. 4b). *Fgfr3*, the receptor mediating the effect of FGF6/9 on UCP1 expression (Fig. 2b), was expressed at a higher level in BAT compared with ingWAT. Importantly, cold exposure markedly increased *Fgfr3* expression in both adipocytes and SVF cells of BAT (Fig. 4c). The fact that FGFR3 was expressed in both SVF and adipocytes suggests that the in vivo effect of these FGFs could be mediated by cells present in both fractions. These results demonstrated a coordinated regulation of the ligand (FGF9) and its receptor (FGFR3) upon cold stimulation within the adipose niche, which facilitates the paracrine action of this adipokine.

**Fig. 4:**
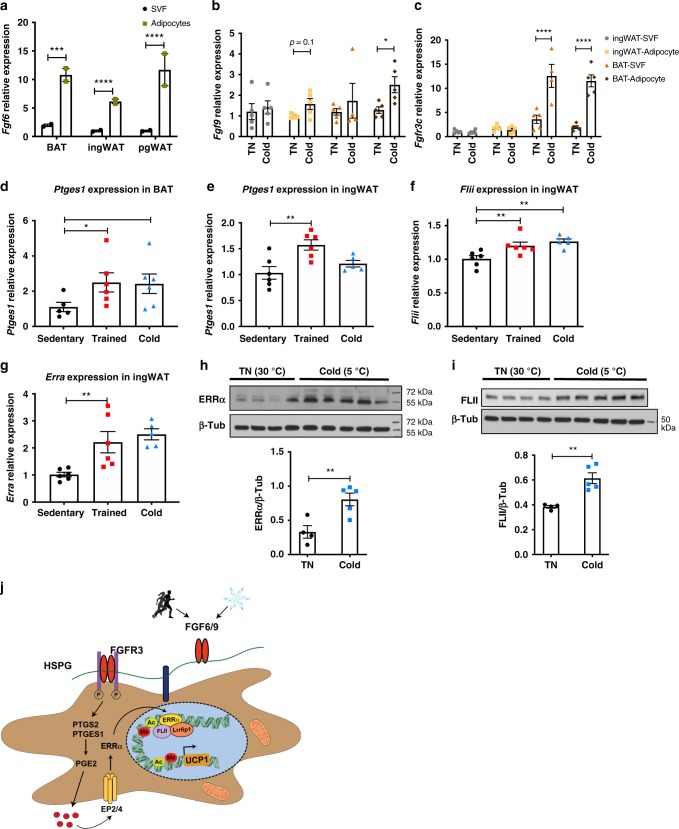
Cold and exercise activate the FGF6/9-PGE2-ERRA-FLII-UCP1 regulatory pathway in BAT and ingWAT. **a** *Fgf6* expression in SVF and adipocytes from BAT, ingWAT, and pgWAT, **b** *Fgf9*, and **c** *Fgfr3* expression in SVF and adipocytes from BAT and ingWAT of male mice housed at either 5 °C (cold) or 30 °C (TN) for 7 days. *N* = 4–5 per group. **d** *Ptges* expression in BAT and **e** ingWAT of mice either placed in cages containing running wheel for 11 days (Trained) or housed at 5 °C temperature for 7 days (cold) compared to the control group housed at room temperature (Sedentary). *N* = 5–6 per group. **f** *Flii* and **g** *Erra* expression in ingWAT (right) of male C57BL6 mice either placed in cages containing running wheel for 11 days (Trained) or housed at 5 °C temperature for 7 days (cold) compared to the control group housed at room temperature (Sedentary). *N* = 5–6 per group. **h** Top: ERRA protein level in ingWAT of male C57BL6 mice housed at either 5 °C (cold) or 30 °C (TN) for 7 days. Down: quantification of ERRA protein relative to β-tubulin. *N* = 4–5 per group. **i** Top: FLII protein level in BAT of male C57BL6 mice housed at either 5 °C (cold) or 30 °C (TN) for 7 days. Down: quantification of FLII protein relative to β-tubulin. *N* = 4–5 per group. Two-sample *t* test. **j** Proposed model for mechanism of FGF6/FGF9-mediated *Ucp1* expression. Sixty micrograms of total protein was used for WBs in **h**, **i**. Data are presented as means ± SEM. Two-way ANOVA in **a**–**c**, one-way ANOVA in **d**–**g**, and two-sample *t* test in **h**, **i**. ****p < 0.0001, ***p < 0.001, **p < 0.01, and *p < 0.05. A representative from a total of two to three independent experiments is shown. Source data are provided as a Source Data file.

Consistent with the notion that PGE2 is a meditator of FGF6/9-induced UCP1 expression, we found elevated levels of *Ptges* expression in BAT upon cold exposure and exercise training, and in ingWAT only following exercise training (Fig. 4d, e). These data suggest that the FGF6/9-PGE2-UCP1 regulatory pathway exists in physiological conditions that enhance thermogenesis. PGE biosynthesis pathway has previously been implicated in the cold-induced browning of WAT^43,44^. However, the upstream factors regulating PGE synthesis within adipose tissue and the downstream pathways mediating its effect on thermogenic gene expression have not been elucidated. Based on our data, FGF6 and FGF9 function as exercise- and cold-induced adipokines that activate PGE2 biosynthesis to turn on the thermogenic program in both BATs and WATs. Additionally, both cold exposure and exercise training induced *Flii* and *Erra* expression in ingWAT of mice (Fig. 4f, g). ERRA and FLII protein levels were also elevated in ingWAT and BAT of cold-acclimated mice, respectively (Fig. 4h, i). Taken together, these results uncover the signaling and transcriptional cascade that mediates FGF6- and FGF9-induced UCP1 expression (Fig. 4j).

### FGF9 plays a key role in BAT thermogenesis

To interrogate the role of FGF9 on BAT thermogenic capacity, we used a conditional Cas9 knock-in mouse strain and AAV-mediated FGF9 guide RNA (gRNA) delivery to generate a BAT-specific FGF9 loss-of-function mouse model (Supplementary Fig. 13a, b). These mice exhibited impaired cold tolerance (Fig. 5a and Supplementary Fig. 13a, b), demonstrating that BAT-derived FGF9 plays a crucial role in maintaining body temperature in response to cold exposure. Additionally, loss of FGF9 in BAT significantly reduced maximal thermogenic capacity in response to NE stimulation compared to the control group (Fig. 5b). Although we could not detect a significant change in *Ucp1* expression in the whole BAT from BAT-specific FGF9-deficient mice (Supplementary Fig. 13c), there was a significant reduction of *Ucp1* and *Erra* expression in BAT-SVF in these animals (Fig. 5c and Supplementary Fig. 13d).

**Fig. 5:**
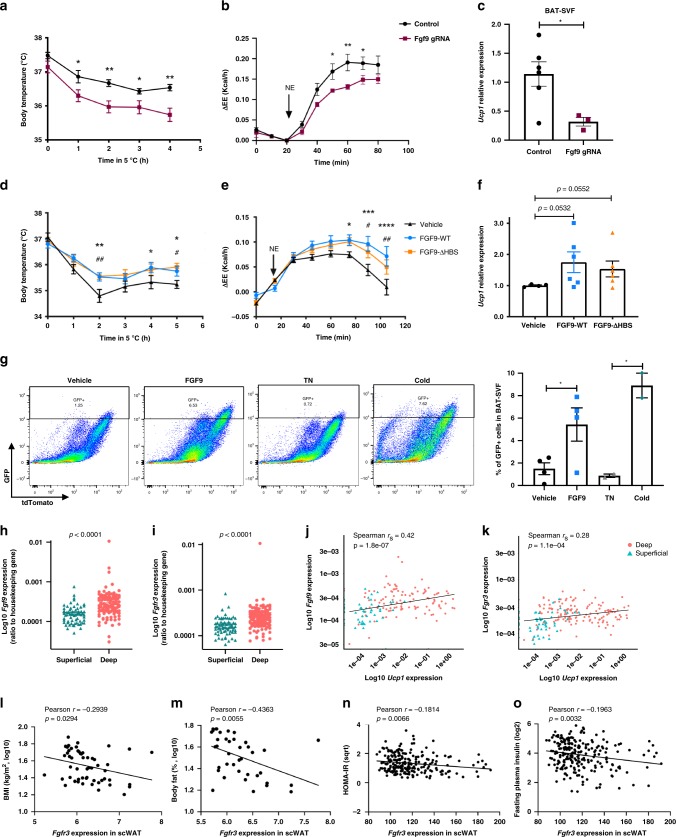
FGF9 function is crucial for BAT thermogenesis. **a** Core body temperature in adiponectin Cre-Cas9 knock-in mice injected with AAV-GFP or AAV-FGF9 gRNA. *N* = 10 per group. **b** Heat production measured by indirect calorimetry stimulated with NE (1 mg/kg) injection in Ucp1-cre-Cas9 knock-in mice injected with AAV-GFP or AAV-FGF9 gRNA. *N* = 3–6 per group. **c** *Ucp1* expression in BAT-SVF isolated from in Ucp1-cre-Cas9 knock-in mice injected with AAV-GFP or AAV-FGF9 gRNA following 3 days cold exposure (5 °C). *N* = 3–6 per group. **d** Core body temperature in mice during 5 h exposure to 5 °C cold after 10 days daily subcutaneous injection of FGF9-WT, FGF9-ΔHBS, or vehicle. *N* = 12–13 per group. **e** Heat production measured by indirect calorimetry stimulated with NE (1 mg/kg) injection after 14 days daily subcutaneous injection of FGF9-WT, FGF9-ΔHBS, or vehicle. *N* = 5–6 per group. **f** *Ucp1* expression in BAT after 17 days of daily subcutaneous injection of FGF9-WT, FGF9-ΔHBS, or vehicle. *N* = 4–6 per group. **g** Left: representative flow cytometry analysis of BAT-SVF derived from Ucp1-cre-Rosa26-mTmG mice treated with FGF9-WT or Vehicle for 7 days. Right: quantification of GFP positive cells in BAT-SVF. FGF9-WT and FGF9-ΔHBS were used at dose of 0.5 mg/kg per day. **h** *Fgf9* and **i** *Fgfr3* expression in human adipose tissue collected from deep and superficial neck fat. **j** Correlation between *Fgf9* (*n* = 162) and **k** *Fgfr3* (*n* = 196) expression and *Ucp1* expression in human adipose tissue collected from deep and superficial neck fat. Spearman’s rank-order correlation coefficient and *p* values are shown. **l** Correlation between *Fgfr3* expression in scWAT and BMI (*n* = 55) and **m** %body fat (*n* = 39) in adult cohort. **n** Correlation between *Fgfr3* expression in scWAT and HOMA-IR (*n* = 223) and **o** fasting plasma insulin (*n* = 223) in childhood cohort. Pearson’s correlation coefficient and *p* values are shown. Data are presented as means ± SEM. Two-way repeated-measure (RM) ANOVA in **a**, **b**, **d**, **e**. Two-sample *t* test in **c**, **g**. Brown–Forsythe and Welch ANOVA test in **f**. Mann–Whitney test in **h**, **i**. **p < 0.01, *p < 0.05 (FGF9-WT vs. Vehicle), ^##^*p* < 0.01, ^#^*p* < 0.05 ^(^FGF9-ΔHBS vs. Vehicle). A representative from a total of two to three independent experiments is shown. Source data are provided as a Source Data file.

To explore the therapeutic potential of FGF9, we tested the effect of recombinant FGF9 protein in vivo. Because FGF9 possesses potential mitogenic activity^45^, we generated a modified FGF9 protein carrying K168Q/R173V/R177Q triple mutations in its HS-binding site (FGF9-ΔHBS). These mutations reduce the molecule’s mitogenic potential without impacting its metabolic function (Mohammadi, personal communication). Similar strategies have previously been applied for the generation of endocrinized FGF1^24,46^. We found that daily subcutaneous administration of either wild-type FGF9 (FGF9-WT) or FGF9-ΔHBS significantly improved cold tolerance when mice were exposed to 5 °C temperature (Fig. 5d). Additionally, mice receiving either FGF9-WT or FGF9-ΔHBS showed a significantly higher thermogenic capacity in response to NE stimulation compared to the vehicle-treated control group (Fig. 5e). Consistent with improved BAT thermogenic function, both FGF9-WT and FGF9-ΔHBS increased the levels of *Ucp1* mRNA in BAT (Fig. 5f). Additionally, there was a significant increase of UCP1 protein in BAT of mice treated with FGF9-ΔHBS compared to the control (Supplementary Fig. 14a). Gene expression analysis of BAT from FGF9-treated mice revealed an upregulation of *Erra*, *Flii*, and *Lrrfip1*, as well as other genes involved in BAT thermogenesis and mitochondrial activity (Supplementary Fig. 14b).

Our in vitro studies demonstrated the ability of FGF6/9 to induce UCP1 expression in non-adipocytes. UCP1 has traditionally been viewed as a marker for mature brown or beige/brite adipocytes. Thus, the induction of UCP1 in preadipocytes by these FGFs was unexpected. We therefore used a Ucp1-cre-Rosa26-mTmG reporter strain to monitor FGF9-induced UCP1 in adipocyte progenitors in vivo. Indeed, flow cytometry analyses showed that treatment with FGF9 protein significantly induced UCP1 expression in SVFs, which resulted in cre recombination and consequently induced GFP expression in a population of cells in the BAT-SVF (Fig. 5g and Supplementary Fig. 15). Consistent with these findings, cold exposure, which markedly induced FGF9 expression in BAT (Fig. 1b), also led to a similar increase in the number of GFP+ cells in BAT-SVF (Fig. 5g). Flow cytometry analysis using Sca-1 as a marker of adipocyte progenitors^47,48^ revealed the emergence of GFP+ Sca-1+ cells in BAT-SVF upon cold exposure (Supplementary Fig. 16a). The expression of two adipocyte markers, *Fasn* and *Adipoq*, was significantly lower in the Ucp1-expressing adipocyte progenitors (GFP+ Sca-1+) than mature adipocytes (GFP+ Sca-1−) (Supplementary Fig. 16b). Taken together, these data provide direct evidence that UCP1 can be induced in the adipocyte progenitors in vivo by a physiological cue, thus giving physiological relevance to FGF-induced UCP1 expression in adipose progenitors.

To address the role of the FGF6/9-FGFR3 pathway in human thermogenic function and obesity, we measured the expression of *FGF6*, *FGF9*, and *FGFR3* in human adipose tissue biopsies. While *FGF6* was undetectable in most samples, both *FGF9* and *FGFR3* were expressed at significantly higher levels in adipose tissue from deep neck, a classic location for BAT in humans, compared to WAT isolated from superficial neck fat (Fig. 5h, i). Importantly, expression of both *FGF9* and *FGFR3* was positively correlated with *UCP1* expression in human neck fat biopsies (Fig. 5j, k). To link the expression of FGF or FGFR with human obesity, insulin resistance, or diabetes, we perform correlation studies in subcutaneous adipose tissue collected from two independent cohorts. We found that *FGFR3* expression in human abdominal scWAT was negatively correlated with body mass index (BMI) and the percentage of body fat in an adult cohort that contain subjects with a wide range of BMI (Fig. 5l, m). Similar patterns of significant correlations were found in another independent childhood obesity cohort^49^ (Supplementary Fig. 17a, b). Interestingly, *FGFR3* expression in scWAT was also negatively correlated with HOMA-IR (homeostasis model assessment of insulin resistance) and fasting plasma insulin concentrations (Fig. 5n, o). The negative correlation with fasting plasma insulin remained significant even after adjustment for BMI (Pearson’s correlation *r* = −0.142, *p* = 0.030), indicating that the relationship between FGFR3 expression and insulin sensitivity could be independent of body weight. Collectively, these data suggest that the FGF9-FGFR3 pathway may play a role in human BAT thermogenesis and have potential impacts on body weight and insulin sensitivity.

## Discussion

The rising prevalence of obesity and its comorbidities is a major global health concern. Considering the formidable capacity of BAT for energy expenditure and its role in fatty acid and glucose metabolism, harnessing BAT activity holds a promising therapeutic potential for tackling obesity. The present study reveals the discovery of two adipokines, FGF6 and FGF9, in the regulation of UCP1 expression in mouse and human adipose systems. In addition to the established β3-adrenergic-induced UCP1 expression in mature brown or beige/brite adipocytes, our findings uncover a non-canonical pathway for the regulation of UCP1 expression in adipose progenitors (Supplementary Fig. 18). First, the binding of FGF6 and FGF9 to FGFR3 induces PGE2 production through induction of the key enzymes involved in its biosynthesis. In the next step, PGE2 molecules act through EP2 and EP4 cell surface receptors to promote the binding of ERRA to the ERR response element in the *Ucp1* enhancer. ERRA binding, together with the recruitment of its transcriptional co-activators FLII/LRRFIP1 to the *Ucp1* locus, enables transcriptional activation. The mechanistic studies presented here reveal that this pathway is completely independent of the canonical signaling events downstream of β3-adrenergic receptor activation by cold^50,51^. It is conceivable that the mechanisms utilized by these adipokines in vivo might be more complex than the model we propose. In particular, because FGFR3, the receptor mediating the effects of FGF6/9, is expressed in both SVF and adipocytes, the in vivo effect of these FGFs is likely to be a collective consequence of their actions in multiple cell types. Nevertheless, the coordinated regulation of FGF ligands, receptors, and downstream transcriptional by cold exposure in mouse adipose tissue, and the strong association between FGF9/FGFR3 and UCP1 expression in human neck fat highlight a significant role for these adipokines and their downstream pathways in thermoregulation and potentially in energy homeostasis in both rodents and humans.

A recent study by Sun et al.^52^ reported that FGF9 inhibits the browning of white adipocytes in vitro. Although at first glance their results seem to contradict our findings, the reduction in thermogenic gene expression in their in vitro differentiated cells is mainly caused by suppression of adipogenesis in the presence of FGF9 in the IM, a result which is also seen in our studies (Supplementary Fig. 3). Additionally, Sun et. al.^52^ have also reported a reduction in *Fgf9* expression in ingWAT by cold exposure. This is in conflict with our findings that cold strongly elevates *Fgf9* expression in BAT and ingWAT. Importantly, we have validated these results in multiple cohorts, and our findings are consistent with five other published papers and publicly available gene expression datasets, which all show an upregulation of *Fgf9* expression in BAT and ingWAT in response to cold challenge.^28,53–56^

In conclusion, this study reveals a previously unknown role for paracrine members of the FGF family in the regulation of BAT thermogenesis and metabolism. Our mechanistic studies uncover a pathway in the regulation of UCP1 expression and energy expenditure. Data from our human studies reveal a possible role of FGF9/FGFR3 in human thermogenic fat and establish a potential link between FGF9/FGFR3 axis and energy metabolism in humans. These findings add important insights into our understanding of molecular aspects of thermoregulation and will ultimately contribute to the development of therapeutic strategies to combat obesity, type 2 diabetes, and cardiovascular disease.

## Methods

### High-throughput screen

A protein library containing more than 5000 mammalian secreted peptides^21^ was used. Murine BAT preadipocytes were partially differentiated using 5 µM dexamethasone, 0.25 mM isobutylmethylxanthine (IBMX), and 0.125 mM indomethacin for 48 h. The cells were then treated with test media containing proteins in Dulbecco’s modified Earle’s medium (DMEM) with 10% fetal bovine serum (FBS) for a further 24 h. *Ucp1* mRNA induction was assayed following the 24-h treatment. *Ucp1* mRNA induction was assayed using a QuantiGene® Plex 2.0 reagent system (Panomics, Fremont, CA).

### Mice

Study approval: All experimental procedures involving animals were performed in compliance with all relevant ethical regulations applied to the use of small rodents, and with approval by the Institutional Animal Care and Use Committees (IACUC) at Joslin Diabetes Center.

C57Bl/6J mice (stock no. 000664) were purchased from The Jackson Laboratory.

For experiments involving cold exposure, mice were housed at 5 °C (cold) or 30 °C (thermoneutral) for 7 days in a controlled environmental diurnal chamber (Caron Products & Services Inc., Marietta, OH) with free access to food and water.

For experiments involving voluntary exercise training, C57BL/6J mice were placed in cages containing running wheel for 11 days and compared to the sedentary group.

### Cell culture

All cell lines used in this study were cultured in high glucose DMEM with 10% FBS. For treatment of both preadipocytes and adipocytes, FGF6 or FGF9 recombinant proteins were added in the growth media (10% FBS in high glucose DMEM).

Mouse brown and white preadipocytes were generated using SV40 T antigen and differentiated. Cells were allowed to reach confluency, and treated with induction media supplemented with 2% FBS, 20 nM insulin, 1 nM triiodothyronine (T3), 0.125 mM indomethacin, 5 µM dexamethasone, and 0.5 mM IBMX for 2 days. Then, cells were maintained in differentiation media supplemented with 2% FBS, 20 nM insulin, and 1 nM T3 for 6 more days. During differentiation, media were changed every other day^57^.

MEF cell line was derived from mouse embryos. C2C12 myoblast and C3H/10T1/2 mouse multipotent mesenchymal progenitor cell lines were purchased from ATCC.

Primary SVF cells were isolated from BAT and ingWAT of 8-week-old male C57BL6 mice. BAT and ingWAT were digested using collagenase I (1.5 mg/ml, LS004196, Worthington Biochemical Corporation), followed by centrifugation to precipitate the SVF. Isolated cells were cultured for 24 h before FGF treatment. The PPARG-KO MEFs were a generous gift from Dr. Evan Rosen’s laboratory. The PPARGC1A-KO brown preadipocytes were a generous gift from Dr. Bruce Spiegelman’s laboratory.

Human brown and white preadipocytes were cultured in growth media containing 10% FBS in DMEM/high glucose^58,59^. In FGF pretreatment experiments, cells were treated with FGF6 and FGF9 in growth media for 6 days before adipogenic induction. For adipocyte differentiation, cells were exposed to adipogenic induction media (DMEM-H with 10% FBS, 33 μM biotin, 0.5 μM human insulin, 17 μM pantothenate, 0.1 μM dexamethasone, 2 nM T3, 500 μM IBMX, and 30 μM indomethacin).

PGE2 synthase and receptor inhibitors were purchased from Cayman Chemical (Ann Arbor, MI). Cells were co-treated with each inhibitor at indicated concentrations throughout FGF treatment.

### Oil Red O staining

Cells were washed twice with phosphate-buffered saline (PBS) and fixed with 10% buffered formalin for 30 min at room temperature. Cells were then stained with a filtered Oil Red O solution (0.5% Oil Red O in isopropyl alcohol) for 2 h at room temperature, washed several times with distilled water, and then visualized.

### Bioenergetic profiling

The Seahorse mitochondrial stress test and glycolysis stress test were performed using a Seahorse Extracellular Flux Analyzer (Seahorse Bioscience Inc., North Billerica, MA). To assess mitochondrial respiration, 0.5 μM oligomycin (EMD Chemicals Inc., Gibbstown, NJ), 1 μM FCCP (carbonyl cyanide-*p*-trifluoromethoxyphenylhydrazone), and 1 μM respiratory chain inhibitor (rotenone) were added through the injection ports.

To measure UCP1-dependent respiration, 600 μM PFOA was injected following oligomycin injection.

To stimulate thermogenesis in human white adipocytes, differentiated adipocytes were treated with forskolin (10 μM) or NE (1 μM) for 4 h prior to the Seahorse experiments.

The glycolysis stress test was performed in glucose-free assay media supplemented with 1 mM Glutamax. To measure basal glycolysis rate, maximum glycolytic capacity, and non-glycolytic acidification, 10 mM glucose, 1 μM oligomycin, and 25 mM 2-deoxy-d-glucose were added, respectively.

### Glucose uptake assay

Mouse preadipocytes were starved in DMEM with high glucose containing 1% bovine serum albumin (BSA) for 2 h prior to the assay. Cells were washed with HEPES buffer and incubated with 2-deoxy-[^3^H]glucose (0.1 mM, 0.5 μCi/ml; PerkinElmer Life and Analytical Science, Waltham, MA) for 5 min. The reaction was stopped with ice-cold PBS, followed by washing the cells twice in ice-cold PBS. Cells were then lysed in 0.1% sodium dodecyl sulfate (SDS), and glucose uptake was measured in 4 ml of scintillant using a Beckman LS6500 scintillation counter (Beckman Coulter, Indianapolis, IN). Specific glucose uptake was assessed by subtracting non-specific uptake in the presence of 20 μM cytochalasin B from total uptake. The protein content was determined using the Pierce BCA Protein Assay Kit (Thermo Fisher Scientific, Waltham, MA).

### Quantitative RT-PCR

Quantitative reverse transcription-PCR (qRT-PCR) assays were performed using an ABI Prism 7900 sequence-detection system using SYBR (Roche Applied Science, Indianapolis, IN). Relative mRNA expression was calculated by the ΔCt method and the values were normalized to the expression of ARBP, TBP, or 18S ribosomal RNA (18S). Absolute quantification of *Ucp1* transcript copy number was performed using Droplet Digital™ PCR (ddPCR™) Technology (Bio-Rad) according to the manufacturer’s instructions. The sequences of primers are provided in Supplementary Data 3.

### Western blotting

Cells or tissues were lysed in RIPA buffer (Boston BioProducts Inc., Ashland, MA) supplemented with protease inhibitor cocktail (cOmplete™, Sigma-Aldrich, Dallas, TX). The following primary antibodies were used: anti-UCP1 (ab10983 for detection of mouse UCP1, 1:2000 and ab155117 for detection of human UCP1, 1:1000), anti-PPARG (ab27649, 1:200), and anti-ERRA (ab16363, 1:1000) were purchased from Abcam (Cambridge, MA). Anti-β-tubulin (2146, 1:2000), anti-FGFR1 (9740, 1:1000), anti-COX2 (12282, 1:1000), and anti-FLII (14189, 1:1000) were purchased from Cell Signaling Technologies (Beverly, MA). Primary antibodies were incubated overnight at 4 °C. HRP-coupled secondary antibodies (Cell Signaling Technologies, Beverly, MA) were used at 1:3000 dilution for 1 h at room temperature. Proteins were detected using the Amersham enhanced chemiluminescence (ECL) prime (GE healthcare, Pittsburgh, PA). All the original uncropped and unprocessed scans are provided in the Source Data file.

### Citrate synthase activity measurement

Citrate synthase activity was measured using the MitoCheck^®^ Citrate Synthase Activity Assay Kit (Caymen Chemical) according to the manufacturer’s instruction.

### Construction of AAV adiponectin-GFP, FGF6, and FGF9 plasmids

The distal enhancer (−2664 to −2507 bp) and the promoter (−540 to +77 bp) of the human adiponectin gene were cloned from genomic DNA using the following primers (backbone in lowercase and insert in upper case):

hAdipoQ-enhancer_forward: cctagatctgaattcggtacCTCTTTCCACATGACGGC,

hAdipoQ-enhancer_reverse: acatgaattcGCTGTAGCTATTGCACAAG.

hAdipoQ-promoter_forward: tagctacagcGAATTCATGTGCAAGGTC,

hAdipoQ-promoter_reverse: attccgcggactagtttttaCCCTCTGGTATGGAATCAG.

The Gibson Assembly Kit (New England Biolabs, Ipswich, MA) was used to replace the CBA promoter in the pAAV-CBA-W backbone with the human Adiponectin enhancer and promoter sequences (pAAV-hAdiponectin-W). Mouse *Fgf6* and *Fgf9* complementary DNAs (cDNAs) were cloned from cDNA clones (Origene). *Gfp* cDNA was derived from pLenti-GFP-Blast (Addgene, plasmid #17445). The pAAV-hAdiponectin-W backbone was linearized using *Spe*I/*Not*I (for *Fgf6*) or *Xho*I/*Not*I (for *Fgf9* and *Gfp*) and ligated with each insert.

### AAV administration to ingWAT

Ten-week-old C57BL6 mice were anesthetized using avertin injection. Two small bilateral incisions were made slightly above the hind limb. AAV2/8 serotype particles were directly injected into ingWAT at a dose of 10^11^ genome copy (GC) to each side.

For in vivo luciferase reporter experiments, Ucp1-cre mice (B6.FVB-Tg(Ucp1-cre)1Evdr/J, stock no. 024670) were bred with Rosa26-Luciferase (FVB.129S6(B6)-Gt(ROSA)26Sortm1(Luc)Kael/J, stock no. 005125), both obtained from The Jackson Laboratory. Offspring carrying the Ucp1-cre allele were injected with AAV2/8 serotype particles encoding FGF9 or GFP as described above. Mice were anesthetized with isoflurane and imaged using the IVIS Spectrum CT In Vivo Imaging System (PerkinElmer). Data were analyzed using the Living Image Software.

### Immunohistochemistry

IngWATs were fixed in 10% formalin and paraffin embedded. Multiple 5 μm sections were prepared and stained for UCP1. Briefly, sections were deparaffinized and rehydrated, followed by an antigen retrieval step in a modified citrate buffer (Dako Target Retrieval Solution, pH 6.1, Agilent). To reduce autofluorescence signal in adipose tissue, sections were then incubated in Sudan Black (0.3% in 70% ethanol). This was followed by blocking in Millipore blocking reagent (EMD Millipore) and then incubating with anti-UCP1 antibody (ab23841, Abcam, 1:250) overnight at 4 °C. The next day, slides were washed in PBS and were incubated with goat anti-rabbit immunoglobulin G (IgG) (H + L) secondary antibody conjugated with Alexa Fluor 594 (Invitrogen, 1:200). Nuclei were stained using DAPI (4′,6-diamidino-2-phenylindole).

### Generation of stable knockdown cell lines

Lentiviral vectors with FGFR1–4, PTGES, and LacZ shRNAs were purchased from GE Dharmacon (Lafayette, CO). Lentiviral particles were generated in HEK 293T cells and used for transduction of immortalized brown preadipocytes. Infected cells were selected with puromycin (1 μg/ml) for 7 days and expanded.

### Transient transfection of ERRA, FLII, and LRRFIP1 siRNAs

Immortalized brown preadipocytes were nucleofected with either ERRA small interfering RNA (siRNA), FLII siRNA, LRRFIP1 siRNA, or scrambled siRNA (Dharmacon GE) using the Lonza 4D-Nucleofector^TM^ X Kit (Basel, Switzerland), according to the manufacturer’s instructions (undifferentiated 3T3-L1 cell program). Cells were allowed to adhere and grow for 24 h before treatment with FGF6/9.

### PGE2 measurement

PGE2 concentrations were measured using the Prostaglandin E_2_ Express EIA Kit (Cayman Chemical, Ann Arbor, MI) according to the manufacturer’s instructions.

### RNA-seq and bioinformatics

Immortalized murine brown preadipocytes were treated with vehicle or FGF6 for 4, 8, and 24 h. Total RNA was isolated using the Direct-zol™ RNA Miniprep Kits (Zymo Research, Irvine, CA). High-throughput sequencing was performed using a HiSeq 4000 Instrument (Illumina) at BGI Americas. Mouse genome (GRCm38.p4) and gene annotation files were downloaded from Genecode. RNA-seq reads were aligned to the reference genome by using STAR and counted with Subread featureCounts. Normalization factors were obtained by using the weighted trimmed mean of *M* values method. Read counts were transformed to log 2 counts per million, their mean-variance relationship was estimated, and their observational-level weights were computed with voom. Differential gene expression was assessed by using linear modeling with limma. 

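At this threshold, edgeR's quasi-likelihood test called 11412 of the 15071 genes at 4 h, 5111 higher and 6301 lower with FGF6, which is 75.7% of the genes tested. It called 12380 genes at 8 h, 5696 higher and 6684 lower, and 12568 genes at 24 h, 6101 higher and 6467 lower. At an FDR under 0.05 the numbers were 9460, 10664, and 11115. The common biological coefficient of variation among libraries of a group was 0.0458, and with so small a spread, changes of a few percent passed the threshold. With limma-voom, the genes changed at 4 h were 11433, the genes changed at 8 h 12360, and the genes changed at 24 h 12564. The split between higher and lower genes moved most, at 24 h, with a threshold of at least 2-fold, chosen after seeing the data, which left 1171 higher and 2382 lower. At 4 h it moved most with the normalization. With library size only in place of TMM factors, 3962 genes were higher and 7704 lower at 4 h.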

*P* values were corrected by using the Benjamini–Hochberg false discovery rate (FDR), and FDR <0.25 was considered statistically significant. Gene sets based on Kyoto Encyclopedia of Genes and Genomes (KEGG) were downloaded from the Molecular Signatures Database and the gene set enrichment was tested by using the limma Roast method.

### Engineered DNA-binding molecule-mediated ChIP

enChIP was performed according to the published protocol^60^ with some modifications. Stable murine brown preadipocytes overexpressing 3×FLAG-dCas9 were generated using the 3×FLAG-dCas9/pMXs-puro construct (Addgene, plasmid #51240, a gift from Dr. Hodaka Fujii’s laboratory). An empty gRNA expression vector (Addgene, plasmid #41824, a gift from Dr. George Church’s laboratory) was used to deliver five gRNAs spaced over the putative *Ucp1* regulatory region. gRNA sequences are as follows: TTCATCTTATATGTTGTGC, CACCCGCGTCCCCGCAGCG, GATAAGAAGTTACGACGGG, ATTCTAGCCTCGGCAGCCC, and TTTGGGAGTGACGCGCGGC.

3xFLAG-dCas9-overexpressing cells were nucleofected with either a mix of all five gRNA expression vectors or pMax-GFP control. A total of eight million cells were used for each condition. Cells were allowed to express gRNAs for 24 h, and then treated with vehicle or FGF6 for 48 h before enChIP experiment.

Cells were treated with 1% formaldehyde (Thermo Fisher Scientific, Waltham, MA) for 10 min to crosslink DNA–protein complexes. Cells were lysed in cell lysis buffer (10 mM Tris-HCl, pH 8.0, 1 mM EDTA, 0.5% IGEPAL CA-630, 1× protease inhibitors) and centrifuged to remove the cytoplasmic fraction in the supernatant. Nuclei were further lysed in nuclear lysis buffer (10 mM Tris-HCl, pH 8.0, 1 mM EDTA, 0.5 M NaCl, 1% Triton X-100, 0.5% sodium deoxycholate, 0.5% lauroylsarcosine sodium salt, 1× protease inhibitors), centrifuged, and resuspended in modified lysis buffer 3 (10 mM Tris-HCl, pH 8.0, 1 mM EDTA, 0.5 mM EGTA, 150 mM NaCl, 0.1% sodium deoxycholate, 0.1% SDS, 1× protease inhibitors), and chromatin was sonicated to 100–500 bp fragments. Sonicated chromatin was then incubated with FLAG-M2-magnetic beads (Sigma-Aldrich, Dallas, TX) overnight at 4 °C. The next day, beads were washed twice with low salt buffer (20 mM Tris-HCl, pH 8.0, 2 mM EDTA, 150 mM NaCl, 1% Triton X-100, 0.1% SDS), twice with high salt buffer (20 mM Tris-HCl, pH 8.0, 2 mM EDTA, 500 mM NaCl, 1% Triton X-100, 0.1% SDS), twice with LiCl buffer (10 mM Tris-HCl, pH 8.0, 1 mM EDTA, 0.25 M LiCl, 0.5% IGEPAL CA-630, 0.5% sodium deoxycholate), and twice with TBS (50 mM Tris-HCl, pH 7.5, 150 mM NaCl) containing 0.1% IGEPAL CA-630. Bound DNA–protein complexes were eluted with 3×FLAG peptide (F4799, Sigma-Aldrich, Dallas, TX) in TBS containing 0.1% IGEPAL CA-630. Eluted proteins were later TCA precipitated, were resuspended in 6 M urea, 50 mM Tris, pH 8.5, reduced with dithiothreitol, and alkylated. Proteins were digested overnight with trypsin, cleaned, and subjected to TMT labeling, followed by liquid chromatography-mass spectrometry (LC-MS) at the Thermo Fisher Scientific Center for Multiplexed Proteomics at Harvard Medical School (Boston, MA).

### Chromatin immunoprecipitation

Cells were treated with 1% formaldehyde (Thermo Fisher Scientific, Waltham, MA) for 10 min to crosslink DNA–protein complexes. Glycine was added to a final concentration of 125 mM for 5 min to quench crosslinking. Cells were washed with PBS, harvested, and centrifuged at 900 × *g* for 3 min. The pellet was resuspended in ChIP lysis buffer (20 mM Tris-HCl, pH = 8, 0.6% SDS, 1% Triton X-100, 150 mM NaCl, 1 mM EDTA), and chromatin was sonicated to 200–1000 bp fragments. Sonicated chromatin was further diluted with ChIP dilution buffer (20 mM Tris-HCl, 1% Triton X-100, 150 mM NaCl, 1 mM EDTA), and incubated with antibodies or IgG control at 4 °C overnight. The following day, Dynabeads Protein G (10003D, Thermo Fisher Scientific, Waltham, MA) were added and incubated at 4 °C for 2–4 h. Beads were washed twice with low salt buffer (20 mM Tris-HCl, pH 8.0, 1 mM EDTA, 150 mM NaCl, 1% Triton X-100, 0.1% SDS, 0.1% sodium deoxycholate), once with high salt buffer (20 mM Tris-HCl, pH 8.0, 1 mM EDTA, 500 mM NaCl, 1% Triton X-100, 0.1% SDS, 0.1% sodium deoxycholate), once with LiCl buffer (20 mM Tris-HCl, pH 8.0, 1 mM EDTA, 0.25 M LiCl, 0.5% NP-40, 0.5% sodium deoxycholate), and finally washed twice in 20 mM Tris pH 8.0, 1 mM EDTA. Samples were then eluted in 200 μL of elution buffer (1 mM EDTA, 1% SDS). Reverse crosslinking was performed with the addition of RNAse A at 65 °C overnight. Samples were then incubated with proteinase K for 2 h at 55 °C, and purified using QIAquick PCR Purification Kit (Qiagen).The following antibodies were used for ChIP experiments (1 μg/ChIP): anti-ERRA (ab16363, Abcam), anti-H3K27ac (ab4729, Abcam), anti-H3K4me3 (07-473, Millipore), and H3K9me (ab1220, Abcam).

Primers used for qPCR of mouse UCP1 regulatory region are as listed:

*Ucp1* TSS: Forward: TTTTGTTCTTGCACTCACGCC,

Reverse: CCCATGGTGGGTTGCACTTC.

*Ucp1* promoter: Forward: TGTGGCCAGGGCTTTGGGAGT,

Reverse: AGATTGCCC GGCACTTCTGCG.

*Ucp1* distal enhancer: Forward: AGCTTGCTGTCACTCCTCTACA,

Reverse: TGAGGAAAGGGTTGACCTTG.

Upstream control region: Forward: GCTTGGGTCCACCTAGAATCAC,

Reverse: CCTCCAGGTCAAACTGATCTAGACA.

### Immunoprecipitation

For ERRA IP-MS experiment, murine brown preadipocytes were nucleofected with a plasmid overexpressing DDK-tagged ERRA (MR225753, Origene). Cells were lysed in Pierce IP Lysis Buffer (Thermo Fisher Scientific, Waltham, MA). ERRA was pulled down using FLAG-M2 magnetic beads (Sigma-Aldrich, Dallas, TX). Immunoprecipitated proteins were subjected to TMT labeling, followed by LC-MS at the Thermo Fisher Scientific Center for Multiplexed Proteomics at Harvard Medical School (Boston, MA).

A fraction of samples were blotted with ERRA and FLII antibodies for detection of interaction. Rabbit IgG was used as a control (2729, Cell Signaling Technologies).

### Overexpression of ERRA, FLII, and LRRFIP1

Immortalized brown preadipocytes were nucleofected with cDNA plasmids encoding Erra, Flii, Lrrfip1, or a combination of them using the Lonza 4D-Nucleofector^TM^ X Kit (Basel, Switzerland), according to the manufacturer’s instructions (undifferentiated 3T3-L1 cell program).

### FGF9 protein expression and purification

An expression construct for human FGF9 protein encompassing residues 35–208 and carrying an monomerizing triple alanine substitution (i.e., D195A/I204A/L205A) has previously been described^61^. An endocrinized version of this construct (termed FGF9^ΔHBS^) was engineered by introducing a triple mutation (i.e., K168Q/R173V/R177Q) into the HS-binding site of FGF9 using a NEB Q5^®^ Site-Directed Mutagenesis Kit. This triple mutation severely diminishes the HS-binding affinity of FGF9, thereby imparting a major reduction in the mutant ligand’s FGFR dimerization ability and mitogenic activity. Competent *Escherichia coli* BL-21 (DE3) cells transformed with FGF9 constructs were cultured in 1 L LB medium containing 30 μg/mL kanamycin in an incubator shaker at 37 °C and 200 r.p.m. At an optical density of 0.8–1.0 at *λ*_600_, recombinant protein expression was induced by the addition of isopropyl-l-thio-β-d-galactopyranoside to 1 mM and further growth at 20 °C overnight. Cells were harvested by centrifugation at 5020 × *g* (Beckman Coulter J6-M1, ROTOR JS-4.2) for 30 min at 4 °C and lysed in 64 ml of 25 mM HEPES, pH 7.5 buffer containing 150 mM NaCl, 5 mM EDTA, and 10% glycerol using an Emulsiflex-C3 (Avestin Inc., Ottawa, ON, Canada) high-volume homogenizer. Soluble lysates containing recombinant FGF9 proteins were clarified by centrifugation at 39,200 × *g* (Beckman Coulter Avanti J-25, ROTOR JA-25.50) for 60 min at 4 °C, filtered using a 0.45 μm membrane (Nalgene, catalog# 295-3345) and loaded onto a 5 ml heparin affinity (GE Healthcare, Heparin Sepharose CL-6B, catalog #17-0467-01) gravity column. Following 5 column volume (CV) wash with 25 mM HEPES, pH 7.5 buffer bound FGF9 proteins were eluted stepwise with 5 mL column × 5 volume of HEPES 25 mM, 1 M NaCl, followed by 5 mL × 5 volume of HEPES 25 mM, 2 M NaCl buffer. Fractions containing FGF9 proteins as determined by analysis via 12% SDS–polyacrylamide gel electrophoresis (SDS-PAGE) were pooled, diluted with 25 mM HEPES, pH 7.5 buffer, to 25 mM NaCl, and loaded onto 5 mL heparin affinity HiTrap column (GE Healthcare, catalog #17-0407-03) equilibrated in 25 mM HEPES, pH 7.5 buffer. FGF9 proteins were eluted with 16 CV linear NaCl gradient (0–2.0 M). Fractions containing FGF9 proteins were pooled, loaded to 20 mL Source 15S ion exchange column (GE Healthcare Life Sciences, Piscataway, NJ, product #17094405) equilibrated in 25 mM HEPES, pH 7.5 buffer. Bound FGF9 proteins were eluted using 13 CV linear NaCl gradient (0–0.5 M). Fractions containing FGF9 proteins were pooled, concentrated to <5 mL and applied to a gel filtration column (Superdex^TM^-75 GE Healthcare, Piscataway, NJ). Proteins were eluted isocratically in 25 mM HEPES, pH 7.5 buffer containing 500 mM NaCl. The purity of the recombinant proteins as judged by SDS-PAGE was estimated to be at least 98%.

### Administration of recombinant FGF9 proteins

Ten-week-old C57BL6 mice received daily subcutaneous injection of FGF9 proteins or vehicle (PBS).

### Cold tolerance test

Mice were exposed to 5 °C in a controlled environmental diurnal chamber (Caron Products & Services Inc., Marietta, OH) with free access to food and water. Core body temperature was determined by rectal probe measurements.

### Indirect calorimetry

Mice were injected intraperitoneally with pentobarbital (65 mg/kg). Basal energy expenditure was measured for 30 min before stimulation with NE (Sigma, 1 mg/kg in 0.9% (w/v) NaCl). Energy expenditure was measured using a Columbus Instruments’ Oxymax-Comprehensive Lab Animal Monitoring System system according to guidelines for measuring energy metabolism in mice^62^.

### Denervation of BAT

Denervation of BAT was performed as described before^63^. Briefly, five branches of the intercostal nerve bundles were isolated and cut. The procedure was performed on the left and right lobes of the interscapular brown fat. The same procedure was performed for sham surgeries, except nerve bundles were not cut. Animals were dissected 11 weeks after the denervation.

### Generation of FGF9-KO mice

Homozygous Rosa26-floxed STOP-Cas9 knock-in mice^64^ (B6;129-Gt(ROSA)^26Sortm1(CAG-cas9*,-EGFP)Fezh/J^, stock no. 024857, The Jackson Laboratory) were crossed with adiponectin cre mice^65^ (B6;FVB-Tg(Adipoq-cre)1Evdr/J, stock no. 010803, The Jackson Laboratory) or Ucp1-cre mice (B6.FVB-Tg(Ucp1-cre)1Evdr/J, stock no. 024670). Two gRNAs targeting the first exon of mouse *Fgf9* gene (*Fgf9* gRNA-1: GGGCCCCGCAGTCACGGACT and *Fgf9* gRNA-2: CTTCCCCAACGGTACTATCC) were cloned into pAAV-U6-BbsI-gRNA-CB-EmGFP plasmid (Addgene, plasmid #89060). The Fgf9 gRNAs or empty vector (GFP) were packaged in AAV2/8 particles and then bilaterally injected into both BAT lobes of 10-week-old Rosa26-Cas9-adiponectin cre or Rosa26-Cas9-ucp1 cre.

### Isolation of adipocytes and SVF from BAT

Interscapular BAT was dissected, minced, and digested with type 1 collagenase 1.5 mg/mL; Worthington Biochemical) in Hanks’ balanced salt’s solution (Lonza) containing 2% fatty acid-free BSA (Gemini Bio-products, West Sacramento, CA) for 45 min at 37 °C with gentle shaking. Dissociated tissue was centrifuged at 300 × *g* for 10 min. Adipocytes were collected from the top layer, filtered through a 200 μm cell strainer, washed with 3% BSA in PBS, and centrifuged at 300 × g for 5 min. The washing step was repeated three times and adipocytes were lysed TriPure RNA Isolation Reagent (Sigma-Aldrich).

After removing the adipocyte layer and supernatant, SVF pellet was washed with 10% FBS in DMEM, filtered through a 100 μm cell strainer, and centrifuged at 300 × *g* for 7 min. Cells were incubated in red blood cell lysis buffer (ACK Lysing Buffer, Lonza) for 5 min at 4 °C. ACK was then diluted by adding 10% FBS in DMEM. The cells were then filtered through a 40 μm cell strainer, centrifuged at 300 × *g* for 5 min, and lysed in TriPure RNA Isolation Reagent (Sigma-Aldrich).

### Flow cytometry

Homozygous Rosa26-mTmG mice (B6.129(Cg)-Gt(ROSA)^26Sortm4(ACTB-tdTomato,-EGFP)Luo^/J, stock no. 007676, The Jackson Laboratory) were crossed with Ucp1-cre mice (B6.FVB-Tg(Ucp1-cre)1Evdr/J, stock no. 024670, The Jackson Laboratory) or Ucp1-creERT2 mice (kindly provided by Dr. Christian Wolfrum). SVF was isolated form BAT as described above. In experiment involving Sca-1 staining, anti-mouse Sca-1 (Ly-6A/E, PerCP-Cy5.5 conjugate, clone E13-161.7, BioLegend) was used at 1:200 dilution. BD FACSAria (Becton Dickinson) was used and data were collected using DIVA (Becton Dickinson) software and analyzed using the FlowJo software (Tree Star Inc.). Debris and dead cells were excluded by forward and side scatter gating.

### Human studies

In this report, we utilize human adipose tissue biopsies collected from three independent cohorts. First cohort—Danish adult neck adipose tissue cohort: adipose tissue biopsies from the superficial (subcutaneous and subplatysmal) neck fat and deep (carotid sheath, longus colli, and prevertebral) neck fat were collected during surgery^66^ (*n* = 75). None of the subjects had diabetes nor were they administered β-adrenergic antagonists. All biopsies were collected during winter and early spring. Each participant had one biopsy taken from subcutaneous adipose tissue and up to three biopsies from deep-neck adipose tissue. This resulted in a total of 75 subcutaneous fat biopsies and 156 deep-neck fat biopsies that were instantly frozen in liquid nitrogen. All study participants gave informed written consent. The study was approved by the Central Denmark Region ethics committee and was performed in accordance with the Declaration of Helsinki. *UCP1*, *FGF6*, *FGF9*, and *FGFR3* mRNA expression was analyzed using qRT-PCR as described above.

Second cohort—Leipzig adult adipose tissue cohort: Abdominal subcutaneous adipose tissue biopsies were collected from 55 individuals with a wide range of BMI (16–75 kg/m^2^), type 2 diabetes (*n* = 18) and normal glucose metabolism (*n* = 37). Adipose tissue biopsies were taken during elective sleeve gastrectomy, Roux-en-Y gastric bypass, hernia, or cholecystectomy surgeries and processed^67^. Written informed consent was obtained from all parents. The study was approved by the local ethics committee (University of Leipzig). *FGF6*, *FGF9*, and *FGFR3* mRNA expression was analyzed using Illumina human HT-12 expression chips. RNA integrity and concentration were examined using Agilent 2100 Bioanalyzer (Agilent Technologies, Palo Alto, CA, USA).

Third cohort—Leipzig childhood adipose tissue cohort: Subcutaneous adipose tissue samples were obtained from 301 Caucasian children (aged 0–18 years) undergoing elective surgery (e.g., orthopedic surgery, herniotomy/orchidopexy). Children were free of severe disease and medication potentially influencing adipose tissue biology. Exclusion criteria included diabetes, generalized inflammation, cardiovascular or peripheral artery disease, malignant disease, genetic syndromesr, and permanent immobility. Written informed consent was obtained from all parents. The study was approved by the local ethics committee (Reg. No.: 265-08, 265-08-ff, University of Leipzig) and is registered in the National Clinical Trials database (NCT02208141 [https://clinicaltrials.gov/ct2/show/NCT03690193?term=NCT02208141]). The Leipzig Childhood Obesity study is a completely observational study without any interventions or treatments. BMI data were standardized to age- and sex-specific German reference data and are given as BMI standard deviation score^68^. Insulin and glucose levels were measured in the fasted state by a certified laboratory. HOMA-IR index was calculated as a parameter to evaluate insulin resistance^69^. Gene expression was quantified by ILLUMINA HT12v4 arrays and data were background corrected and quantile normalized.

### Statistical analysis

All statistics were calculated using Microsoft Excel, Graphpad Prism, and RStudio using the LIMMA package. The data are presented as means ± SEM. Statistical significance was determined by Student’s *t* test, one- or two-way ANOVA (analysis of variance). Multiple comparisons were corrected for by controlling the FDR using two-stage step-up method of Benjamini, Krieger, and Yekutueli in PRISM. In qPCR experiments, normalized Ct (ΔCt) values were used for statistical analysis^70^. No statistical method was used to determine sample size. All experiments were not blinded.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Description of Additional Supplementary Information

Supplementary Dataset 1

Supplementary Dataset 2

Supplementary Dataset 3

Supplementary Dataset 4

Reporting Summary

## Data Availability

The authors declare that the data supporting the findings of this study are available within the paper and its supplementary information files. The source data underlying the figures are provided as a Source Data file. RNA-sequencing data have been deposited in the Gene Expression Omnibus (GEO accession #GSE144061).

# Supplementary material for: FGF6 and FGF9 regulate UCP1 expression independent of brown adipogenesis
**Source:** Nat Commun. 2020 Mar 17;11:1421. doi: 10.1038/s41467-020-15055-9
**Supplement:** Supplementary file 1 — Supplementary Information

## **Supplementary Information**

**FGF6 and FGF9 regulate UCP1 expression independent of brown adipogenesis**

**Shamsi et al.**

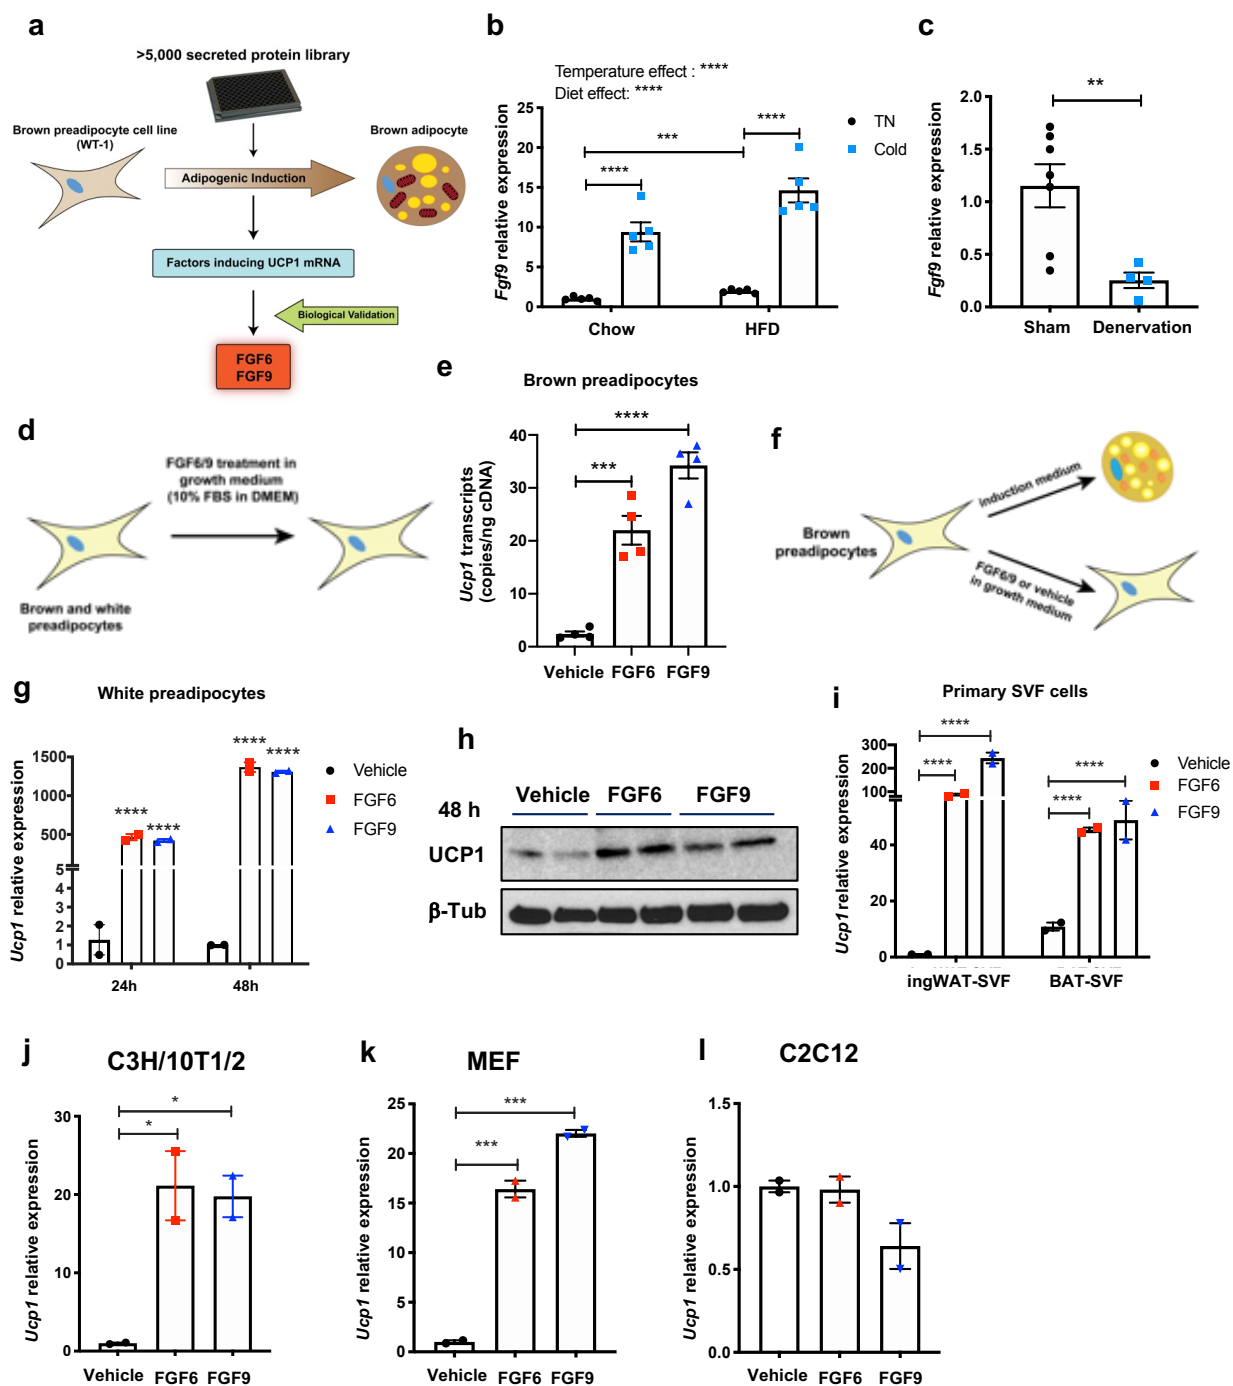

**Supplementary Figure 1. FGF6 and FGF9 induce *Ucp1* expression in preadipocytes and uncommitted progenitor cells, related to Figure 1.** (a) Scheme of the high throughput screen using secreted protein library. (b) *Fgf9* mRNA expression in mice fed with chow or HFD and housed at either 5°C (cold) or 30°C for 7 days (TN). (c) *Fgf9* mRNA expression in BAT from sham-operated or denervated BAT

upon 10 days injection with CL-316,243. (d) Scheme of FGF6/9 treatment in murine preadipocytes. (e) Absolute quantification of *Ucp1* transcripts in murine brown preadipocytes treated with vehicle, FGF6, or FGF9 for 24 hours using Droplet Digital™ PCR Technology. N=4 per group. (f) Scheme of treatment groups used in figure 1f-g. (g) *Ucp1* mRNA and (h) protein in murine white preadipocytes treated with vehicle, FGF6, or FGF9 for 24 and 48 hours, respectively. N=3 per group. 30 µg total protein was used for WB. (i) *Ucp1* gene expression in primary brown and white SVF cells treated with vehicle, FGF6, or FGF9 for 3 days. N=3 per group. (j) *Ucp1* gene expression in C3H/10T1/2 cells treated for 24 hours, (k) MEF, and (l) C2C12 treated for 3 days with vehicle, FGF6, or FGF9. N=3 per group. FGF6 and FGF9 were used at concentration of 200 ng/ml and 100 ng/ml, respectively. Data are presented as Means ± SEM. Two -way ANOVA in b, g, and i. Two-sample t-test in c. One -way ANOVA in e, j, and k. \*\*\*\*p < 0.0001, \*\*\*p < 0.001, \*\*p < 0.01, \*p < 0.05. A representative from a total of 2-3 independent experiments is shown. Source data are provided as a Source Data file.

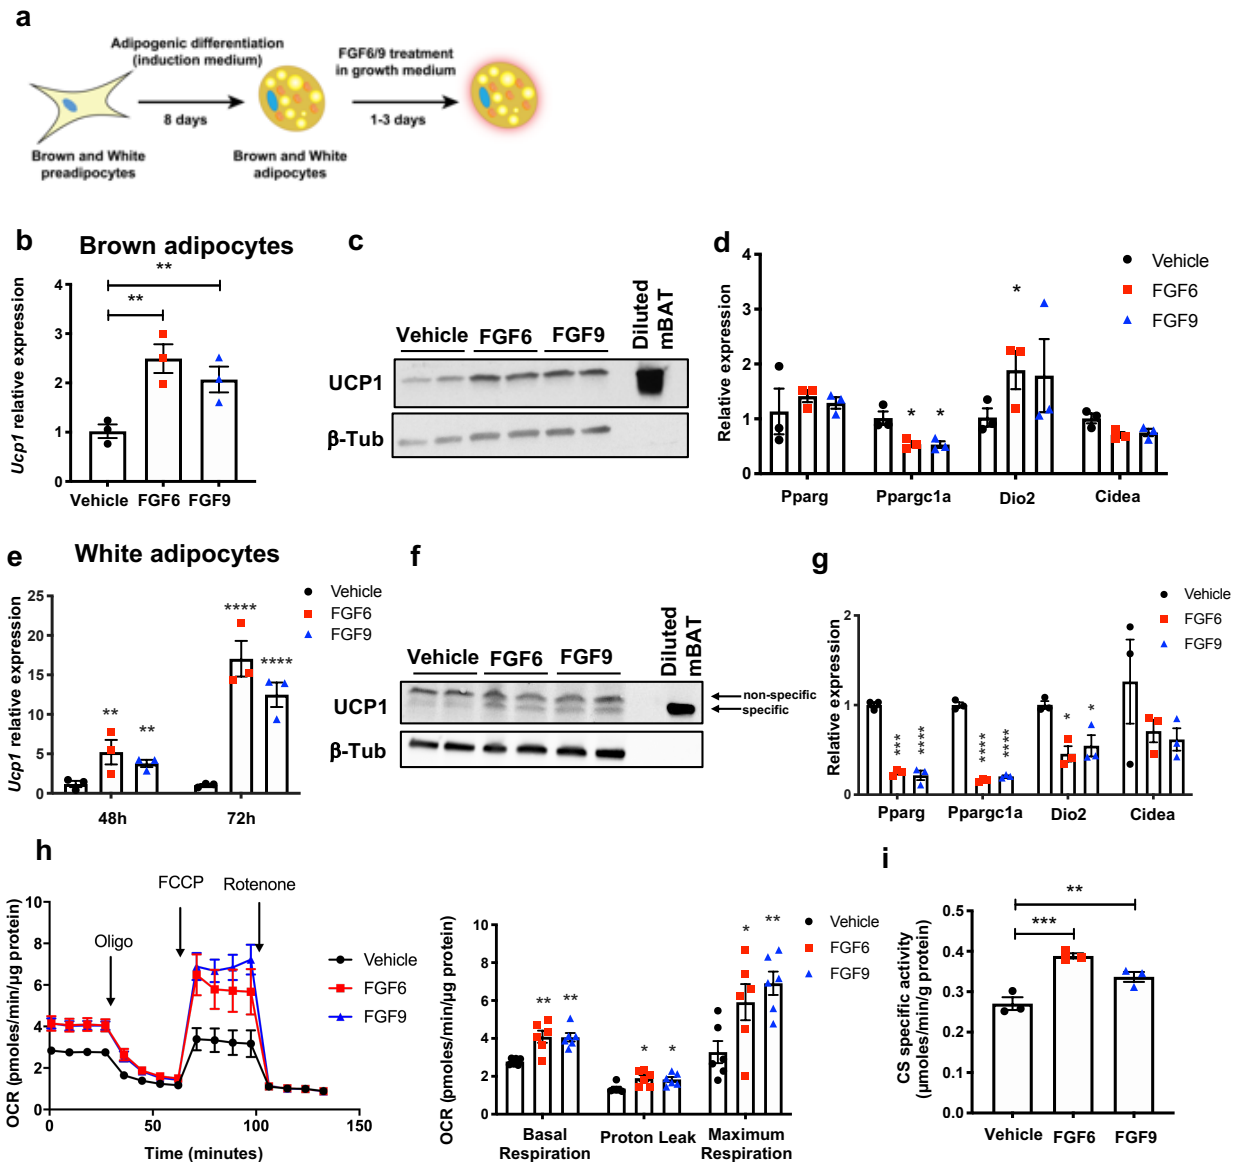

**Supplementary Figure 2. FGF6 and FGF9 induce UCP1 expression in brown and white adipocytes, related to Figure 1.** (a) Scheme of FGF6/9 treatment in differentiated murine adipocytes. Murine brown and white preadipocytes were differentiated using the conventional adipogenic induction media for 8 days, and then exposed to FGF6 or FGF9 in growth medium. Expression of (b) *Ucp1* mRNA, (c) protein (using 50 μg total protein from cells and 5 μg from mouse BAT), and (d) other brown adipocyte genes in differentiated brown adipocytes treated with vehicle, FGF6, or FGF9 for 24 hours. N=3 per group. Expression of (e) *Ucp1* mRNA, (f) protein (using 45 μg total protein from cells and 0.25 μg from mouse BAT), and (g) other brown adipocyte genes in differentiated white adipocytes treated with vehicle, FGF6,

or FGF9 for 48 hours. N=3 per group. (h) Left: Oxygen consumption in differentiated white adipocytes treated with vehicle, FGF6, or FGF9 for 48 hours. Right: quantifications of specific cellular respiration. N=6-7 per group. (i) CS specific activity in differentiated white adipocytes treated with vehicle, FGF6, or FGF9 for 48 hours. N=3 per group. FGF6 and FGF9 were used at concentration of 200 ng/ml and 100 ng/ml, respectively. Data are presented as Means  $\pm$  SEM. One-way ANOVA in b and i. Two- way ANOVA in d-h. \*\*\*\*p < 0.0001, \*\*\*p < 0.001, \*\*p < 0.01, \*p < 0.05. A representative from a total of 2-3 independent experiments is shown. Source data are provided as a Source Data file.

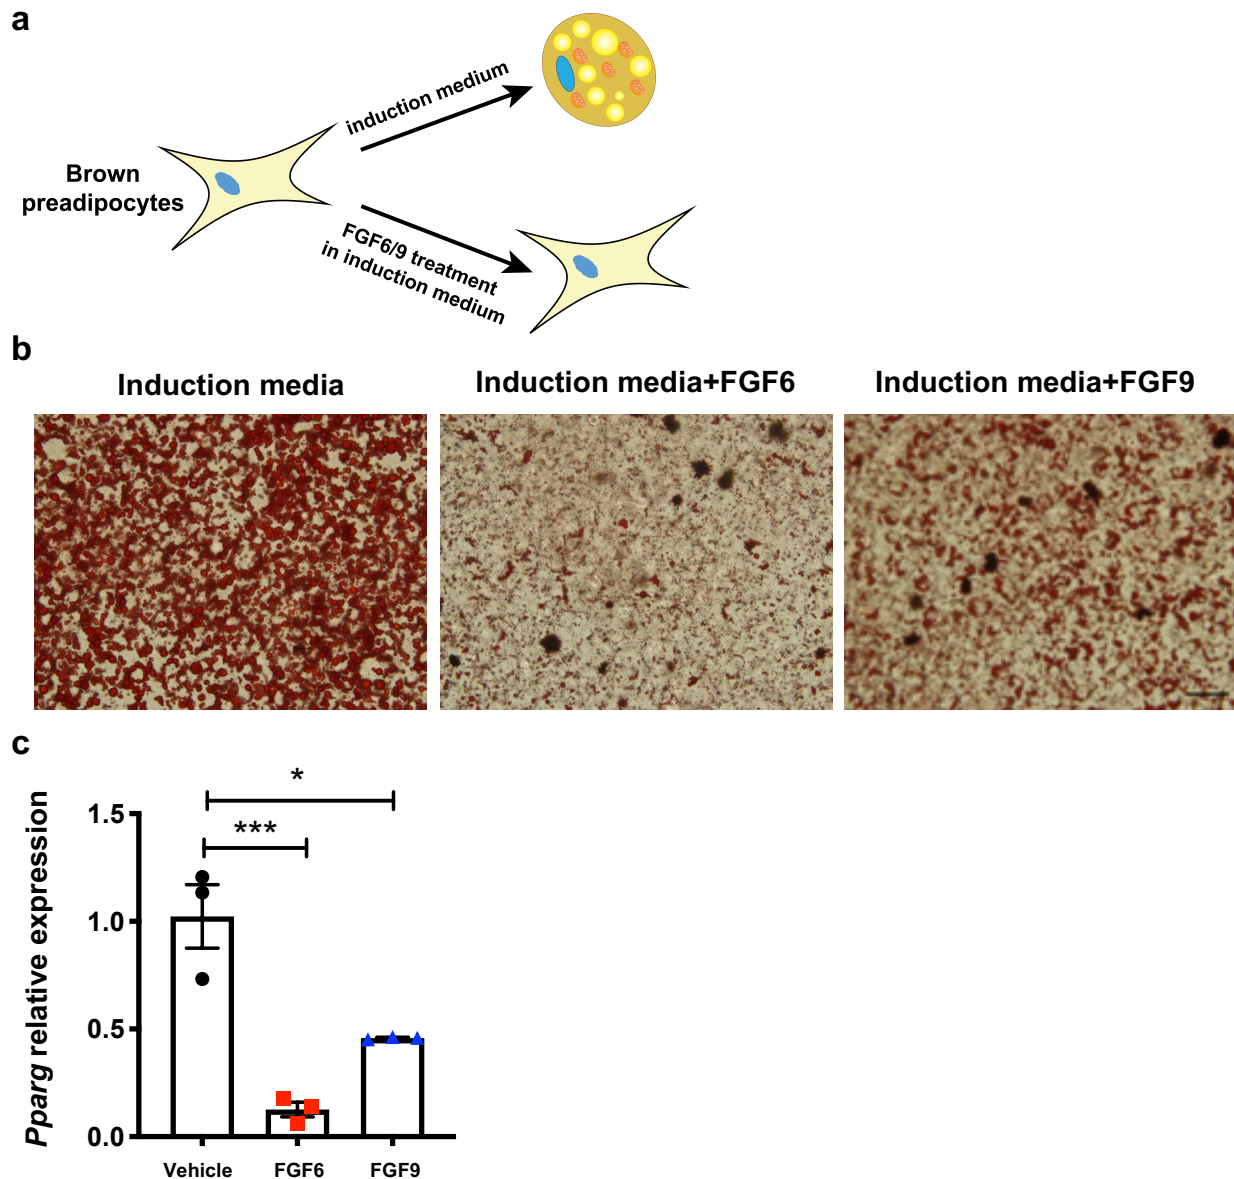

**Supplementary Figure 3. FGF6 and FGF9 suppress adipocyte differentiation *in vitro*, related to Figure 1.** (a) Scheme of FGF6/9 treatment during the adipogenic differentiation of murine brown preadipocytes. (b) Oil-red O staining and (c) *Pparg* expression in brown preadipocytes treated with adipogenic induction media supplemented with vehicle, FGF6, or FGF9 for 8 days. Scale bar = 200  $\mu$ m. Data are presented as Means  $\pm$  SEM. One-way ANOVA. \*\*\* $p < 0.001$ , \* $p < 0.05$ . A representative from a total of 2 independent experiments is shown. Source data are provided as a Source Data file.

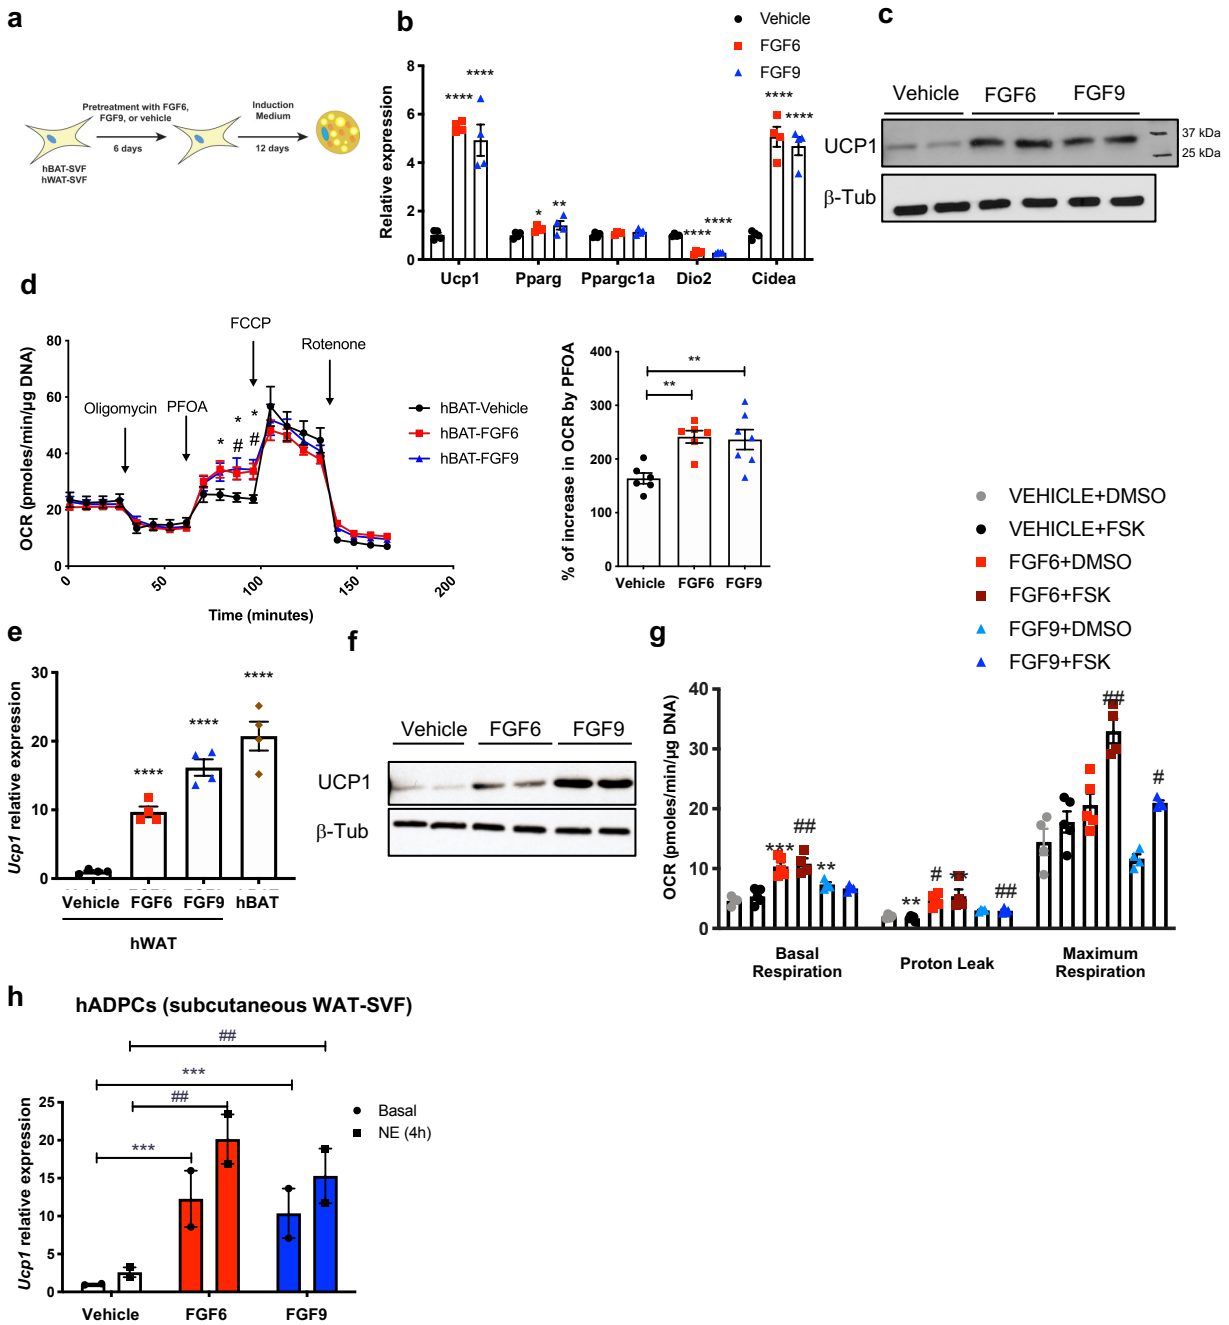

**Supplementary Figure 4. FGF6 and FGF9 prime human preadipocytes to acquire higher thermogenic capacity, related to Figure 1.** Immortalized human brown or white preadipocytes of neck origin were treated with FGF6 and FGF9, and then differentiated using an adipogenic differentiation cocktail. (a) Scheme of FGF pretreatment in human preadipocytes followed by adipogenic differentiation. (b) Gene expression (c) UCP1 protein (using 80  $\mu$ g total protein), and (d) left: oxygen consumption measured by mitochondrial stress test (FGF6 vs Vehicle, #: FGF9 vs Vehicle). right: quantifications of

specific cellular respiration in human brown adipocytes pretreated with vehicle, FGF6, or FGF9. N=3-7 per group. (e) *UCP1* mRNA in human white adipocytes pretreated with vehicle, FGF6, or FGF9, compared to human brown adipocytes. N=3 per group (f) UCP1 protein (using 80 µg total protein) in human white adipocytes pretreated with vehicle, FGF6, or FGF9. N=2 per group. (g) Quantification of specific cellular respiration in human white adipocytes pretreated with vehicle, FGF6, or FGF9, followed by 4 hours Forskolin (FSK) stimulation. N=6-7 per group. (h) UCP1 expression in human primary white adipocytes pretreated with vehicle, FGF6, or FGF9, followed by 4 hours Norepinephrine (NE) stimulation. N=3 per group. FGF6 and FGF9 were used at concentration of 200 ng/ml and 100 ng/ml, respectively. Data are presented as Means ± SEM. Two-way ANOVA in b, d (left), g, and h. One-way ANOVA in d (right) and e. \*\*\*\*p < 0.0001, \*\*\*p < 0.001, \*\*p < 0.01. \*: relative to Veh-DMSO, #: relative to Veh-FSK. A representative from a total of 2-3 independent experiments is shown. Source data are provided as a Source Data file.

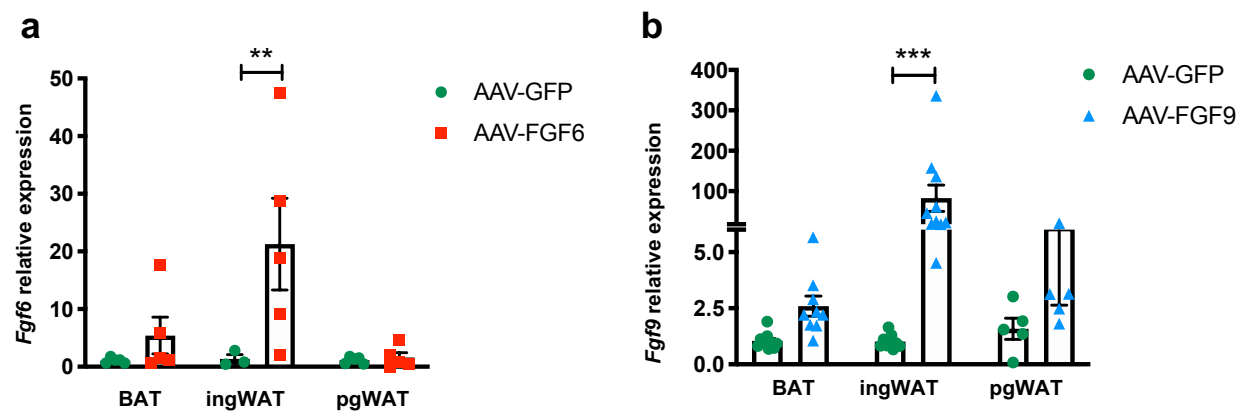

**Supplementary Figure 5. FGF6 and FGF9 overexpression in adipose tissue, related to Figure 1.** (a) *Fgf6* and (b) *Fgf9* expression in BAT, ingWAT, and pgWAT of mice injected with AAV-GFP, AAV-FGF6, or AAV-FGF9. N=5-6 per group. Two-way ANOVA. \*p < 0.05. A representative from a total of 3 independent experiments is shown. Source data are provided as a Source Data file.

**a**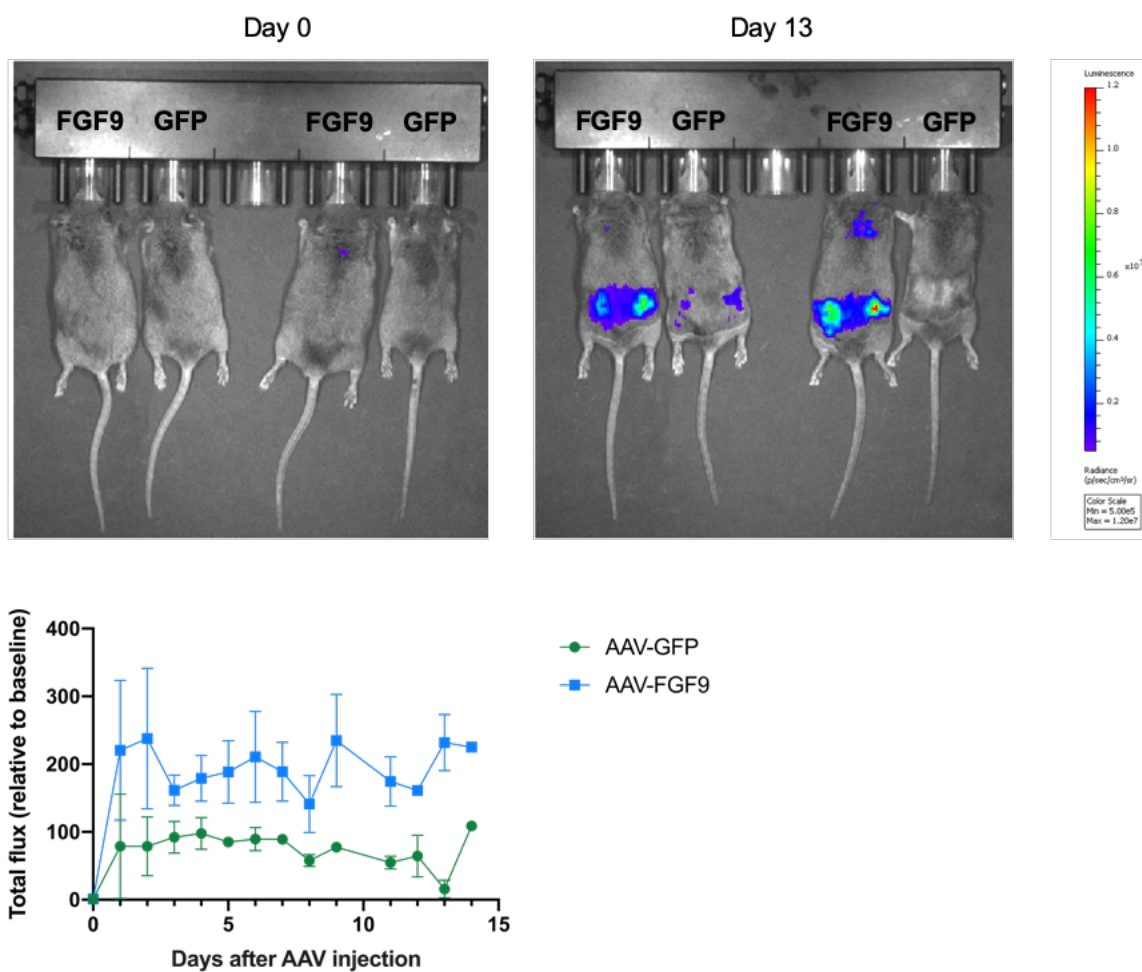**b**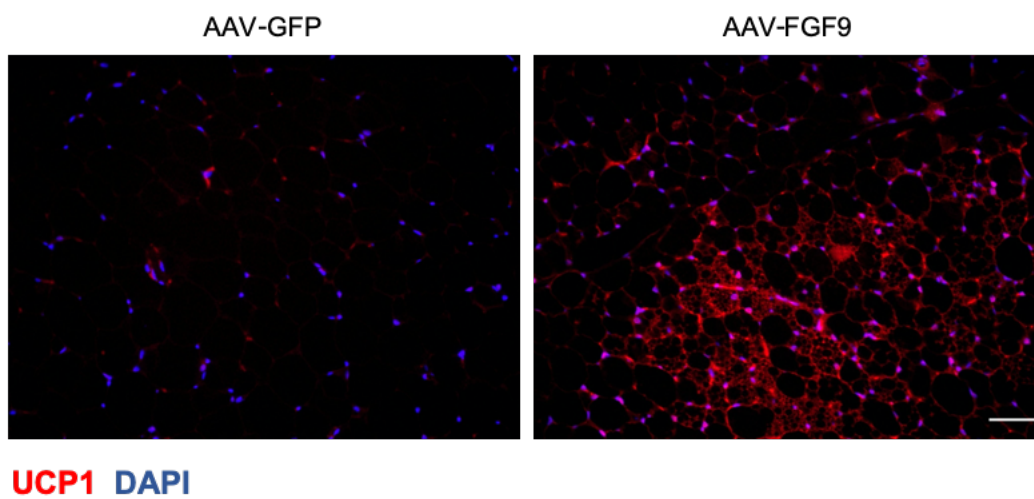

**Supplementary Figure 6. Overexpression of FGF9 induces *Ucp1* expression in ingWAT, related to Figure 1.** (a) Representative images (top) and quantification (bottom) of Luciferase signal by IVIS in *Ucp1*-cre Rosa26-Luciferase reporter mice injected with either AAV-FGF9 or AAV-GFP. Quantification presents the changes in total flux [photon/s] in the same selected region of interest (ROI) relative to the baseline (b) UCP1 immunohistochemistry on ingWAT of *Ucp1*-cre Rosa26-Luciferase reporter mice injected with either AAV-FGF9 or AAV-GFP. Scale bar = 200  $\mu$ m.

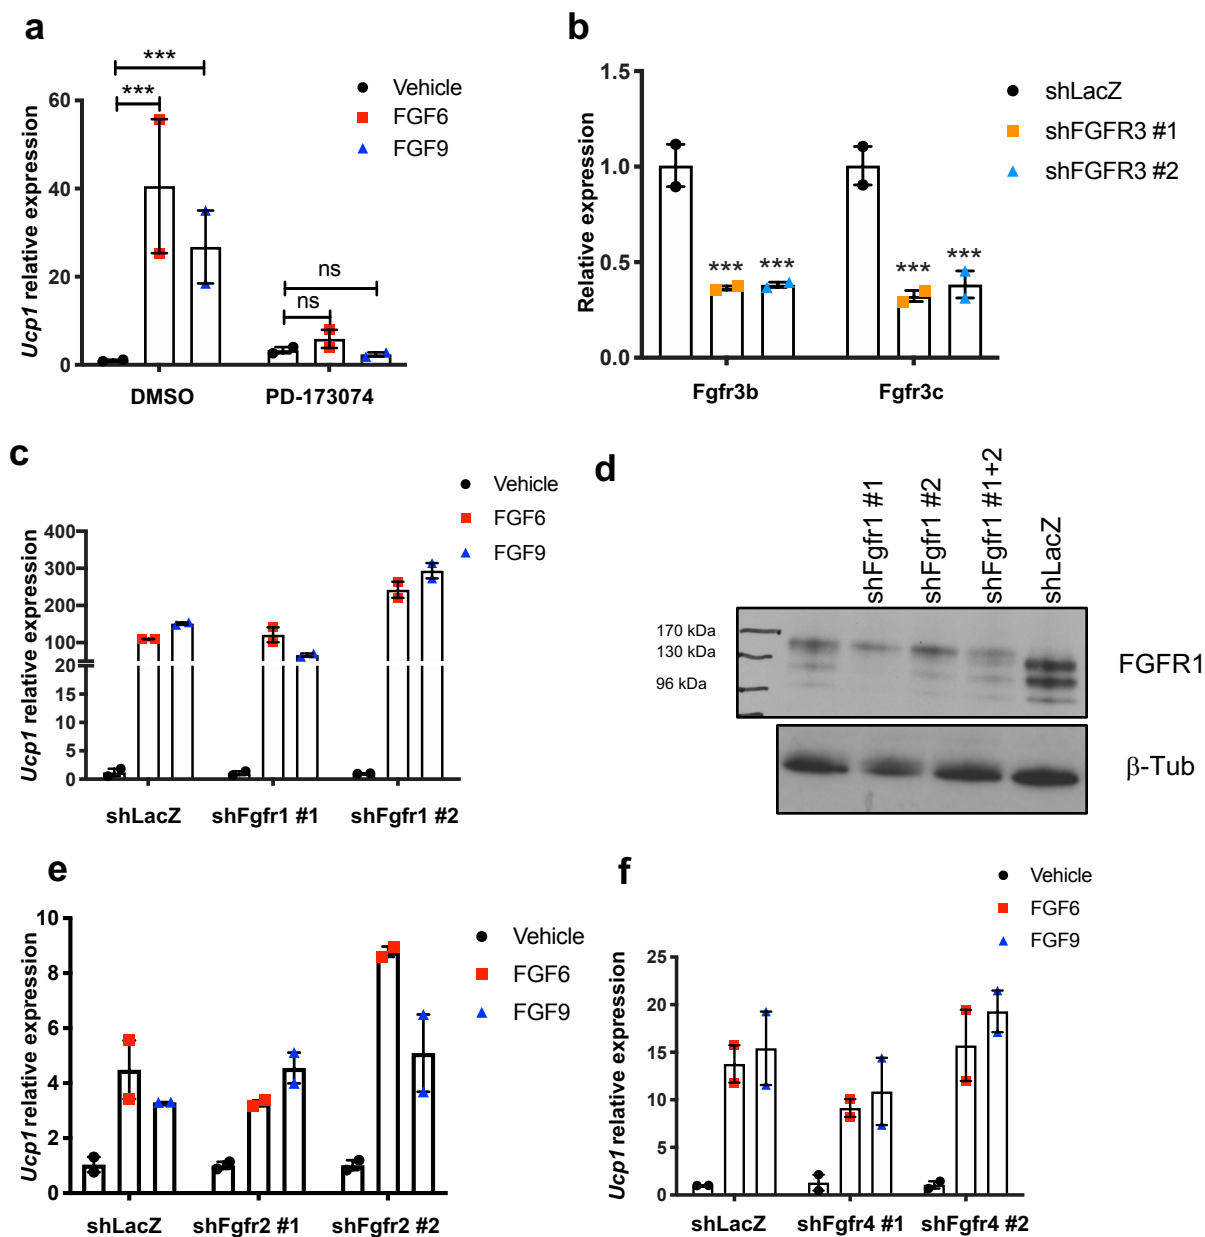

**Supplementary Figure 7. FGF6 and FGF9 induce UCP1 expression through binding to FGFR3, related to Figure 2.** (a) *Ucp1* expression in white preadipocytes treated with vehicle, FGF6, or FGF9 in the presence of pan-FGFR antagonist, PD-173074, or equimolar concentration of DMSO. N=3 per group. (b) *Fgfr3b* and *Fgfr3c* expression in control and *Fgfr3* knockdown cells. N=3 per group. (c) *Ucp1* expression in control (shLacZ) and *Fgfr1* knockdown cells treated with vehicle, FGF6, or FGF9 for 24 hours. N=3 per group. (d) FGFR1 protein level in control (shLacZ) and *Fgfr1* knockdown cells. 50  $\mu$ g total protein was used. (e) *Ucp1* expression in control (shLacZ) and *Fgfr2* knockdown cells treated with vehicle, FGF6, or FGF9 for

24 hours. N=3 per group. (f) *Ucp1* expression in control (shLacZ) and *Fgfr4* knockdown cells treated with vehicle, FGF6, or FGF9 for 24 hours. N=3 per group. FGF6 and FGF9 were used at concentration of 200 ng/ml and 100 ng/ml, respectively. Data are presented as Means  $\pm$  SEM. Two-way ANOVA. \*\*\*p < 0.001. A representative from a total of 2-3 independent experiments is shown. Source data are provided as a Source Data file.

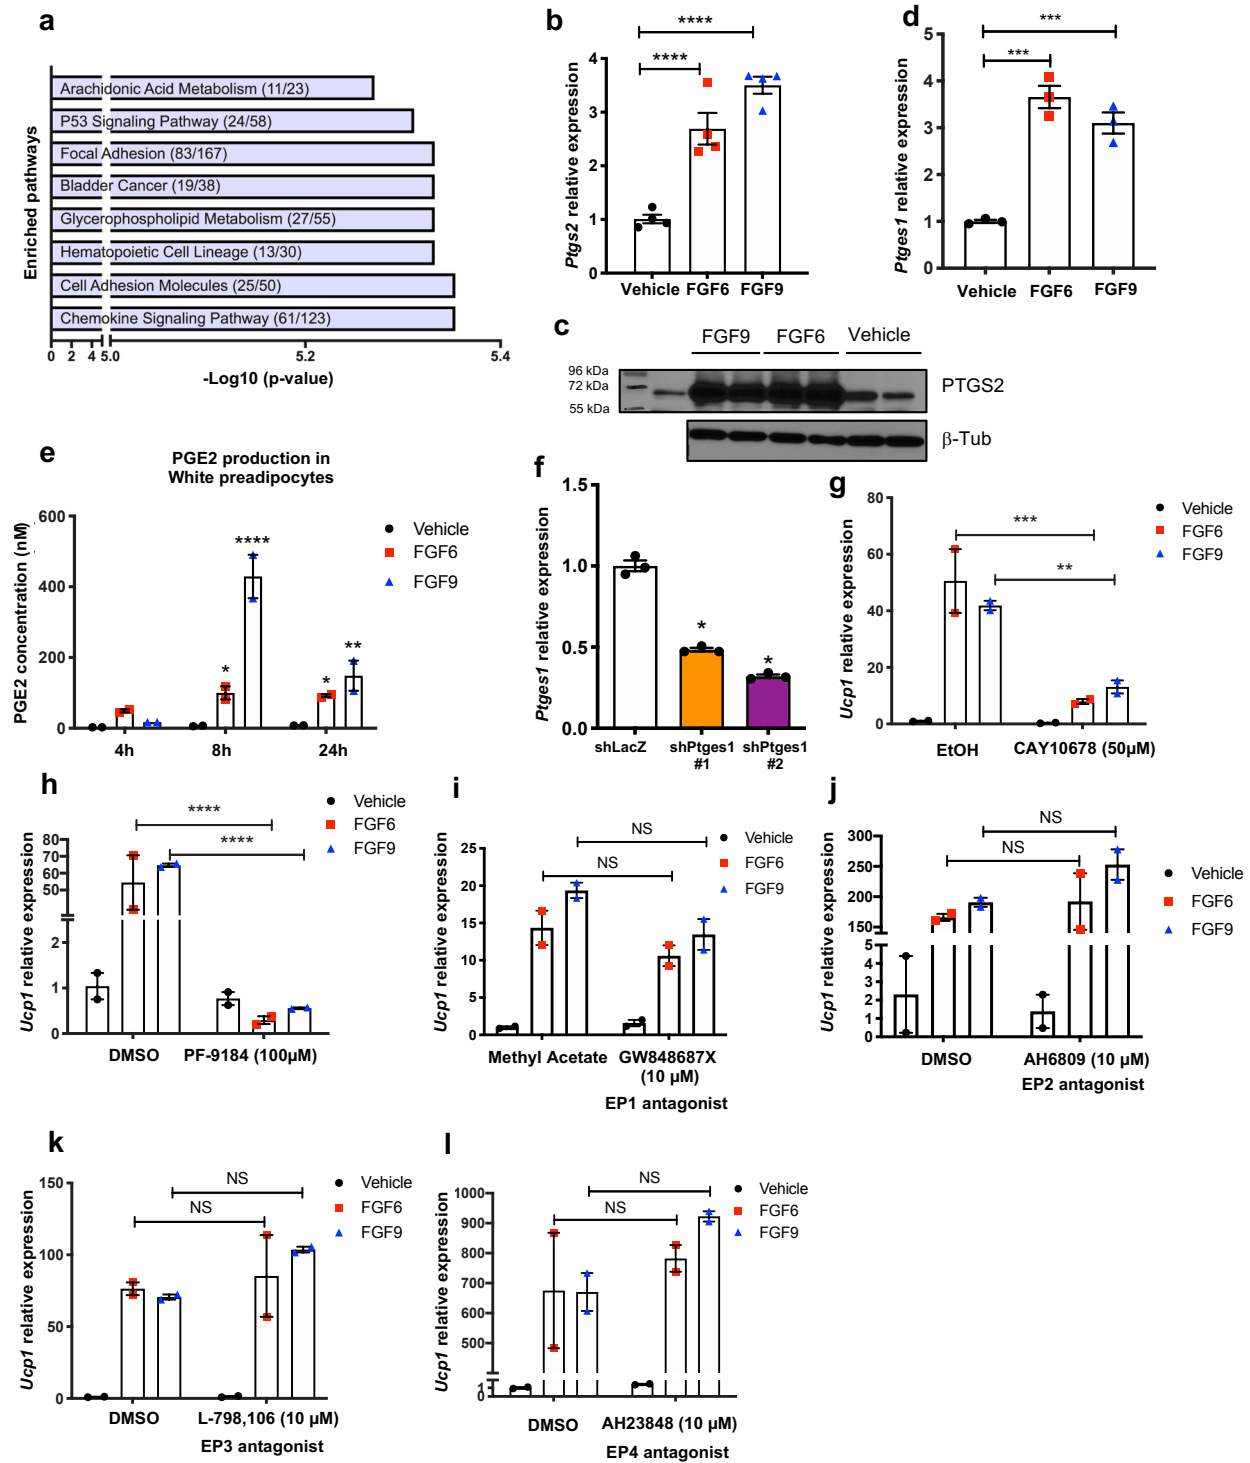

**Supplementary Figure 8. FGF6- and FGF9-mediated UCP1 expression requires activation of PGE2 biosynthesis, related to Figure 2.** (a) Selected top biological pathways enriched in brown preadipocytes after 24 hours treatment with FGF6. (b) *Ptgs2* mRNA and (c) protein in brown preadipocytes treated with

vehicle, FGF6, or FGF9 for 48h. N=3 per group. 50 µg total protein was used for WB. (d) *Ptges* expression in brown preadipocytes treated with vehicle, FGF6, or FGF9 for 24 hours. N=3 per group. (e) PGE2 concentration in the culture media of white preadipocytes upon treatment with vehicle, FGF6, or FGF9. N=3 per group. (f) *Ptges* expression in control (shLacZ) and *Ptges* knockdown cells. N=3 per group. (g) *Ucp1* expression in white preadipocytes treated with vehicle, FGF6, or FGF9 in the presence of PTGES selective antagonist, CAY10678 (50 µM), (h) PF-9184 (100 µM), (i) EP1 receptor antagonist, GW848687X (1 µM), (j) EP2 receptor antagonist, AH6809 (1 µM), (k) EP3 receptor antagonist, L-798,106 (10 µM), (l) EP4 receptor antagonist, AH23848 (10 µM), or equimolar concentration of the respective solvent (DMSO or Ethanol). N=3 per group. FGF6 and FGF9 were used at concentration of 200 ng/ml and 100 ng/ml, respectively. Data are presented as Means ± SEM. One-way ANOVA in b, d, and f. Two-way ANOVA in e, g-l. \*\*\*\*p < 0.0001, \*\*\*p < 0.001, \*\*p < 0.01, \*p < 0.05. A representative from a total of 2-3 independent experiments is shown. Source data are provided as a Source Data file.

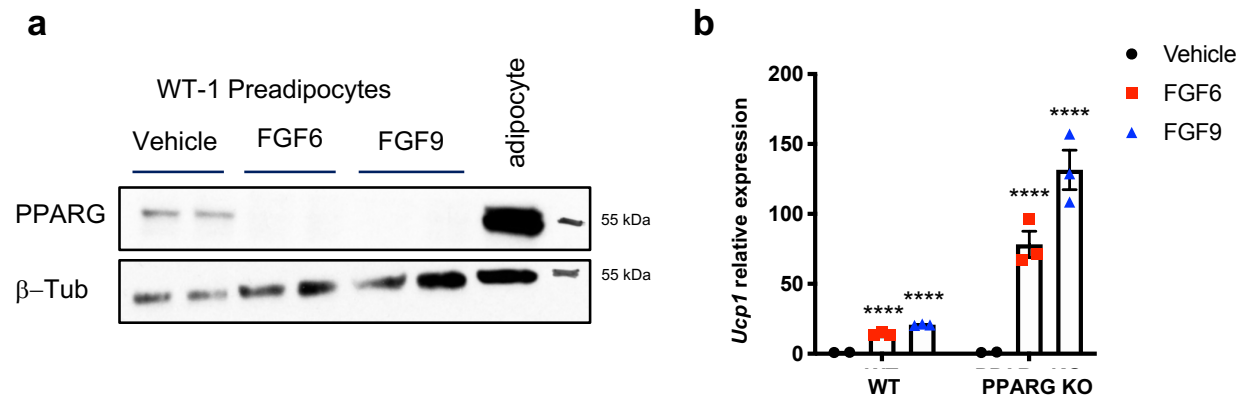

**Supplementary Figure 9. FGF6/9 mediated induction of UCP1 is independent of PPARG, related to Figure 3.** (a) PPARG protein level in brown preadipocytes treated with vehicle, FGF6, or FGF9 for 24 hours or differentiated adipocytes. 35  $\mu$ g total protein was used for WB. (b) *Ucp1* expression in wildtype and Pparg KO brown MEFs treated with vehicle, FGF6, or FGF9 for 24 hours. Data are presented as Means  $\pm$  SEM. Two-way ANOVA. \*\*\*\* $p$  < 0.0001, \*\*\* $p$  < 0.001, \*\* $p$  < 0.01. A representative from a total of 2 independent experiments is shown. Source data are provided as a Source Data file.

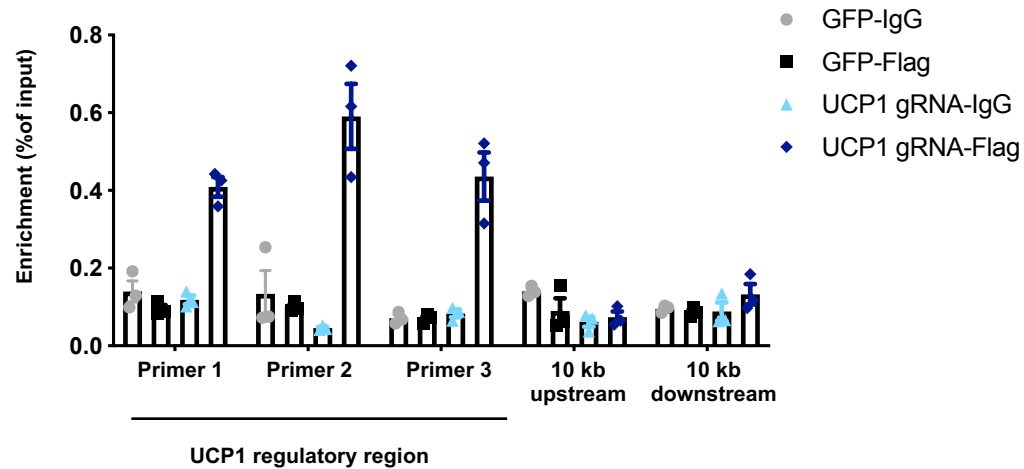

**Supplementary Figure 10. Specific isolation of *Ucp1* regulatory region using enChIP, related to Figure 3.** Enrichment of *Ucp1* regulatory region, but not upstream or downstream control regions by FLAG immunoprecipitation in cells transfected with UCP1 gRNAs. Source data are provided as a Source Data file.

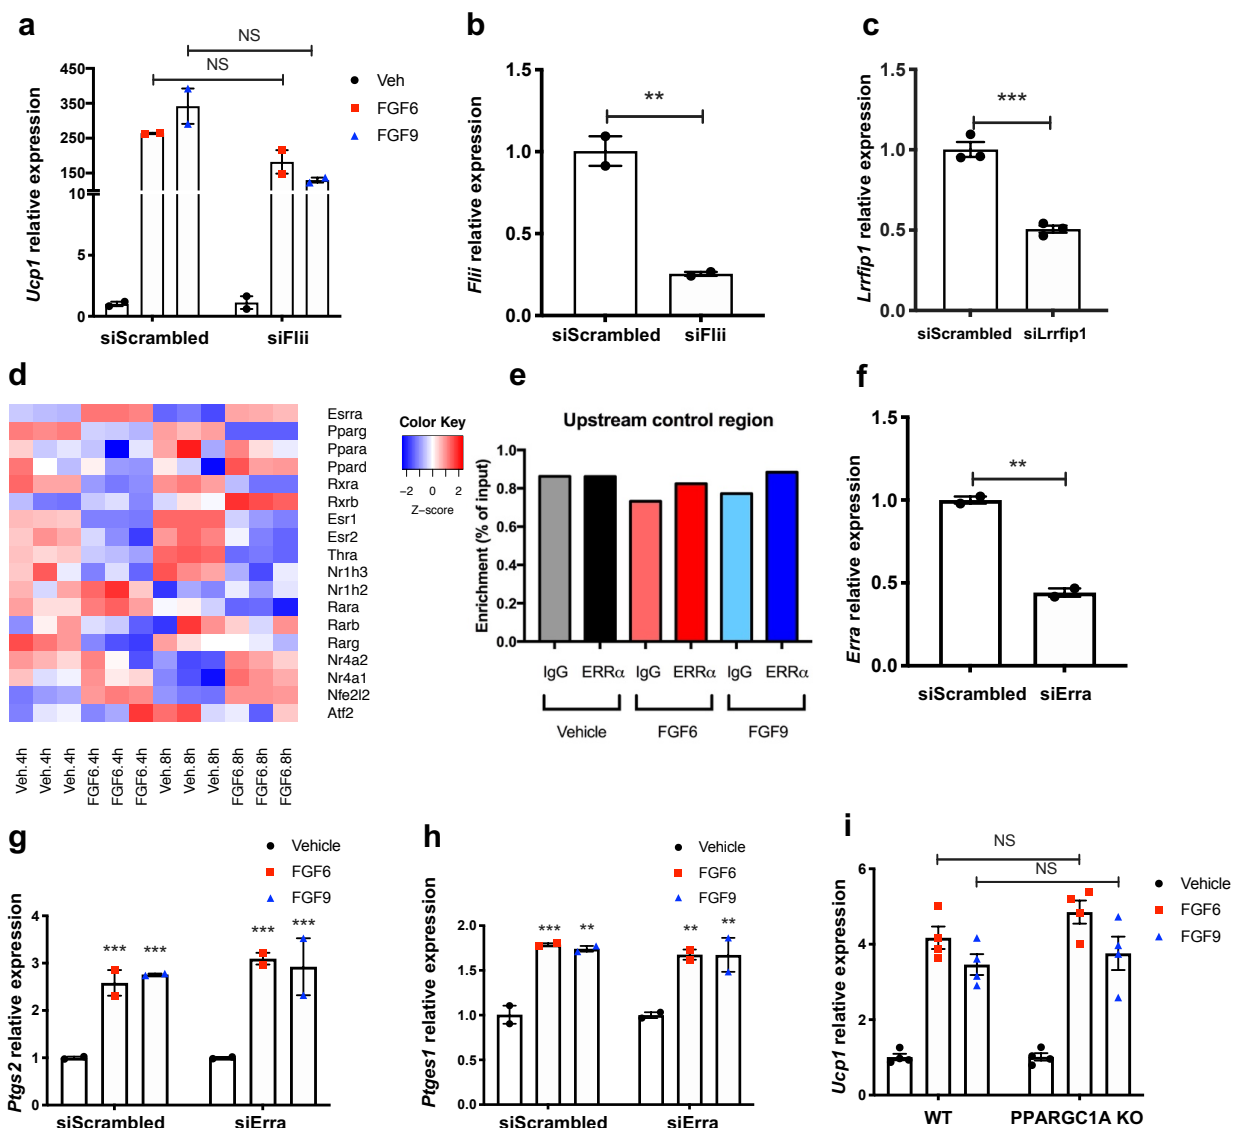

**Supplementary Figure 11. Transcriptional regulation of UCP1 expression by ERRα/FLII/LRRFIP1**

**complex, related to Figure 3.** (a) *Ucp1* expression in brown preadipocytes transfected with scrambled siRNA or si*FlII*, followed by treatment with vehicle, FGF6, or FGF9 for 24 hours. N=3 per group. (b) *Flii* mRNA expression in brown preadipocytes transfected with scrambled siRNA or si*FlII*. N=3 per group. (c) *Lrrfip1* mRNA expression in brown preadipocytes transfected with scrambled siRNA or si*Lrrfip1*. 

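The genes in (d) differ widely in how deeply they were counted, which sets how small a change could be seen. Rarg and Rxra, the most highly expressed of them in vehicle-treated cells at 4 h, had 122.5 ± 3.31 and 112.4 ± 5.31 CPM (SD, n = 3). Ppara and Rarb had 0.387 ± 0.0595 and 0.431 ± 0.138 CPM, from 11 to 14 and from 9 to 17 counts per library. At such counts the standard errors of their log2 fold changes at 4 h were 0.47 and 0.43, against 0.04 for Rxra, so that changes smaller than these errors could not be told from none.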

N=3 per group. (d) Heatmap showing the expression of nuclear receptors in brown preadipocytes treated with vehicle or FGF6 for 4 or 8 hours. (e) Chromatin immunoprecipitation of ERRα on a control region upstream of the *Ucp1* locus in brown preadipocytes treated with vehicle, FGF6, or FGF9 for 48 hours. (f) *Erra* expression in brown preadipocytes transfected with scrambled siRNA or si*Erra*. N=3 per group. (g) *Ptgs2*

and (h) *Ptges* expression in brown preadipocytes transfected with scrambled siRNA or *siErra*, followed by treatment with vehicle, FGF6, or FGF9 for 24 hours. N=3 per group. (i) *Ucp1* expression in wildtype and *Ppargc1a* KO brown preadipocytes treated with vehicle, FGF6, or FGF9 for 24 hours. N=3 per group. N=3 per group. FGF6 and FGF9 were used at concentration of 200 ng/ml and 100 ng/ml, respectively. Data are presented as Means  $\pm$  SEM. Two-way ANOVA in a and g-h, Two sample t-test in b-f \*\*\*p < 0.001, \*\*p < 0.01, \*p < 0.05. A representative from a total of 2-3 independent experiments is shown. Source data are provided as a Source Data file.

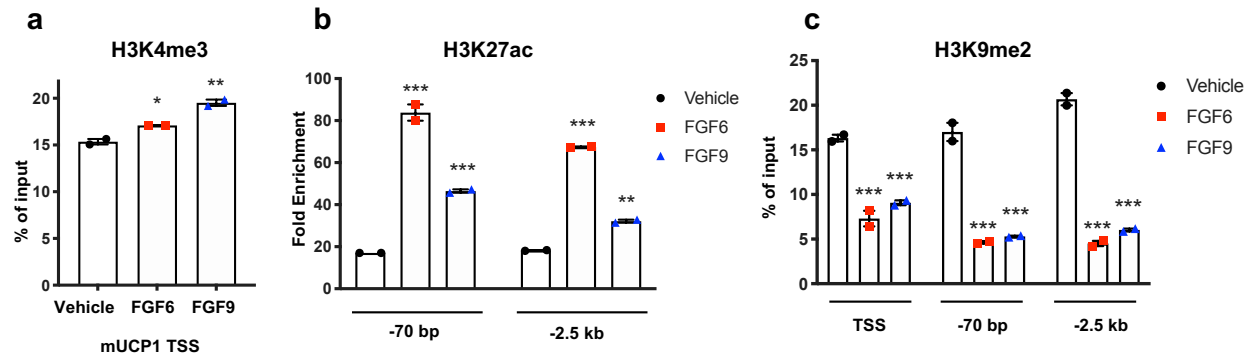

**Supplementary Figure 12. FGF6 and FGF9 treatment results in epigenetic changes associated with transcriptional activation of *Ucp1*, related to Figure 3** (a) Chromatin immunoprecipitation for H3K4me3, (b) H3K27ac, and (c) H3K9me2 at the indicated sites in brown preadipocytes treated with vehicle, FGF6, or FGF9 for 24 hours. N=2 per group. Data are presented as Means  $\pm$  SEM. One-way ANOVA in a and Two-way ANOVA in b-c. \*\*\*p < 0.001, \*\*p < 0.01, \*p < 0.05. A representative from a total of 2-3 independent experiments is shown. Source data are provided as a Source Data file.

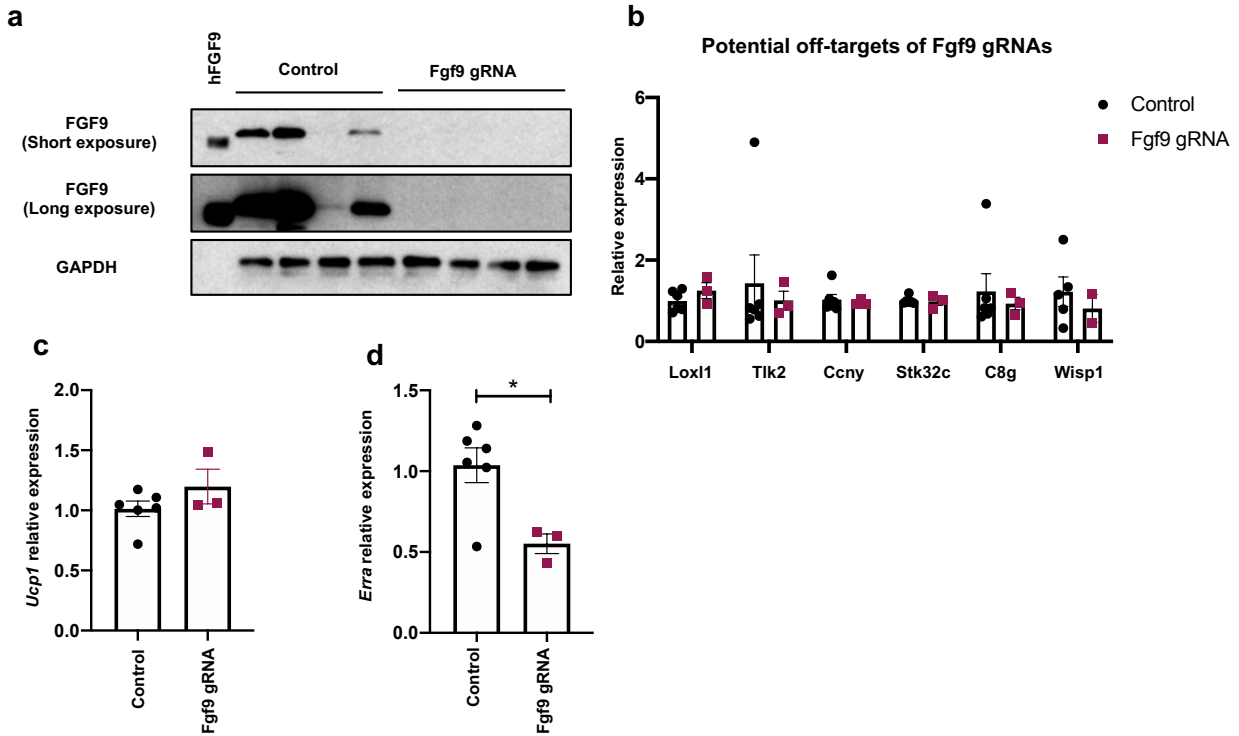

**Supplementary Figure 13. FGF9 loss of function in BAT, related to Figure 5.** (a) FGF9 protein in BAT of adiponectin-Cre Cas9 knock-in mice (Rosa26-floxed STOP-Cas9 knock-in) injected with control or AAV-FGF9 gRNA. 15  $\mu$ g total protein was used for WB. (b) Gene expression of the predicted gRNA off-targets. N=3-6 per group. (c) *Ucp1* expression in BAT of *Ucp1*-Cre Cas9 knock-in mice injected with control or AAV-FGF9 gRNA upon 3 days cold exposure. (d) *Erra* expression in BAT-SVF derived from *Ucp1*-Cre Cas9 knock-in mice injected with control or AAV-FGF9 gRNA upon 3 days cold exposure. Data are presented as Means  $\pm$  SEM. Two-way ANOVA in b and Two sample t-test in c and d. \* $p < 0.05$ . Source data are provided as a Source Data file.

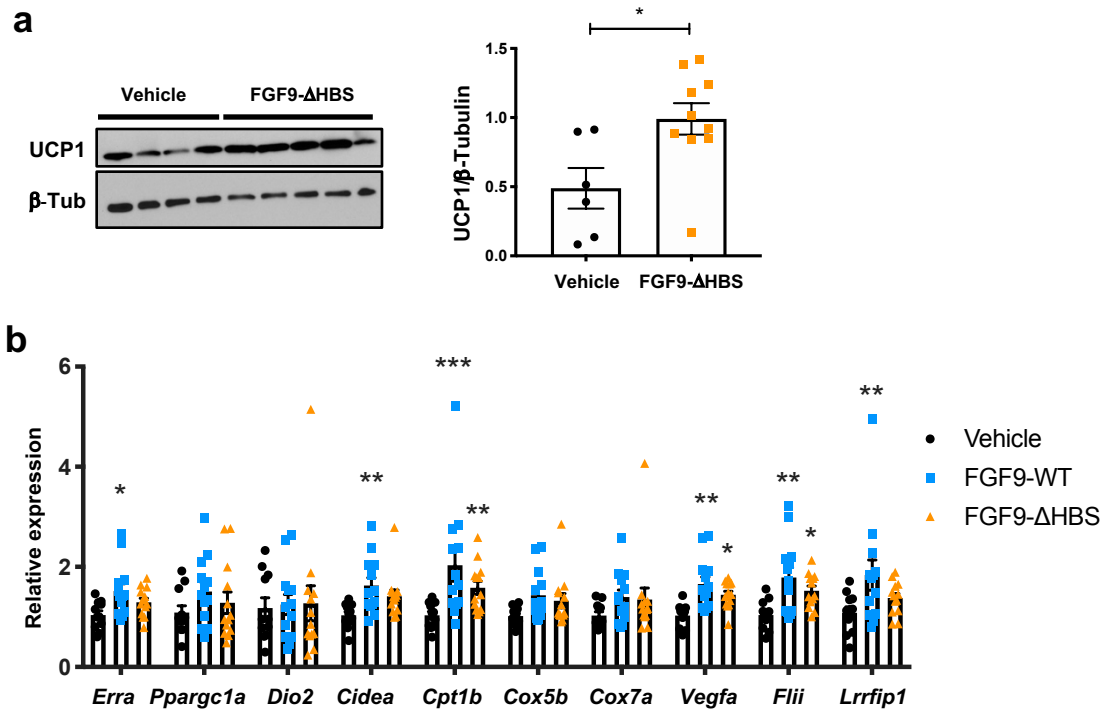

**Supplementary Figure 14. FGF9 protein induces UCP1 and other thermogenic genes in BAT, related to Figure 5.** (a) UCP1 protein levels in BAT after 17 days of daily subcutaneous injection of FGF9-ΔHBS or vehicle. N=6-10 per group. 12.5 μg total protein was used for WB. (b) Gene expression in BAT after 17 days of daily subcutaneous injection of FGF9-WT, FGF9-ΔHBS, or vehicle. N=12-13 per group. Data are presented as Means ± SEM. Two sample t-test in a and Two-way ANOVA in b. \*\*\*p < 0.001, \*\*p < 0.01, \*p < 0.05. A representative from a total of 2-3 independent experiments is shown. Source data are provided as a Source Data file.

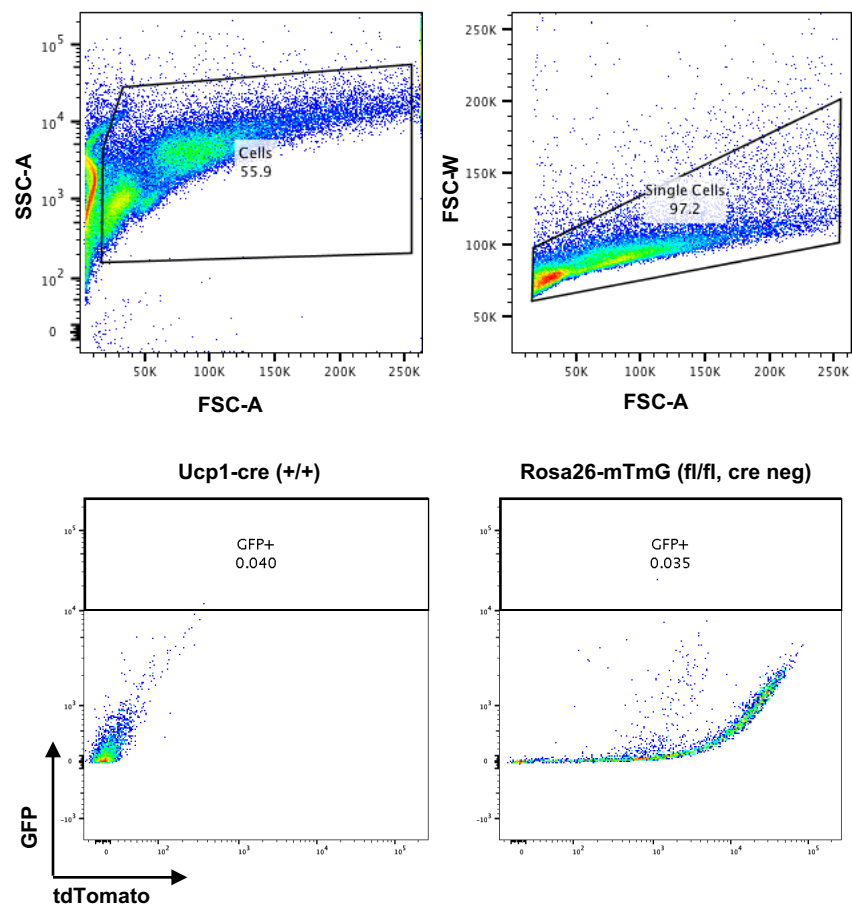

**Supplementary Figure 15. Gating strategy in flow cytometry analysis in BAT-SVF of Ucp1-cre Rosa26-mTmG, related to Figure 5.** Top: Debris and doublets were excluded based on forward and side scatter profiles. Bottom: tdTomato and GFP labeling in samples with neither tdTomato or GFP labeling (Ucp1-cre only) on the left and tdTomato labeling (Rosa26-mTmG only) on the right.

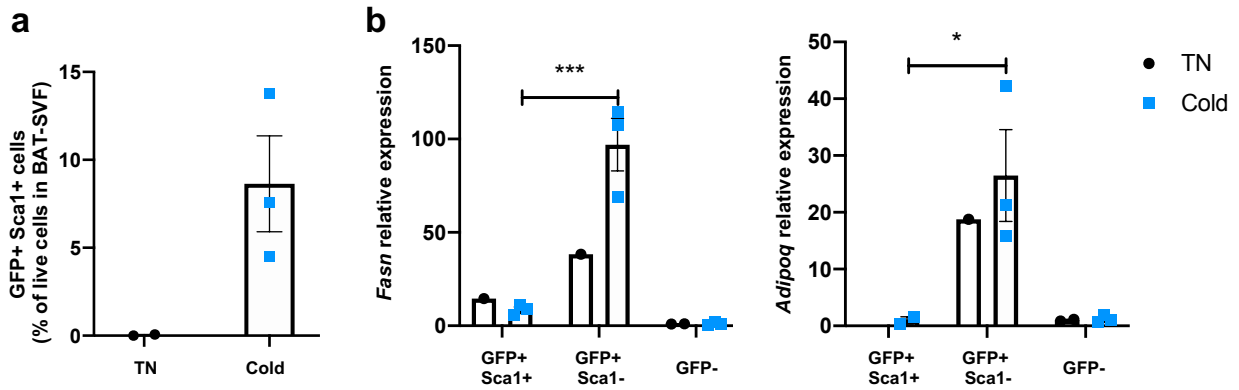

**Supplementary Figure 16. Characterization of GFP+ Sca-1+ cells in BAT-SVF, related to Figure 5. (a)**

Frequency of GFP+ Sca-1+ cells and (b) *Fasn* and *Adipoq* expression in GFP+ Sca-1+, GFP+ Sca-1-, and GFP- cells isolated from the BAT-SVF of Ucp1-cre Rosa26-mTmG mice housed at TN or cold for 7 days. N=2-3 per group. Data are presented as Means  $\pm$  SEM. Two sample t-test in b. \*\*\*p < 0.001, \*p < 0.05. A representative from a total of 2 independent experiments is shown. Source data are provided as a Source Data file.

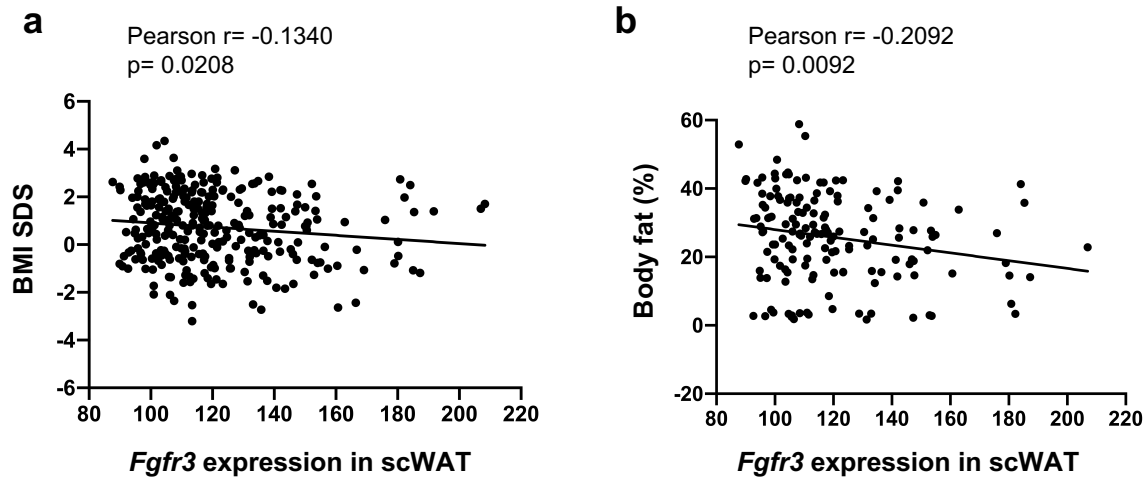

**Supplementary Figure 17. Correlations in childhood cohort, related to Figure 5.** Correlation between *Fgfr3* expression in scWAT and (a) BMI ( $n=297$ ) and (b) percentage of body fat ( $n= 154$ ) in childhood cohort. Pearson correlation coefficient and p-values are shown. Source data are provided as a Source Data file.

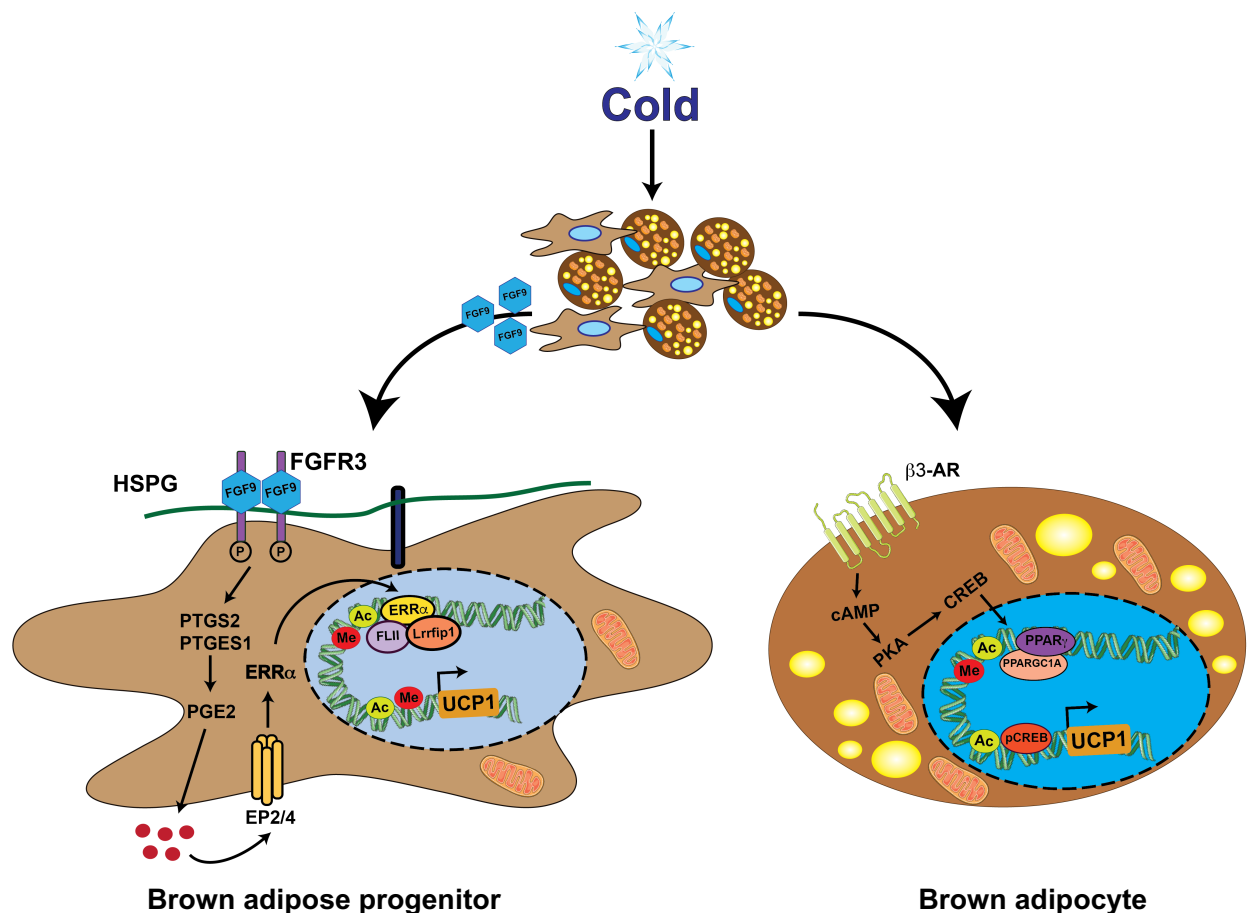

**Supplementary Figure 18. Regulation of UCP1 expression by canonical and non-canonical pathways.** Cold exposure triggers production of catecholamines which activate brown adipocytes mainly through activation of the  $\beta$ 3-adrenergic receptor ( $\beta$ 3-AR). Activation of  $\beta$ 3-AR results in rise of cAMP. cAMP-dependent protein kinase (PKA) transduces the cAMP signal to its downstream targets including cAMP response element-binding protein, CREB. Phosphorylated CREB activates Ucp1 expression directly (through binding to CRE elements in Ucp1 proximal promoter) and indirectly (through inducing the expression of peroxisome proliferator-activated receptor gamma coactivator 1-alpha (PPARGC1A)). Cold exposure also elevates FGF9 expression in BAT. Binding of FGF9 to FGFR3 induces PGE2 production through induction of the key enzymes involved in its biosynthesis. In the next step, PGE2 molecules act through EP2 and EP4 cell surface receptors to promote the binding of ERR $\alpha$  to ERR response element in the *Ucp1* enhancer. ERR $\alpha$  binding, together with the recruitment of its transcriptional co-activators FLII/LRRFIP1 to the *Ucp1* locus enables transcriptional activation.

# Supplementary material for: FGF6 and FGF9 regulate UCP1 expression independent of brown adipogenesis
**Source:** Nat Commun. 2020 Mar 17;11:1421. doi: 10.1038/s41467-020-15055-9
**Supplement:** Supplementary file 2 — Description of Additional Supplementary Information

### **Description of Additional Supplementary Files**

**File Name:** Supplementary Data 1

**Description:** The Supplementary Data 1 contains the analyzed RNA-sequencing data of mouse brown preadipocytes treated with FGF6 (200 ng/ml) or vehicle for 4, 8, and 24 hours.

**File Name:** Supplementary Data 2

**Description:** The Supplementary Data 2 contains the list of proteins identified in the enChIP experiment.

**File Name:** Supplementary Data 3

**Description:** The Supplementary Data 3 contains the sequences of primers used in the study.

**File Name:** Supplementary Data 4

**Description:** The Supplementary Data 4 contains the original uncropped scans of the western blots.

# Supplementary material for: FGF6 and FGF9 regulate UCP1 expression independent of brown adipogenesis
**Source:** Nat Commun. 2020 Mar 17;11:1421. doi: 10.1038/s41467-020-15055-9

Original blots related to Figure 1e

**UCP1**

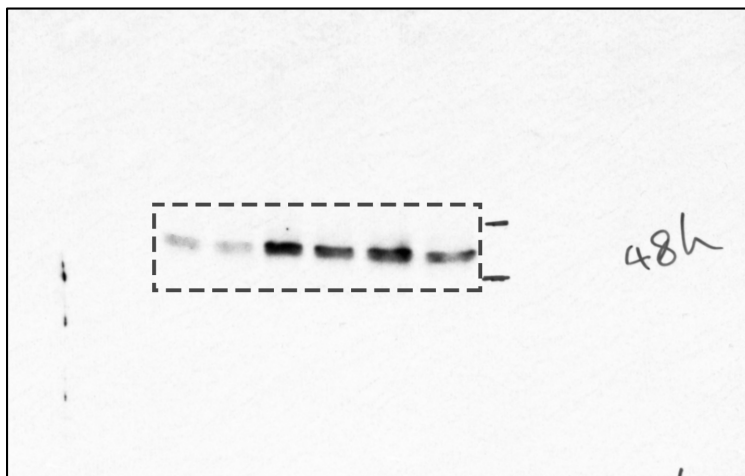

**$\beta$ -Tubulin**

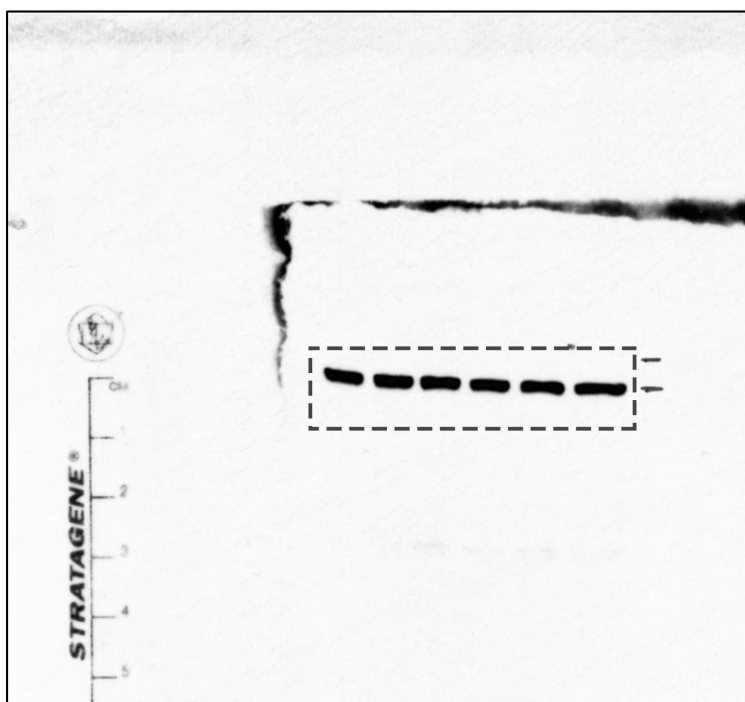

Original blots related to Figure 3e

**FLII**

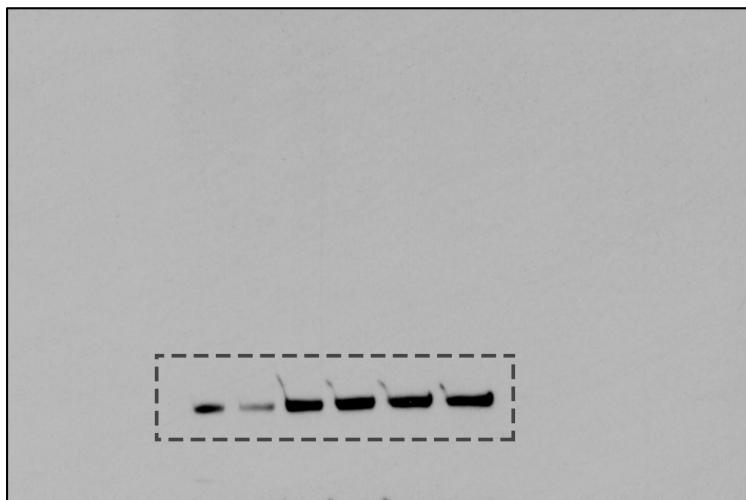

**$\beta$ -Tubulin**

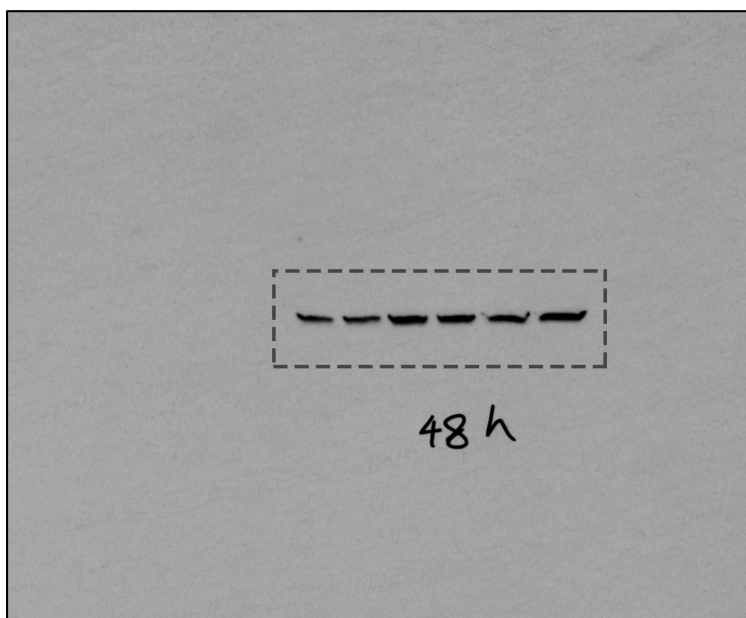

Original blots related to Figure 3g

ERRA

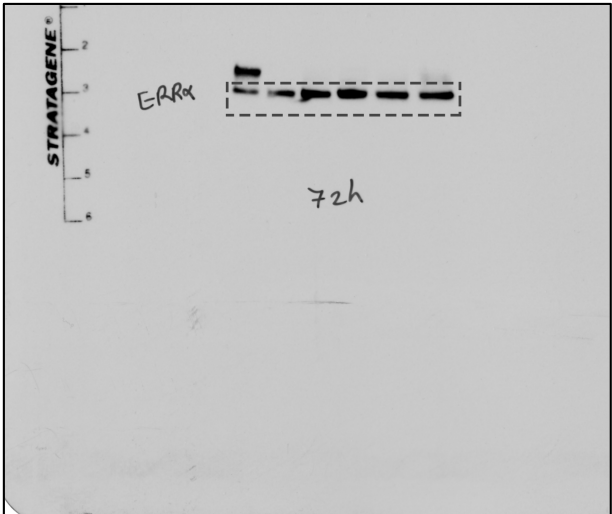

$\beta$ -Tubulin

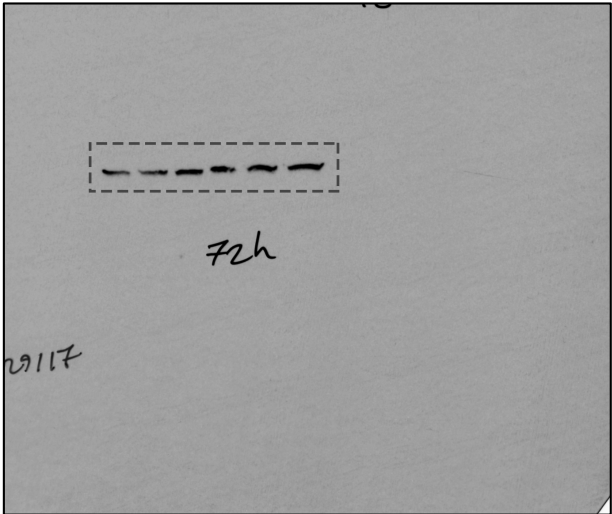

Original blots related to Figure 3l

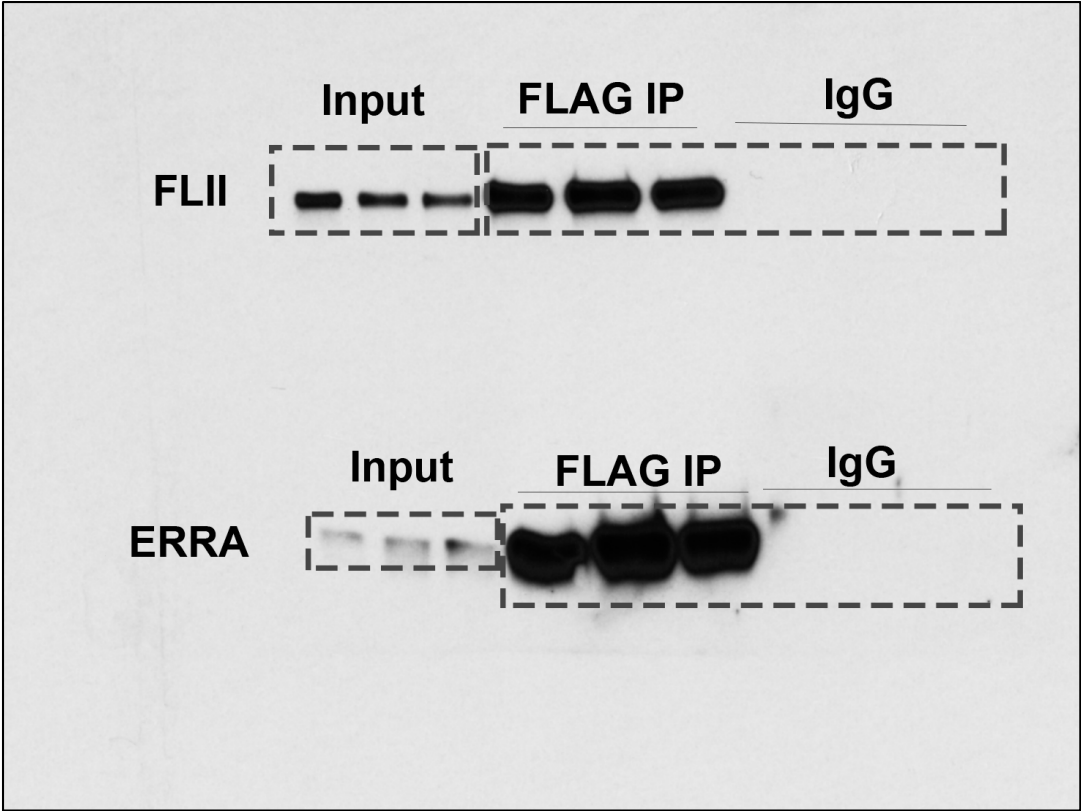

Original blots related to Figure 4h

ERRA

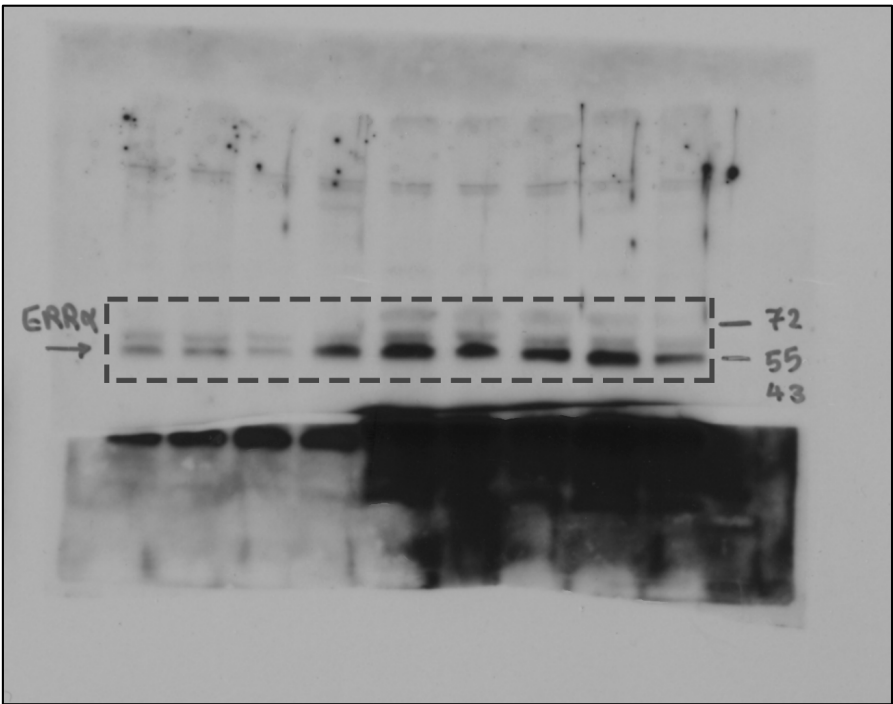

$\beta$ -Tubulin

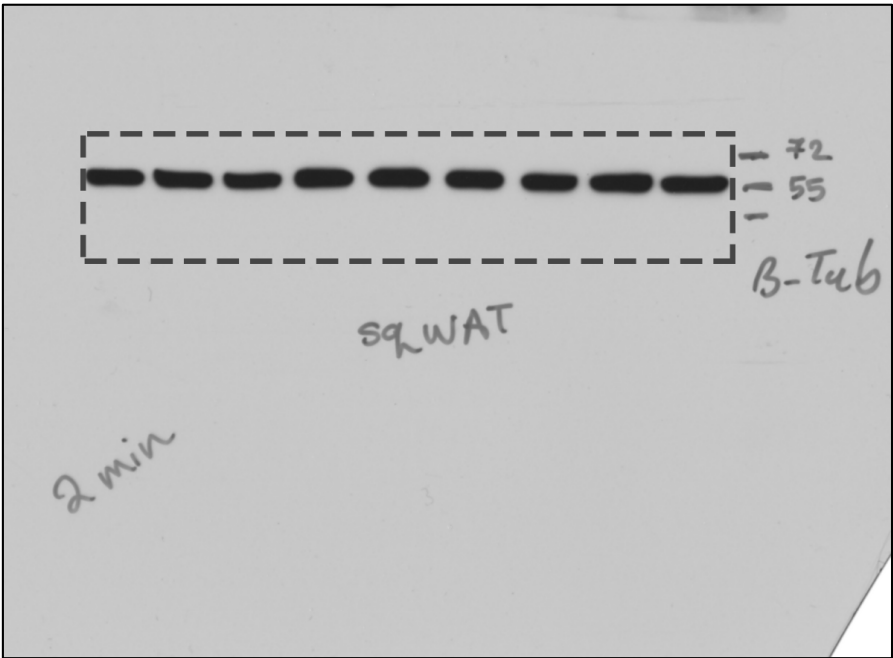

Original blots related to Figure 4i

FLII

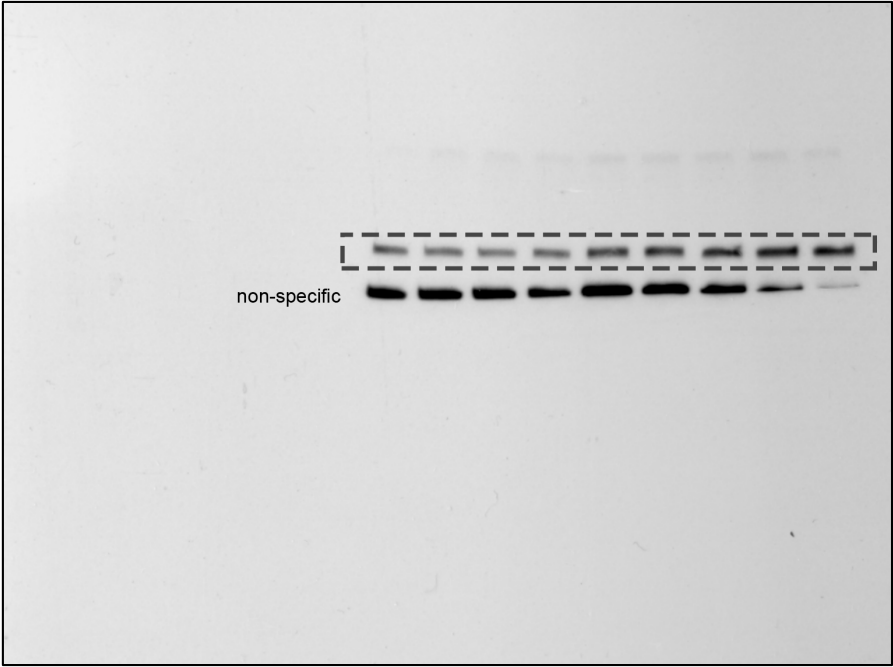

$\beta$ -Tubulin

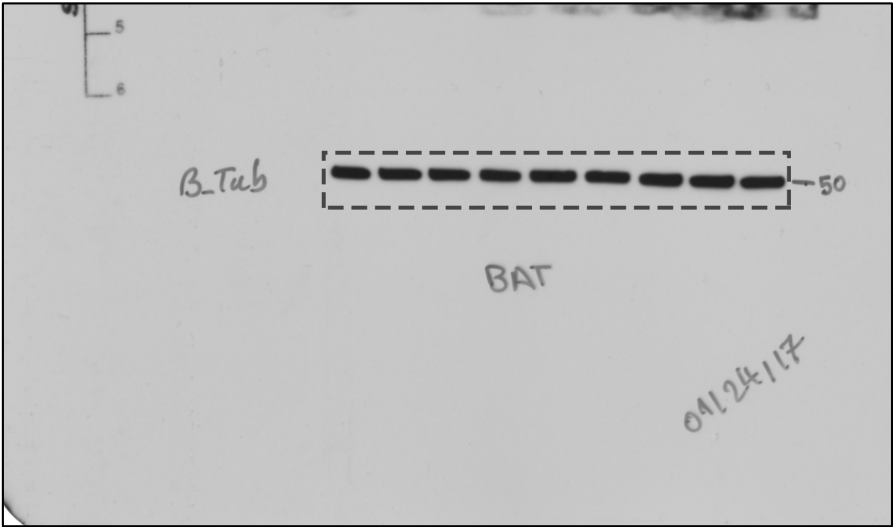

Original blots related to Extended Data Figure 1h

UCP1

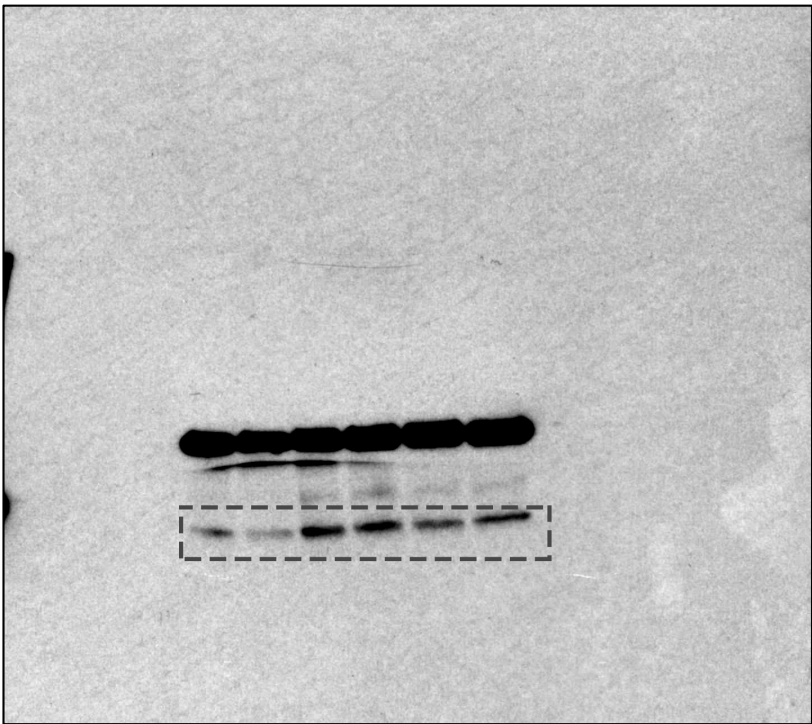

$\beta$ -Tubulin

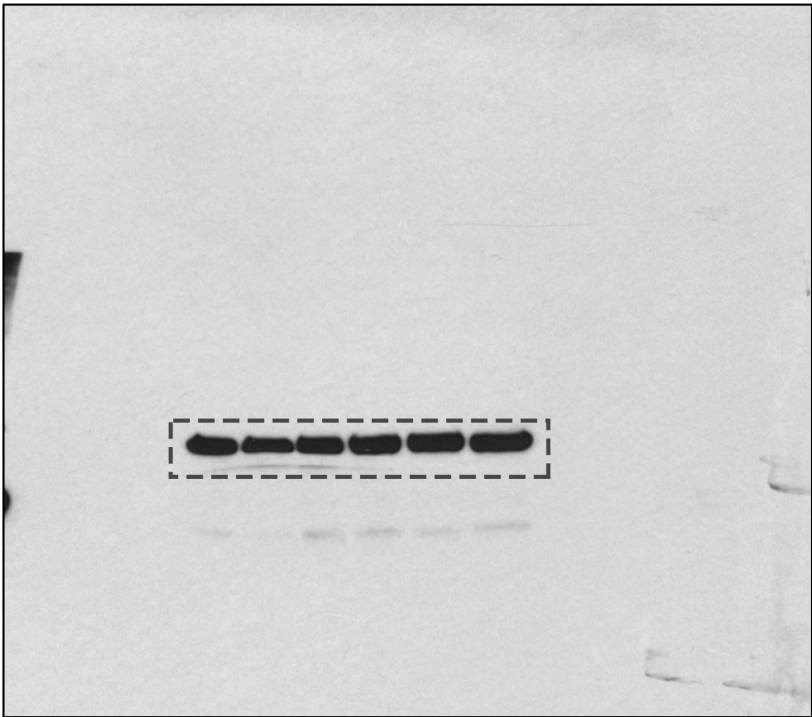

Original blots related to Figure 2c

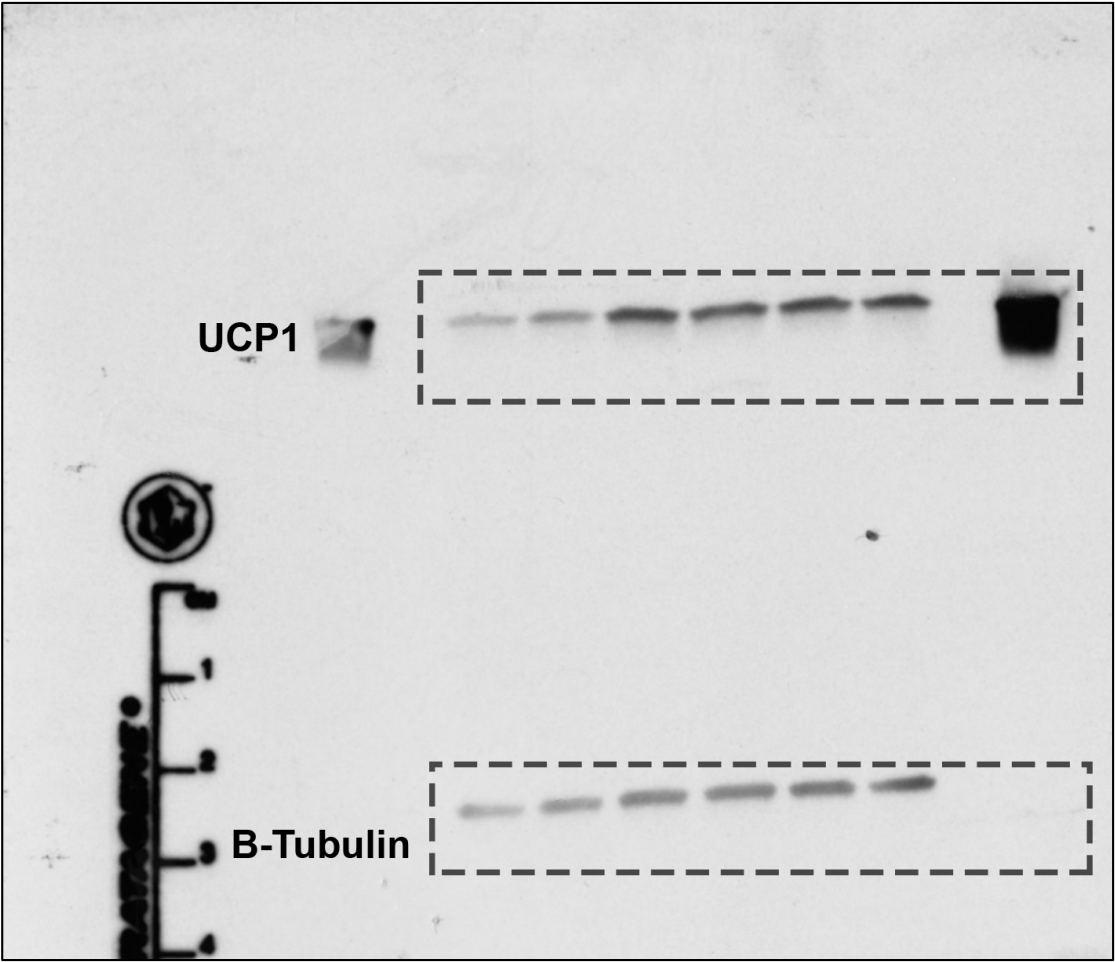

Original blots related to Extended Data Figure 2f

UCP1

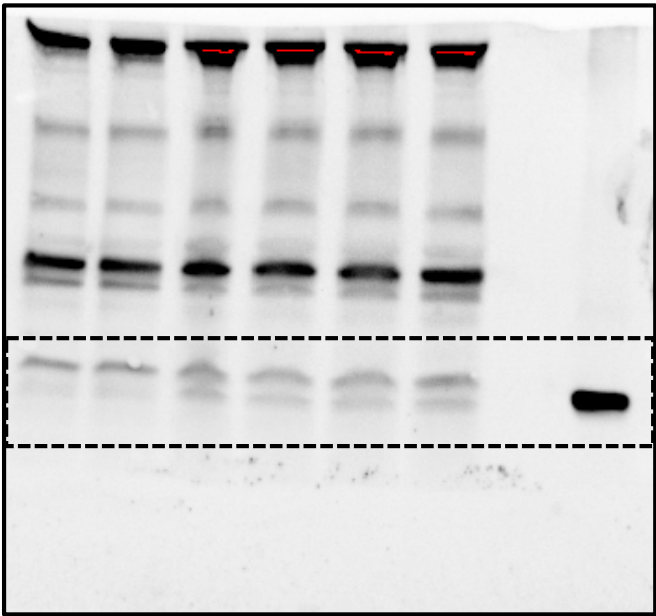

$\beta$ -Tubulin

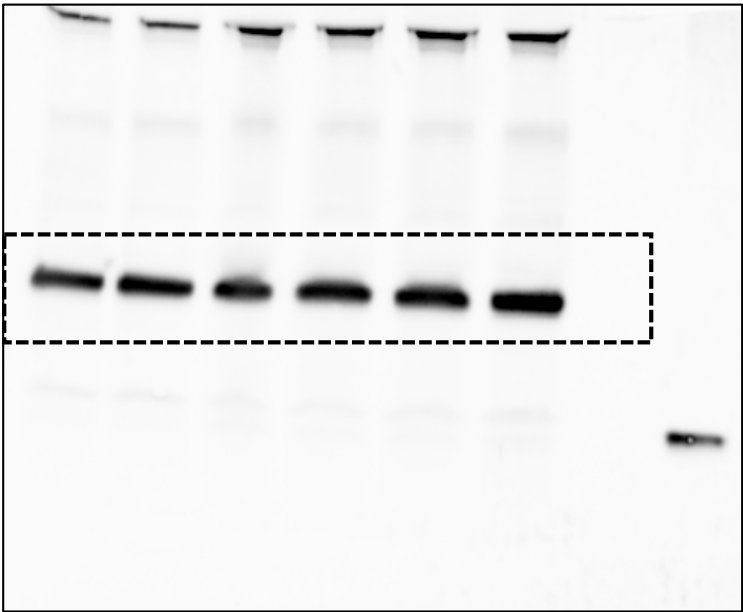

Original blots related to Extended Data Figure 4c

UCP1

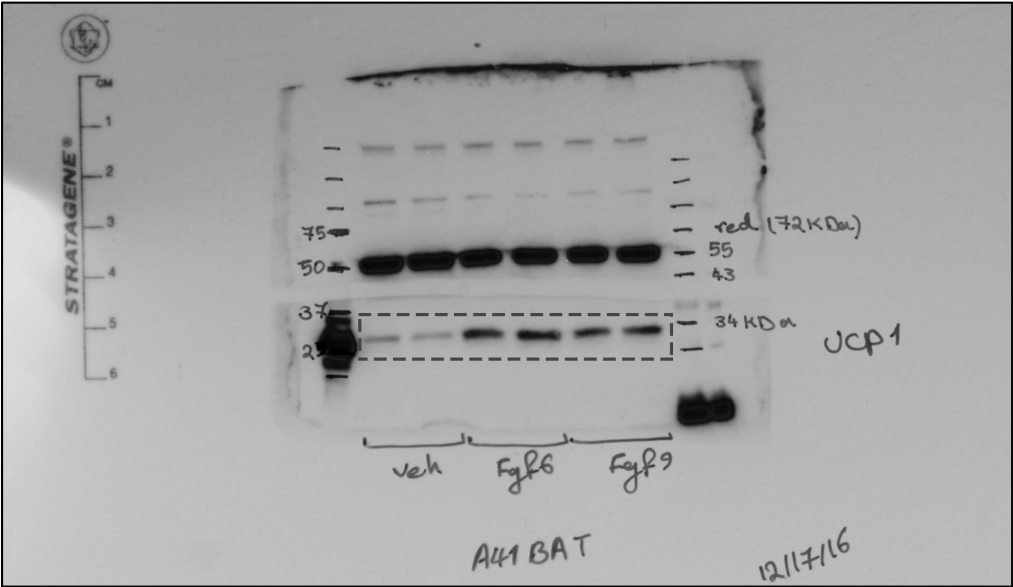

$\beta$ -Tubulin

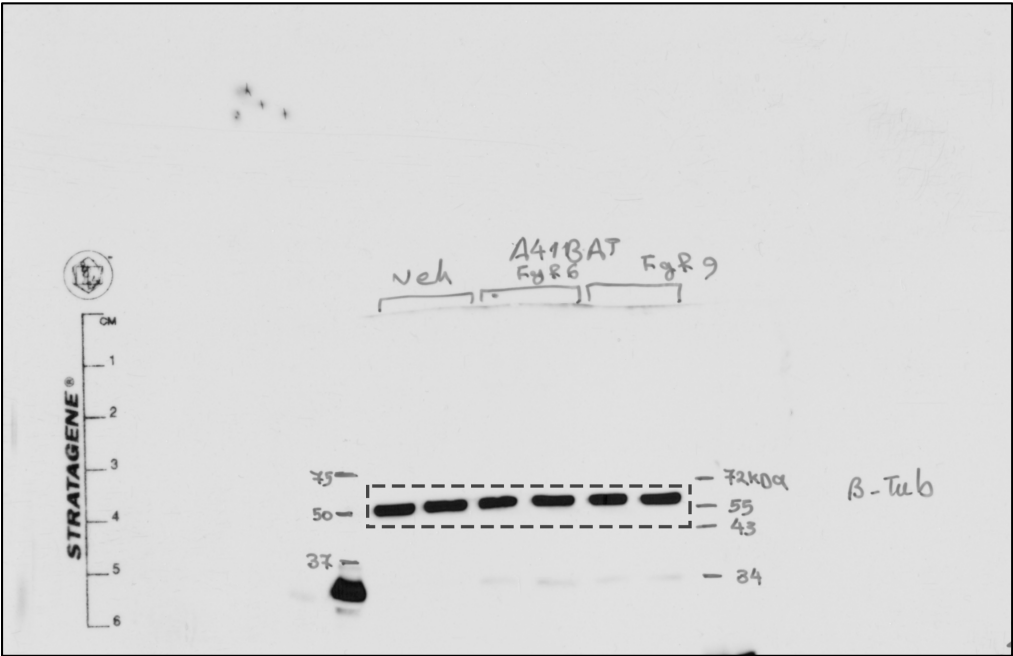

Original blots related to Extended Data Figure 4f

UCP1

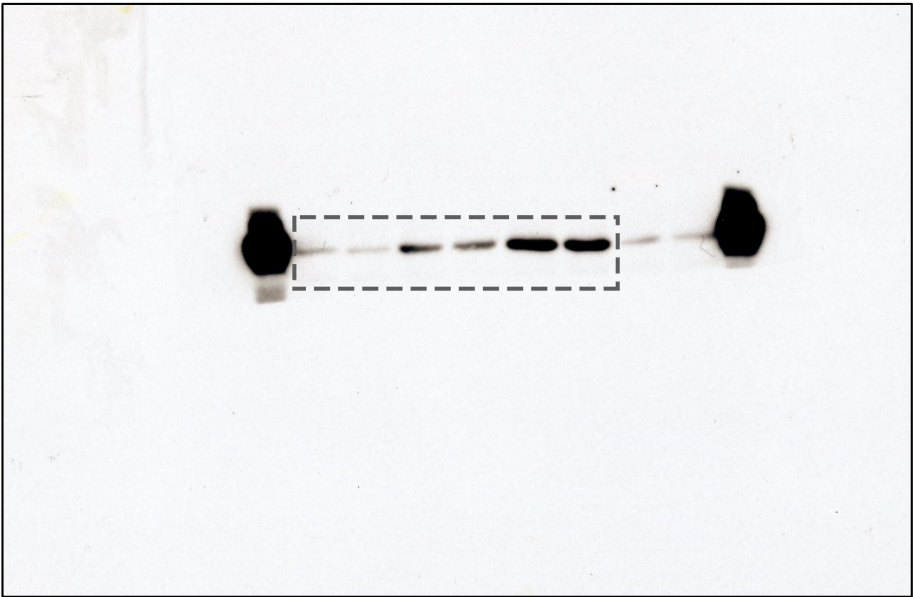

$\beta$ -Tubulin

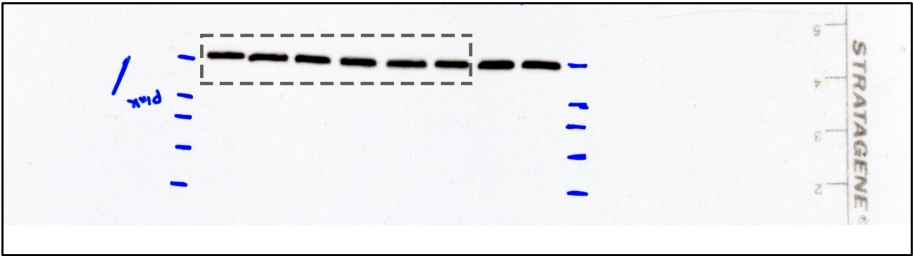

Original blots related to Extended Data Figure 7d

FGFR1

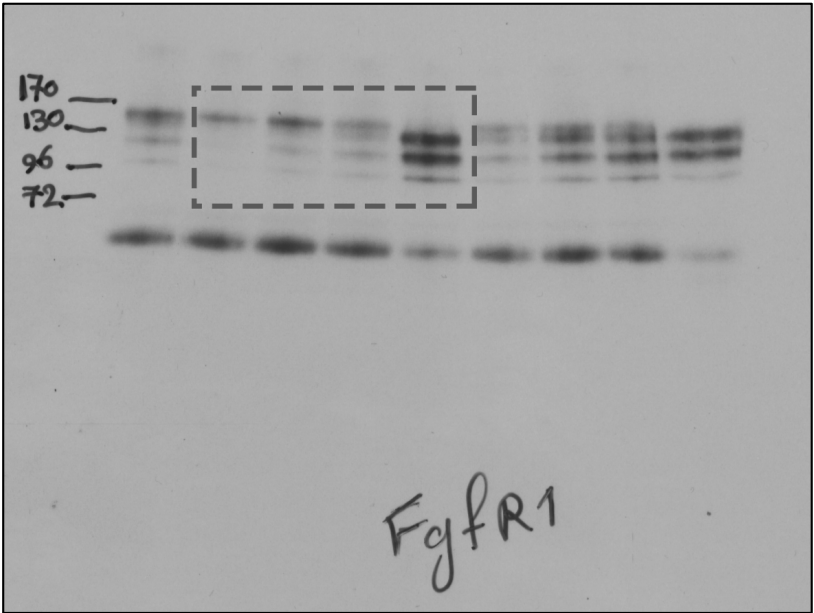

$\beta$ -Tubulin

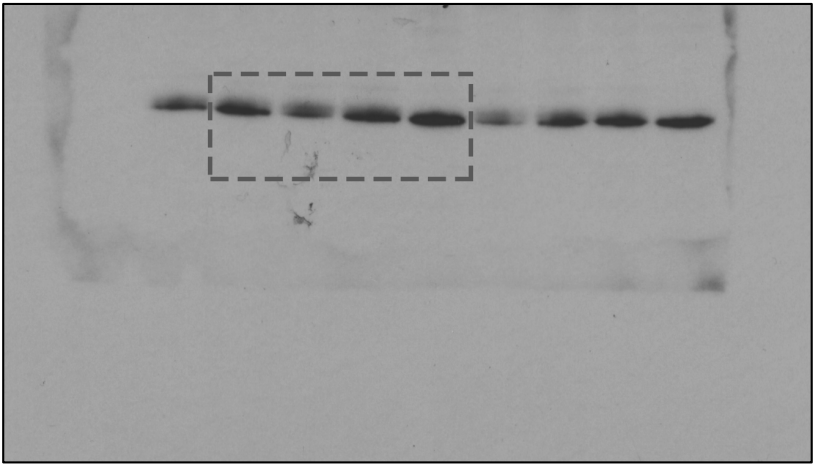

Original blots related to Extended Data Figure 8c

PTGS2

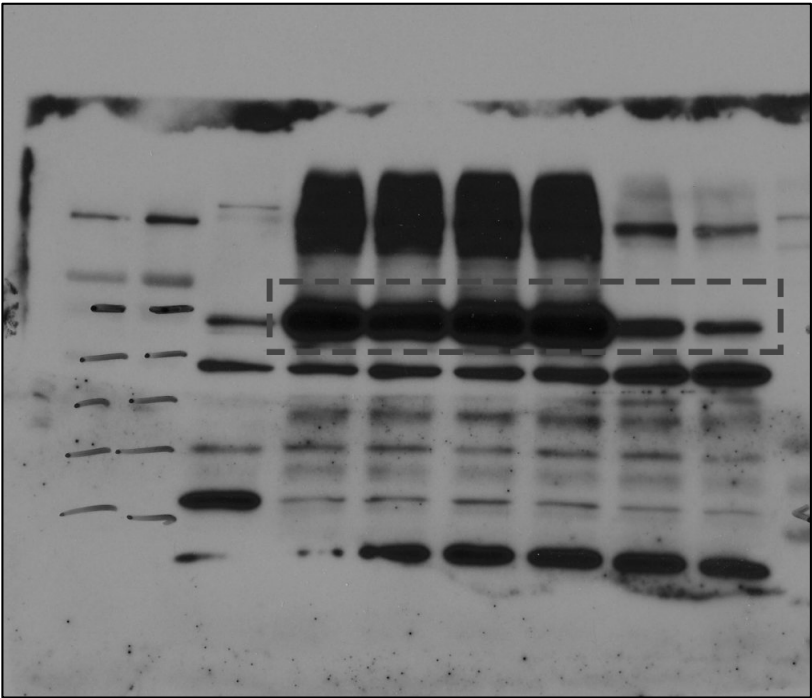

$\beta$ -Tubulin

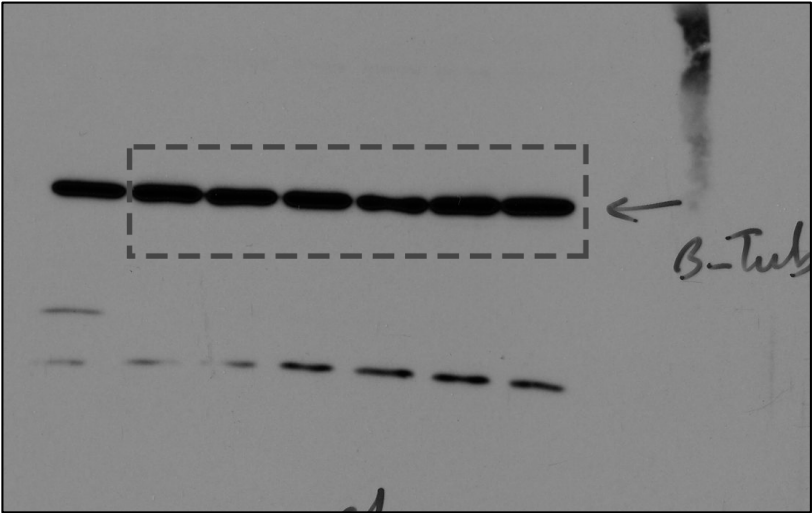

Original blots related to Extended Data Figure 9a

PPARG

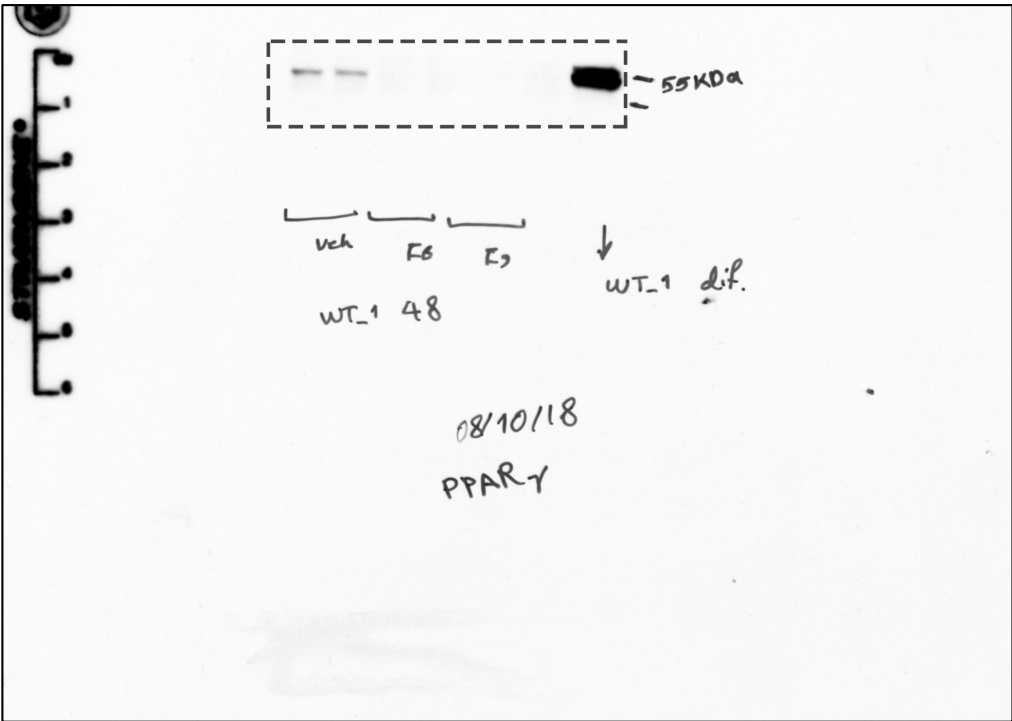

β-Tubulin

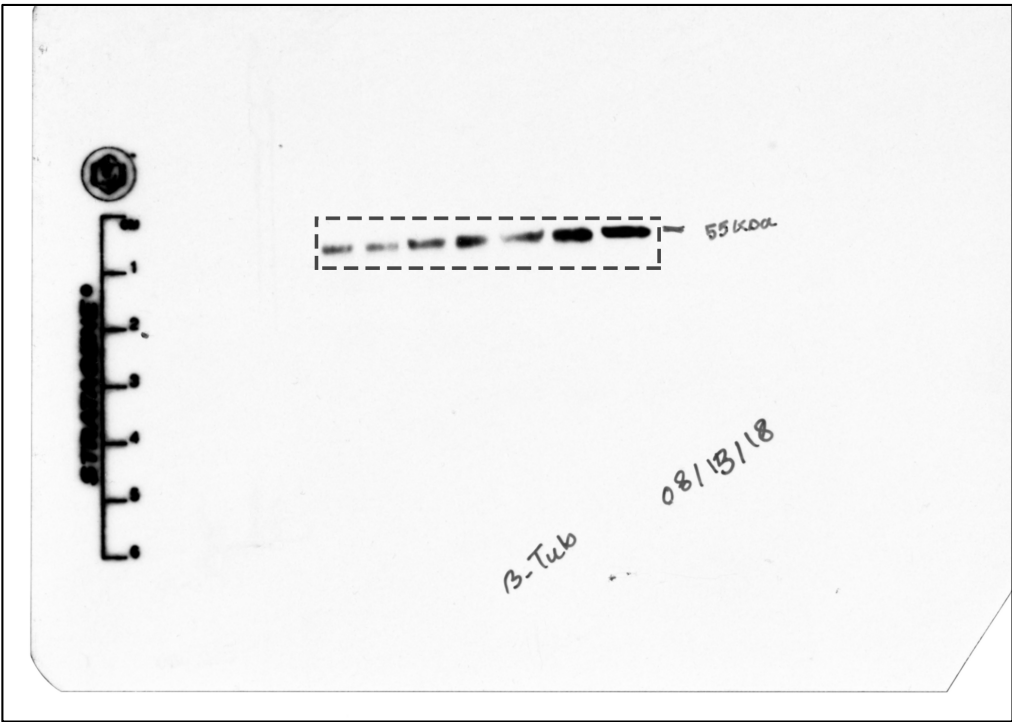

Original blots related to Extended Data Figure 13a

**FGF9**  
**(short exposure)**

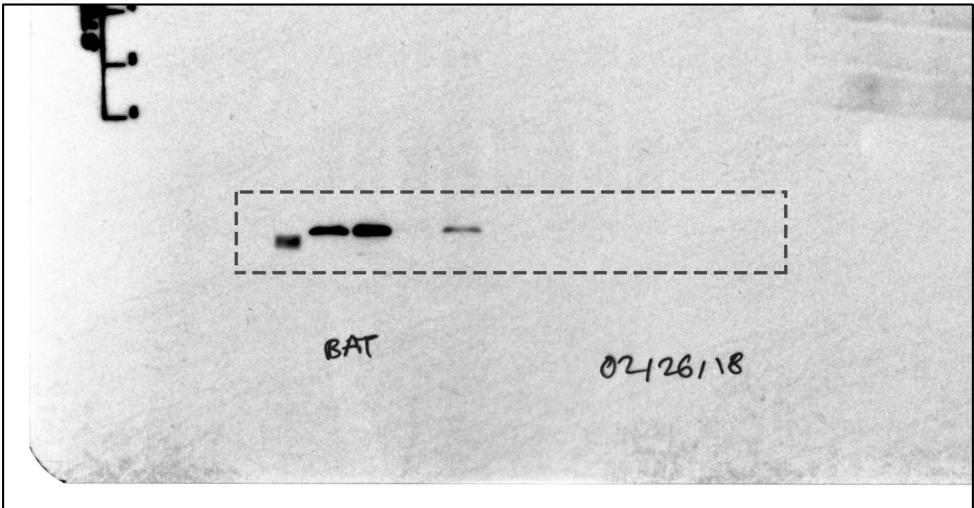

**FGF9**  
**(long exposure)**

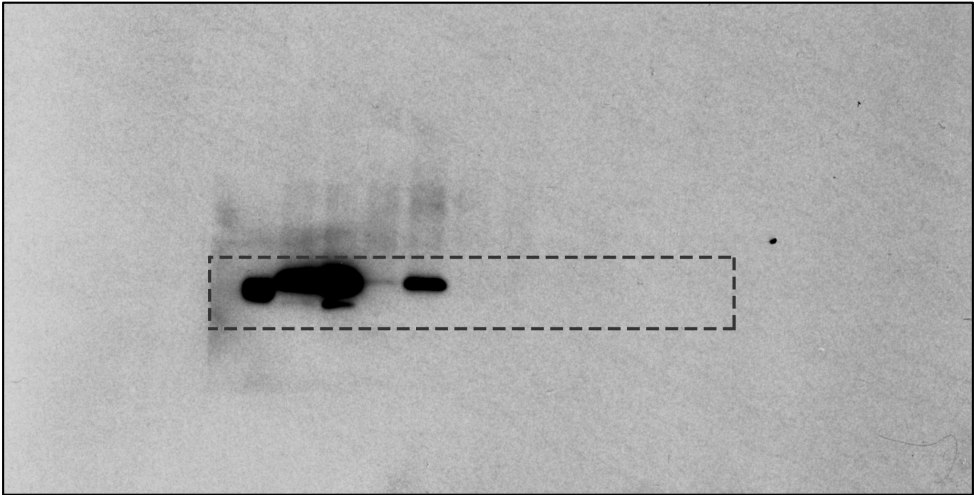

**GAPDH**

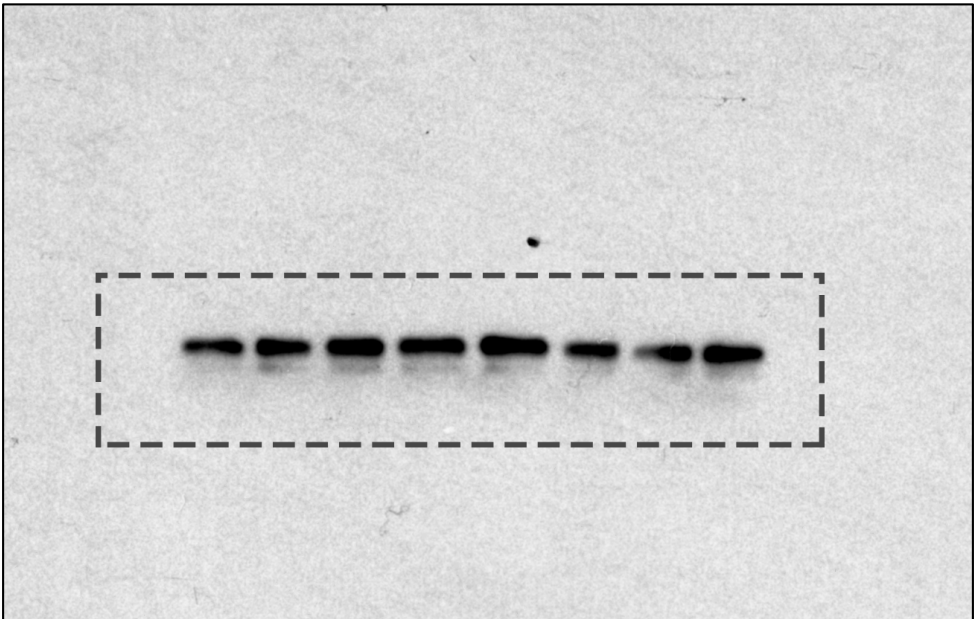

Original blots related to Figure 14a

UCP1

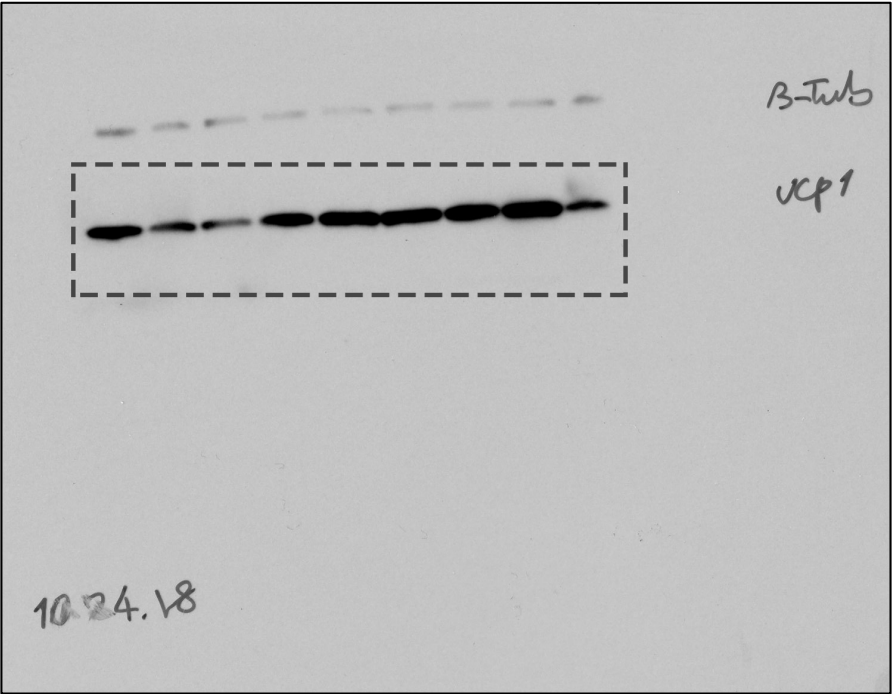

β-Tubulin

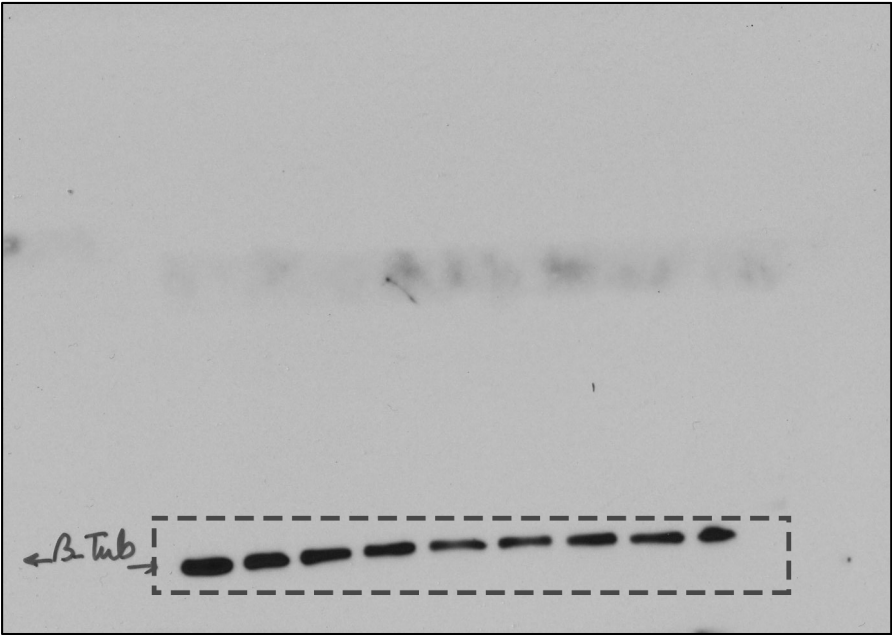

**Supplement:** Supplementary file 6 — Supplementary Dataset 4

# Supplementary material for: FGF6 and FGF9 regulate UCP1 expression independent of brown adipogenesis
**Source:** Nat Commun. 2020 Mar 17;11:1421. doi: 10.1038/s41467-020-15055-9
**Supplement:** Supplementary file 7 — Reporting Summary

## Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see [Authors & Referees](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- ☒ The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement
- ☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☒ The statistical test(s) used AND whether they are one- or two-sided  
*Only common tests should be described solely by name; describe more complex techniques in the Methods section.*
- ☒ A description of all covariates tested
- ☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☒ For null hypothesis testing, the test statistic (e.g.  $F$ ,  $t$ ,  $r$ ) with confidence intervals, effect sizes, degrees of freedom and  $P$  value noted  
*Give  $P$  values as exact values whenever suitable.*
- ☒ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☒ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☒ Estimates of effect sizes (e.g. Cohen's  $d$ , Pearson's  $r$ ), indicating how they were calculated

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

Data collection Flow cytometry data were collected using DIVA (Becton Dickinson) software.

Data analysis All statistics were calculated using Microsoft Excel, Graphpad Prism, and RStudio using LIMMA package.

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors/reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

RNA-sequencing data were deposited in the Gene Expression Omnibus (GEO accession # GSE144061).

### Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

- ☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

# Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                          |
|-----------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | No statistical method was used to predetermine sample size.<br>For animal experiments, n=5-10 was chosen based on the previous publications in the field.                                                                                |
| Data exclusions | In qPCR data, samples were rarely excluded when the RNA quality was poor or the expression of the house keeping genes (internal controls) in a particular sample differed from the average of the other samples by more than 2 Ct value. |
| Replication     | Each experiment was independently reproduced at least 2-3 times.                                                                                                                                                                         |
| Randomization   | The experiments were not randomized.<br>Animals were randomly assigned to different groups, to have the same average body weight in each group.                                                                                          |
| Blinding        | The experiments were not blinded.                                                                                                                                                                                                        |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

| n/a                      | Involved in the study                                           |
|--------------------------|-----------------------------------------------------------------|
| <input type="checkbox"/> | <input checked="" type="checkbox"/> Antibodies                  |
| <input type="checkbox"/> | <input checked="" type="checkbox"/> Eukaryotic cell lines       |
| <input type="checkbox"/> | <input type="checkbox"/> Palaeontology                          |
| <input type="checkbox"/> | <input checked="" type="checkbox"/> Animals and other organisms |
| <input type="checkbox"/> | <input checked="" type="checkbox"/> Human research participants |
| <input type="checkbox"/> | <input type="checkbox"/> Clinical data                          |

### Methods

| n/a                      | Involved in the study                              |
|--------------------------|----------------------------------------------------|
| <input type="checkbox"/> | <input type="checkbox"/> ChIP-seq                  |
| <input type="checkbox"/> | <input checked="" type="checkbox"/> Flow cytometry |
| <input type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging    |

## Antibodies

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                             |
|-----------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | <p>Western Blotting: Anti-UCP1 (ab10983 for detection of mouse UCP1 and ab155117 for detection of human UCP1), Anti-ERRA (ab16363), and Anti-PPARG antibody (ab27649) were purchased from Abcam (Cambridge, MA). Anti-Beta-Tubulin (2146), Anti-FGFR1 (9740), Anti-COX2 (12282), and Anti-FLII (14189) were purchased from Cell Signaling Technologies (Beverly, MA).</p> <p>The following antibodies were used for ChIP experiments: Anti-ERRA (ab16363, Abcam), Anti-H3K27ac (ab4729, Abcam), Anti-H3K4me3 (07-473, Millipore), and H3K9me (ab1220, Abcam).</p> <p>FLAG-M2-magnetic beads (M8823, Sigma-Aldrich) was used for Immunoprecipitation of 3xFLAG-dCas9 in enChIP experiment.</p> <p>Anti-mouse Sca-1 (Ly-6A/E, PerCP-Cy5.5 conjugate, clone E13-161.7, BioLegend) was used for staining of BAT-SVF cells in flow cytometry experiment.</p> <p>These are described in the method section of the manuscript.</p>                                                                                                                                                                                                                                                                                                                                                                                                                                                                 |
| Validation      | <p>Anti-UCP1 (ab10983): validated in Rat brown adipose tissue by Abcam.</p> <p>Anti-human UCP1 (ab155117): validated in Mouse interscapular brown adipose tissue whole cell lysate by Abcam.</p> <p>Anti-ERRA (ab16363): validated in human and mouse tissues by multiple publications found on Abcam product page.</p> <p>Anti-B-Tubulin (2146): validated in Western blot analysis of extracts from CAD and C6 cells by Cell Signaling technology.</p> <p>Anti-FGFR1 (9740): validated in Western blot analysis of extracts from A-204 cells (FGFR1 positive) by Cell Signaling technology.</p> <p>Anti-COX2 (12282): validated in Western blot analysis of extracts from Raw 264.7 cells by Cell Signaling technology.</p> <p>Anti-FLII (14189): validated in Western blot analysis of extracts from various cell lines by Cell Signaling technology.</p> <p>Anti-H3K27ac (ab4729, Abcam): validate in ChIP experiment using HeLa cells by Abcam</p> <p>Anti-H3K4me3 (07-473, Millipore): validate in Western Blotting on HeLa acid extracted nuclear preps (positive) and recombinant Histone H3 (negative) by Millipore. An independent lab has shown that this antibody performs in chromatin immunoprecipitation (ChIP).</p> <p>H3K9me (ab1220, Abcam): validated in ChIP experiments by Abcam and multiple investigators in mouse ES cells, HEK293, U2OS, and other cell lines.</p> |

## Eukaryotic cell lines

Policy information about [cell lines](#)

|                                                                      |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                  |
|----------------------------------------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Cell line source(s)                                                  | Immortalized mouse brown fat SVF cell line (Derived from the stromal vascular fraction of mouse brown adipose tissue )<br>Immortalized mouse white fat SVF (Derived from the stromal vascular fraction of mouse subcutaneous white adipose tissue )<br>Immortalized human neck brown fat SVF (Derived from the stromal vascular fraction of human deep neck fat)<br>Immortalized human neck white fat SVF (Derived from the stromal vascular fraction of human subcutaneous neck fat)<br>MEF (Mouse Embryonic Fibroblast) cell line was derived from mouse embryos.<br>C2C12 Myoblast cell line was purchased from ATCC<br>C3H/10T1/2 mouse multipotent mesenchymal progenitor cell line was purchased from ATCC |
| Authentication                                                       | Immortalized human neck brown fat SVF, C2C12, and C3H/10T1/2 cell lines have been authenticated (ATCC).                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                          |
| Mycoplasma contamination                                             | All the cell lines were tested negative for mycoplasma contamination.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                            |
| Commonly misidentified lines<br>(See <a href="#">ICLAC</a> register) | No commonly misidentified cell line was used.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                    |

## Palaeontology

|                     |                                                                                                                                                                                                                                                                                      |
|---------------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Specimen provenance | <i>Provide provenance information for specimens and describe permits that were obtained for the work (including the name of the issuing authority, the date of issue, and any identifying information).</i>                                                                          |
| Specimen deposition | <i>Indicate where the specimens have been deposited to permit free access by other researchers.</i>                                                                                                                                                                                  |
| Dating methods      | <i>If new dates are provided, describe how they were obtained (e.g. collection, storage, sample pretreatment and measurement), where they were obtained (i.e. lab name), the calibration program and the protocol for quality assurance OR state that no new dates are provided.</i> |

☐ Tick this box to confirm that the raw and calibrated dates are available in the paper or in Supplementary Information.

## Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

|                         |                                                                                                                                                                                                    |
|-------------------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals      | Mus musculus (C57BL6J, Rosa26-Cas9-adiponectin cre:B6;12;FVB, Ucp1-cre Rosa26-Luciferase: B6:FVB, Ucp1-cre Rosa26-mTmG: B6:129:FVB), male and female, age 8-16 weeks was used for the experiments. |
| Wild animals            | study did not include wild animals.                                                                                                                                                                |
| Field-collected samples | Study did not involve samples collected from the field.                                                                                                                                            |
| Ethics oversight        | All animal procedures were approved by the Institutional Animal Use and Care Committee at Joslin Diabetes Center.                                                                                  |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Human research participants

Policy information about [studies involving human research participants](#)

|                            |                           |
|----------------------------|---------------------------|
| Population characteristics | Described in the methods. |
| Recruitment                | Described in the methods. |
| Ethics oversight           | Described in the methods. |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Clinical data

Policy information about [clinical studies](#)

All manuscripts should comply with the ICMJE [guidelines for publication of clinical research](#) and a completed [CONSORT checklist](#) must be included with all submissions.

|                             |                                                                                                                          |
|-----------------------------|--------------------------------------------------------------------------------------------------------------------------|
| Clinical trial registration | <i>Provide the trial registration number from ClinicalTrials.gov or an equivalent agency.</i>                            |
| Study protocol              | <i>Note where the full trial protocol can be accessed OR if not available, explain why.</i>                              |
| Data collection             | <i>Describe the settings and locales of data collection, noting the time periods of recruitment and data collection.</i> |

## Outcomes

Describe how you pre-defined primary and secondary outcome measures and how you assessed these measures.

## ChIP-seq

## Data deposition

- ☐ Confirm that both raw and final processed data have been deposited in a public database such as [GEO](#).
- ☐ Confirm that you have deposited or provided access to graph files (e.g. BED files) for the called peaks.

## Data access links

May remain private before publication.

For "Initial submission" or "Revised version" documents, provide reviewer access links. For your "Final submission" document, provide a link to the deposited data.

## Files in database submission

Provide a list of all files available in the database submission.

## Genome browser session

(e.g. [UCSC](#))

Provide a link to an anonymized genome browser session for "Initial submission" and "Revised version" documents only, to enable peer review. Write "no longer applicable" for "Final submission" documents.

## Methodology

## Replicates

Describe the experimental replicates, specifying number, type and replicate agreement.

## Sequencing depth

Describe the sequencing depth for each experiment, providing the total number of reads, uniquely mapped reads, length of reads and whether they were paired- or single-end.

## Antibodies

Describe the antibodies used for the ChIP-seq experiments; as applicable, provide supplier name, catalog number, clone name, and lot number.

## Peak calling parameters

Specify the command line program and parameters used for read mapping and peak calling, including the ChIP, control and index files used.

## Data quality

Describe the methods used to ensure data quality in full detail, including how many peaks are at FDR 5% and above 5-fold enrichment.

## Software

Describe the software used to collect and analyze the ChIP-seq data. For custom code that has been deposited into a community repository, provide accession details.

## Flow Cytometry

## Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

## Methodology

## Sample preparation

Stromal-vascular fraction was isolated from BAT of Ucp1-Cre Rosa26-mTmG or Ucp1-CreERT2 Rosa26-mTmG mice. Interscapular BAT was dissected, minced, and digested with type 1 Collagenase 1.5 mg/mL (Worthington Biochemical) in Hanks' balanced salt's solution (HBSS, Lonza) containing 2% fatty acid free bovine serum albumin (FF-BSA; Gemini Bio-products, West Sacramento, CA) for 45 minutes at 37 C with gentle shaking. Dissociated tissue was centrifuged at 300 g for 10 minutes. After removing the adipocyte layer and supernatant, SVF pellet was washed with 10% FBS in DMEM, filtered through a 100 um cell strainer, and centrifuged at 300 g for 7 minutes. Cells were incubated in red blood cell lysis buffer (ACK Lysing Buffer, Lonza) for 5 minutes at 4 C. ACK was then diluted by adding 10% FBS in DMEM. The cells were then filtered through a 40 um cell strainer, centrifuged at 300 g for 5 minutes, and resuspended in 1% BSA in PBS. In experiment involving Sca-1 staining, samples were stained with anti-mouse Sca-1 (Ly-6A/E, PerCP-Cy5.5 conjugate, clone E13-161.7, BioLegend) at 1:200 dilution for 30 minutes, followed by washing in cell staining buffer (cat # 420201, BioLegend).

## Instrument

BD FACSAria (Becton Dickinson)

## Software

Data were collected using DIVA (Becton Dickinson) software and analyzed using FlowJo software (Tree Star, Inc.).

## Cell population abundance

No post-sorting analysis was done.

## Gating strategy

Debris and dead cells were excluded by forward and side scatter gating. Gating for GFP positive and negative populations was selected using Ucp1 cre;+/+ (no label) and Rosa26-mTmG (fl/fl) (tdTomato label only) control samples (Extended Data Figure 15).

☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

## Magnetic resonance imaging

### Experimental design

Design type

Indicate task or resting state; event-related or block design.

Design specifications

Specify the number of blocks, trials or experimental units per session and/or subject, and specify the length of each trial or block (if trials are blocked) and interval between trials.

Behavioral performance measures

State number and/or type of variables recorded (e.g. correct button press, response time) and what statistics were used to establish that the subjects were performing the task as expected (e.g. mean, range, and/or standard deviation across subjects).

### Acquisition

Imaging type(s)

Specify: functional, structural, diffusion, perfusion.

Field strength

Specify in Tesla

Sequence &amp; imaging parameters

Specify the pulse sequence type (gradient echo, spin echo, etc.), imaging type (EPI, spiral, etc.), field of view, matrix size, slice thickness, orientation and TE/TR/flip angle.

Area of acquisition

State whether a whole brain scan was used OR define the area of acquisition, describing how the region was determined.

Diffusion MRI

☐

Used

☐

Not used

### Preprocessing

Preprocessing software

Provide detail on software version and revision number and on specific parameters (model/functions, brain extraction, segmentation, smoothing kernel size, etc.).

Normalization

If data were normalized/standardized, describe the approach(es): specify linear or non-linear and define image types used for transformation OR indicate that data were not normalized and explain rationale for lack of normalization.

Normalization template

Describe the template used for normalization/transformation, specifying subject space or group standardized space (e.g. original Talairach, MNI305, ICBM152) OR indicate that the data were not normalized.

Noise and artifact removal

Describe your procedure(s) for artifact and structured noise removal, specifying motion parameters, tissue signals and physiological signals (heart rate, respiration).

Volume censoring

Define your software and/or method and criteria for volume censoring, and state the extent of such censoring.

### Statistical modeling & inference

Model type and settings

Specify type (mass univariate, multivariate, RSA, predictive, etc.) and describe essential details of the model at the first and second levels (e.g. fixed, random or mixed effects; drift or auto-correlation).

Effect(s) tested

Define precise effect in terms of the task or stimulus conditions instead of psychological concepts and indicate whether ANOVA or factorial designs were used.

Specify type of analysis: ☐ Whole brain ☐ ROI-based ☐ Both

Statistic type for inference  
(See [Eklund et al. 2016](#))

Specify voxel-wise or cluster-wise and report all relevant parameters for cluster-wise methods.

Correction

Describe the type of correction and how it is obtained for multiple comparisons (e.g. FWE, FDR, permutation or Monte Carlo).

### Models & analysis

n/a | Involved in the study

☐

☐ Functional and/or effective connectivity

☐

☐ Graph analysis

☐

☐ Multivariate modeling or predictive analysis

|                                               |                                                                                                                                                                                                                           |
|-----------------------------------------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Functional and/or effective connectivity      | Report the measures of dependence used and the model details (e.g. Pearson correlation, partial correlation, mutual information).                                                                                         |
| Graph analysis                                | Report the dependent variable and connectivity measure, specifying weighted graph or binarized graph, subject- or group-level, and the global and/or node summaries used (e.g. clustering coefficient, efficiency, etc.). |
| Multivariate modeling and predictive analysis | Specify independent variables, features extraction and dimension reduction, model, training and evaluation metrics.                                                                                                       |

How the deposited data were processed for this re-analysis (not part of the article)

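The cells, an immortalized line of mouse brown preadipocytes, received vehicle or FGF6 at 200 ng/ml for 4, 8, or 24 h, and RNA was sequenced from 3 libraries in each of the 6 groups. The condition and replicate number of each library came from the labels of the samples, and the dose from the description of Supplementary Data 1. All 18 libraries were used. Same-numbered libraries share only a number in the labels, and whether they were handled together is not stated.

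The authors aligned the reads to GRCm38.p4 with STAR and assigned them to GENCODE genes with Subread featureCounts. They deposited one table of raw counts per gene, with no normalization. The paper's text does not state the versions, the annotation release, the strand setting, or how reads mapping to several places were treated. Counts of genes that overlap a gene on the other strand, or that have near-identical copies, are therefore uncertain. The paper's own values, which it obtained with TMM factors, voom, and limma, are in Supplementary Data 1, of which 1851 of 14517 genes could be read here.

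From the deposited counts, genes were kept by edgeR's filterByExpr with the 6 groups, which left 15071 of 48023. edgeR 4.0.16 in R 4.3.3 computed TMM factors and fitted its quasi-likelihood model to the 6 group means over all 18 libraries, without covariates. FGF6 was compared with vehicle at each time point, and the difference of these effects between time points was tested as an interaction. P-values were adjusted by the Benjamini-Hochberg method, and an FDR under 0.25 was used as in the paper, with 0.05 as the stricter threshold. The standard error given for a log2 fold change is the one implied by the quasi-likelihood F statistic. CPM values are counts over the TMM-scaled total of the genes kept, and are given as mean ± SD of 3 libraries. Gene lists were tested with limma 3.58.1 (roast, mean statistic, 9999 rotations) on voom-transformed counts. With 3 libraries against 3, an exact permutation test cannot go below a p of 0.1 and chance alone would fully separate 10% of genes.

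Library totals ranged from 24327816 to 33471980 counts. A gene at or below 3 counts in all libraries of a group was treated as at the floor, and a fold against such a group is a lower bound. Such floors cover counting error only.

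The genes named in the text are those the paper names for its RNA-seq, heatmap, and qRT-PCR panels. Added to them are, at each time point, the 3 genes with the largest increase and the 3 with the largest decrease among genes with an FDR under 0.05, no overlap between the groups, and a mean of at least 1 CPM. Lars2, Akr1c18, Ltc4s, and Cbr2 were named after the data were seen. This rule, the tests, the libraries in each fit, and all alternatives but 2 were set before the data were examined. The alternatives were limma with voom, DESeq2 1.42.0 with its size factors, library sizes alone, upper-quartile factors, no filter on low counts, at least 10 counts in every library, only the libraries of the time points compared, the replicate number as a block, the camera test for gene lists, an FDR under 0.05, and leaving out each library in turn. An offset for GC content and transcript length and a threshold of at least 2-fold were chosen after seeing the data. Gene symbols, positions, GC content, and lengths came from GENCODE release M21 on GRCm38, which held 98.3% of the gene identifiers.

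The methods were tested on simulated counts drawn from the means of these libraries, with 200 genes changed by known amounts. These changes were 2-fold or more. At an FDR under 0.05, edgeR recovered 176 (89.3%) of the 197 changed genes that were tested, with 6 false calls among 14693 genes. The integrins, collagens, and laminins were raised as well and were left out of the false calls. As most simulated genes were unchanged, the check does not cover data in which most genes differ, many by a few percent. It cannot tell how many calls at an FDR under 0.25 were false. In a simulation with a trend on GC content over 14703 genes, the offset lowered the Spearman correlation of log2 fold change with GC content, taken across genes, from 0.749 to 0.0118. Experiments of the paper other than the RNA-seq, and the KEGG gene sets, were not analysed here, and results on further genes next to PGE2 are not reported.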

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

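The splits of the libraries described here, and the count at 24 h with an offset for GC content and transcript length, were chosen only after the results were seen.

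Most genes tested differed between FGF6 and vehicle, and several causes in the libraries were tested. Total counts did not differ between the treatments (exact permutation p = 0.377, two-sided). Without the 20 most counted genes of each library, 12597 genes were called at 24 h, and with the GC and length offset 12645. All 18 libraries lay nearest the mean of their own group. The smallest chi-square per degree of freedom between libraries of a group was 2.44, which speaks against a library entered more than once. The labels were also exchanged between treatments. Of 10 splits at each time point, 4 part all same-numbered pairs and 6 part 1 pair, and the real one was the only one of the 10 to call any gene. It was thus 1 of 4 at 4, 8, and 24 h. As 1 of 4 is the smallest share that the 4 splits allow, and as every other split mixes the treatments within its groups, the splits cannot tell chance from a difference. An activity of FGF6 on a large part of the transcriptome remains the candidate explanation, and independent cultures treated with FGF6 and with an FGF receptor inhibitor would test it.

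The effect of FGF6 changed with time. The difference between time points passed an FDR of 0.25 for 7397 genes between 4 and 8 h, 10459 between 4 and 24 h, and 9378 between 8 and 24 h, and for each the real grouping was 1 of 4 splits with as large a result. From 4 to 8 h, the log2 fold change rose by 0.24 for Pla2g12a, 0.38 for Ptgs1, and 0.81 for Ptgs2 (edgeR adjusted p = 0.0286, 5e-05, and 1.21e-06). From 4 to 24 h, it rose by 0.66 for Pla2g12a, 0.43 for Pla2g4a, 0.57 for Ptgs1, and 0.40 for Ptgs2, and changed by -0.22 for Lrrfip1 and -0.65 for Esrra. From 8 to 24 h, it rose by 0.42 for Pla2g12a, 0.32 for Pla2g4a, and 0.19 for Ptgs1, and changed by -0.40 for Ptgs2, -0.20 for Ptges2, -0.33 for Lrrfip1, and -0.81 for Esrra (edgeR adjusted p = 5.22e-09 for Esrra).

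Of these 16 differences, 15 kept an adjusted p under 0.05 with the GC and length offset and 15 with library sizes alone. From 8 to 24 h, Ptgs1 lost it with the offset (0.13, edgeR adjusted p = 0.0792) and Ptges2 with library sizes alone (-0.14, edgeR adjusted p = 0.156), so these depended on the setting. The vehicle libraries contributed over 50% in 6 of the 16, Ptgs2 between 4 and 8 h among them, where vehicle fell by 0.89 and FGF6 by 0.08. For these, a change in the untreated cells may be the larger part of the difference. For Esrra between 4 and 24 h, vehicle changed by 0.02 and FGF6 by -0.63. A response of Esrra to FGF6 that weakens by 24 h is therefore the candidate explanation there. Whether it had ended by 24 h depended on the setting. Esrra at 24 h passed the threshold with the GC and length offset (log2 fold change 0.149, edgeR adjusted p = 0.00318) and in 3 of 6 fits with a library left out. It did not pass in the main fit or the 9 processing settings fixed in advance. Fresh vehicle and FGF6 cultures started at staggered times and collected together would tell a change in the untreated cells from a response to FGF6.

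Vehicle-treated cells themselves differed between 4 and 24 h in 11326 genes. With the GC and length offset the number was 11357, and the real grouping was 1 of the 4 splits with as large a result, the others giving at most 1 gene. Time in culture may account for the difference, and so could any step done on separate days, which the labels do not tell. A vehicle group collected at the start would help to separate them.

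Genes that the paper does not name had the largest changes among genes with a mean of at least 1 CPM and no overlap between groups. Areg had log2 fold changes of 6.48 at 4 h, 8.24 at 8 h, and 8.12 at 24 h, and Slc14a1 had 5.77, 7.06, and 7.92. Serpinb2 had 5.16 at 4 h, Tmem200a 6.21 at 8 h, and Il33 7.30 at 24 h. At 24 h, Areg went from 0.2958 to 85.89 CPM, with 5 to 12 counts in the vehicle libraries, and Slc14a1 from 1.257 to 303.1 CPM. The largest decreases at 4 h were those of Dchs2, at least 25.7-fold, Rasl11a (log2 fold change -4.84), and Wnt16 (-4.10). At 8 h they were those of Bmf (-6.32), Scara5 (-5.58), and Adamts15 (-5.26), and at 24 h those of Ggt5, at least 99.5-fold, Scara5 (-7.93), and Fmo1, at least 34.5-fold. Chance separation is expected for 10% of genes with 3 libraries against 3.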

How the results depend on the processing

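Each result was computed again under the alternatives. A count is called unchanged here when it stays within a factor of 1.5, a log2 fold change of a gene when it keeps its sign and its side of the threshold, and a gene list when it keeps the direction of its test and its side of the threshold, even where its mean changes sign. The 29 results named in the design include Ucp1 at 4 and 8 h, with 0 counts in both groups, so those comparisons could only be unchanged. For the 29 results, 250 of 276 comparisons were unchanged in this sense, and 187 of 192 when a library was left out. For the 84 other gene results these were 776 of 823 and 469 of 504, with 15 and 17 comparisons weaker and stronger under the alternatives and 11 and 14 when a library was left out. The cause of the changes was not tested. Counts were too low for Ucp1 to be tested with at least 10 counts in every library.

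With a threshold of at least 2-fold, chosen after seeing the data, 1829 genes changed at 4 h, 2870 at 8 h, and 3553 at 24 h, against 11412, 12380, and 12568. The effect then differed in 875 genes between 4 and 8 h, 2343 between 4 and 24 h, and 1706 between 8 and 24 h, against 7397, 10459, and 9378. Within that factor, the genes changed at 24 h ranged from 10673 with at least 10 counts in every library to 14143 without a low-count filter. At an FDR under 0.05, 4615 genes differed between 4 and 8 h. With library sizes alone, 34.0% of the genes called at 4 h were higher (3962 higher, 7704 lower), against 44.8%, and the median log2 fold change moved from -0.05 to -0.15. At 8 h it moved to -0.11, and with upper-quartile factors at 4 h to -0.105.

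Of the heatmap genes at 4 h, 7 were lower, but 2 at 2-fold and 11 with library sizes alone. At 4 h, 5 were higher, but 3 at an FDR under 0.05, 0 at 2-fold, 2 with library sizes alone, and 3 with upper-quartile factors, and from 3 to 6 when a library was left out. At 8 h, 9 were lower and 6 higher, but 5 and 0 at 2-fold. Of the regulators at 24 h, 7 were lower, but 4 at 2-fold.

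Log2 fold changes close to 0 are given to 3 decimals here. Flii at 8 h, at 0.02, was 0.057 with DESeq2, -0.044 with library sizes alone, -0.025 with upper-quartile factors, 0.053 with the GC and length offset, and 0.054 with only the time points compared. It ranged from -0.007 to 0.055 when a library was left out. The mean log2 fold change of the arachidonic acid enzymes stayed at -0.66 with camera, where the adjusted p was 0.577, and was -0.304 with at least 10 counts in every library. For the cadherins, claudins and nectins, the adjusted p of 0.247 was close to the threshold. In 4 of 6 settings fixed in advance, this list lost the threshold or the direction of its test. The mean stayed at -0.119 with camera (adjusted p = 0.863). It was -0.128 with library sizes alone (limma adjusted p = 0.377) and -0.113 with the replicate number as a block (limma adjusted p = 0.315). With at least 10 counts in every library it was -0.328 (limma adjusted p = 0.632), and the direction of the test reversed. Without a low-count filter it was 0.103, and with only the 6 libraries of the time point 0.046, while the test stayed upward. It ranged from -0.188 to -0.071 when a library was left out, and 3 of those 6 fits lost the threshold (limma adjusted p up to 0.679).

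Some signs reversed for other genes. At 4 h with library sizes alone, the log2 fold change was -0.039 for Pla2g4a, -0.054 for Rxrb, -0.04 for Nr1h2, and -0.07 for Atf2, and with upper-quartile factors -0.009 for Rxrb and -0.025 for Atf2. Flii at 4 h, at -0.02, was 0.003 with DESeq2, 0.007 with at least 10 counts, 0.017 with the GC and length offset, and 0.016 with only the time points compared. It kept its sign and passed the threshold as lower with library sizes alone (-0.122, edgeR adjusted p = 0.00788) and upper-quartile factors (-0.077, edgeR adjusted p = 0.078). Ppard at 4 h was 0.03 with the offset. At 8 h, Nr1h2 was -0.008 with library sizes alone, Rarb 0.019 with limma-voom, and Atf2 0.002 with the offset. Cebpb at 24 h was 0.105 with the offset. When a library was left out, the range was -0.04 to 0.023 for Flii at 4 h, -0.244 to 0.016 for Nr4a2 at 4 h, -0.005 to 0.091 for Atf2 at 4 h, -0.428 to 0.161 for Ppara at 8 h, -0.507 to 0.255 for Rarb at 8 h, and -0.153 to 0.127 for Cebpb at 24 h.

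Same-numbered libraries of different groups had a mean correlation of 0.03 over 45 pairs, against -0.01 over 90 pairs of other numbers, so the numbers show no pairing. With the replicate block, the genes changed at 4 h were 11421, the genes changed at 8 h 12376, and the genes changed at 24 h 12581.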

Differences from the paper's values

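The log2 fold changes of Ptgs2, Ptges, Lrrfip1, Pla2g12a, and Ptgs1 in Supplementary Data 1 differed from those here by less than the SD between libraries. The part of the table that could be read holds the genes with the largest increases at 24 h, so their direction at 24 h was fixed by that selection. Over the 1846 genes matched, the median absolute difference in log2 fold change was 0.00306 at 4 h, 0.00373 at 8 h, and 0.0049 at 24 h. The direction was the same for 1834 genes at 4 h and 1838 at 8 h. Of the genes the paper's table calls at FDR under 0.25, 1514 of 1527, 1648 of 1657, and 1830 of 1841 were also called here.

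The paper states that FGF6 and FGF9 raised Flii and Lrrfip1. For this it gives the RNA at 8 h with FGF6, and FLII protein after a longer treatment, which was not analysed here. At 24 h, Flii RNA was higher here (log2 fold change 0.09, edgeR adjusted p = 0.0376). At 8 h, Lrrfip1 was higher here, and Flii was not (log2 fold change 0.02, edgeR adjusted p = 0.635). Among settings fixed before the data were examined, DESeq2 (0.06, adjusted p = 0.178) and a fit with only the 8 h libraries (0.05, edgeR adjusted p = 0.162) put Flii past the FDR of 0.25, and so did the GC and length offset chosen after seeing the data (0.05, edgeR adjusted p = 0.149). The bars of Fig. 3d, about 170 and 180 for Flii and about 120 and 240 for Lrrfip1 as read by eye, compare with 151.1 and 153.2 CPM and with 99.36 and 250.0 CPM here at 8 h.

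The paper lists arachidonic acid metabolism and cell–ECM interactions among the pathways whose genes FGF6 upregulated. The lists of gene names used in their place had mean log2 fold changes of -0.66 and -0.76 at 24 h. Against all other genes, the camera test gave an adjusted p of 0.577 for the arachidonic acid enzymes. For the integrins, collagens, and laminins it gave 0.00159. With at least 10 counts in every library, the mean of the arachidonic acid enzymes was -0.304. These lists are not the paper's KEGG sets, so the values do not test its statement directly. The cause of the differences was not determined.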

Other observations

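The splits of the libraries, the comparison with Fig. 3d, and all tests of the vehicle 24 h library described here were chosen only after the results were seen.

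Ucp1 had 0 counts in every vehicle library and in the FGF6 libraries at 4 and 8 h. At 24 h with FGF6 it had 17 to 25 counts, or 0.7388 ± 0.158 CPM (SD, n = 3), at least 5.86-fold above the floor (edgeR adjusted p = 3.34e-06). The brown fat transcripts Dio2 and Cidea had at most 1 count in any library. Among the FGF receptors, Fgfr1 rose from 401.1 to 673 CPM at 4 h, Fgfr2 had log2 fold changes of -1.88, -1.95, and -2.02 at 4, 8, and 24 h, Fgfr3 was between 1.744 and 5.014 CPM in all groups and was lower with FGF6 at 4 h (-0.91, edgeR adjusted p = 1.01e-05) and 24 h (-0.44, edgeR adjusted p = 0.0335), and Fgfr4 had at most 5 counts in any library.

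Of the 9 adipogenic and brown fat regulators of Fig. 3a, which the paper measured by qRT-PCR, 7 were lower with FGF6 at 24 h. The log2 fold changes were -2.04 for Pparg, -2.15 for Cebpa, -1.65 for Ppargc1a, -0.87 for Klf11, -0.38 for Ebf2, and -0.18 for Zfp516, and Irf4 was at least 30.6-fold lower. Prdm16 was higher, by 0.59, and Cebpb did not differ (edgeR adjusted p = 0.578). The real grouping was 1 of 4 splits with as large a number. Fabp4 had a log2 fold change of -1.26, and Adipoq was at least 5.56-fold lower.

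The same splits were made for the lists tested above. As large a number of genes from the heatmap was lower in 1 of 4 splits and higher in 1 of 4, at 4 h and again at 8 h. At 24 h it was 1 of 4 for the arachidonic acid enzymes, for the integrins, collagens, and laminins, and for the cyclins, and 2 of 4 for the cadherins, claudins, and nectins. The 20 chemokines had a mean log2 fold change of -2.01, with 2 genes higher and 17 lower (limma adjusted p = 0.000125), and were also 1 of 4.

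Lists of genes were compared with 10000 random lists of the same expression, 4 lists at 3 time points. The median log2 fold change at 24 h of 10 genes of FGF and ERK feedback was 2.31, at the 100th percentile as at 4 and 8 h, so active FGF receptor signaling is a candidate explanation. For 10 genes of the cyclic AMP response it was -0.51, at percentile 10.81 (2.17 at 4 h, 18.27 at 8 h), so the list was not higher at these times. A rise that ended before 4 h would not show, so the list cannot tell whether PGE2 acted on the cells. For 78 genes of oxidative phosphorylation the median at 24 h was -0.10, at percentile 2.48 (0.8 at 4 h, 3.03 at 8 h), against a rise following Esrra. For 15 genes of glycolysis it was 0.53, at percentile 99.56, after 0.09 and 0.10 at 4 and 8 h, at percentiles 64.98 and 58.36. Higher glycolysis may thus involve these genes at 24 h. The paper reports higher glycolytic capacity and glucose uptake.

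The third vehicle library at 24 h lay apart from the others of its group. Its share of counts on annotated ribosomal RNA genes was 15.1 times the higher of the others, and its share on small structural RNA genes 4.03 times. Carry-over of RNA without a poly(A) tail may account for this. It lay nearest its own group (1 for yes), so a wrong label does not account for it. The SD of its differences was 0.144 before the GC and length offset and 0.141 after it, so the offset gives no sign of a GC effect. Removing annotated ribosomal RNA genes lowered its chi-square per degree of freedom from 41.2 to 15.6, which did not meet the limit of 10 first set, and the wording of that prediction was changed after the result. Without the genes over 4-fold higher in that library as well, the chi-square was 4.82. Those genes were picked by the difference itself, so this value cannot tell the cause. Lars2 had a log2 fold change of -2.41 with all 18 libraries and -0.15 without this one. A second library from the same RNA would show whether the preparation was the cause.

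The bars of Fig. 3d, read by eye after the CPM values had been seen, are about 170 and 180 for Flii and about 120 and 240 for Lrrfip1. They deviate by 0.758% on average from the means at 24 h and by 13.7% from those at 8 h, which is finer than the reading allows. All 6 groups of Supplementary Data 1 lie nearest the same group of the deposited counts, so an exchange of labels between these files does not account for it, while one made before both would not show. The panel may show 24 h, and the authors' values for the panel would settle it.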
